# Deubiquitinase USP24 activated by IL-6/STAT3 enhances PD-1 protein stability and suppresses T cell antitumor response

**DOI:** 10.1126/sciadv.adt4258

**Published:** 2025-04-16

**Authors:** Hung-Chia Hsieh, Ming-Jer Young, Kuan-Yu Chen, Wu-Chou Su, Chien-Chung Lin, Yi-Ting Yen, Jan-Jong Hung, Yi-Ching Wang

## Abstract

Persisting programmed cell death-1 (PD-1) signaling impairs T cell effector function, which is highly associated with T cell exhaustion and immunotherapy failure. However, the mechanism responsible for PD-1 deubiquitination and T cell dysfunction remains unclear. Here, we show that ubiquitin-specific peptidase 24 (USP24) promotes PD-1 protein stability by removing K48-linked polyubiquitin. Increased interleukin-6 level transcriptionally activates the USP24 expression, which leads to PD-1 stabilization. Furthermore, USP24 deficiency reduces PD-1 levels in CD8^+^ T cells and attenuates *Egfr^L858R^*-driven lung tumorigenesis in *Usp24^C1695A^* catalytic deficient mice. Targeting PD-1 stability with the USP24-specific inhibitor USP24-i-101 boosts cytotoxic T cell activity, restrains lung tumor growth, and achieves superior therapeutic effects when combined with anti-CTLA4 immunotherapy. Clinically, patients with lung cancer exhibiting high USP24 expression in tumor-infiltrating CD8^+^ T cells display exhausted features and show unfavorable responses to immunotherapy. Our findings dissect the mechanism for regulating enhanced PD-1 stability in tumor-infiltrating CD8^+^ T cells and reveal USP24 as a potential target of antitumor immunotherapy.

## INTRODUCTION

The clinical success of programmed cell death-1 (PD-1) blockade highlights the importance of exploring its regulatory machinery. The PD-1 expression is induced in activated T cells to control abnormal T cell activation upon engagement with its ligand programmed cell death-ligand 1 (PD-L1) or PD-L2 (*1*). However, persistent PD-1 expression in chronic inflammation and cancers dampens T cell effector functions and facilitates tumor immune escapes (*2*, *3*). Excessive PD-1 expression on tumor-infiltrating leukocytes (TILs) is often coexpressed with other inhibitory receptors such as T cell immunoglobulin and mucin domain–containing protein 3 (Tim-3), lymphocyte-activation gene 3 (Lag-3), and cytotoxic T lymphocyte–associated protein 4 (CTLA-4) and drives T cell exhaustion (Tex), especially terminal exhaustion (*4*, *5*). The hyporesponsiveness of exhausted T cells to immune checkpoint agents is a major obstacle to cancer immunotherapy (*6*). Therefore, down-regulation of PD-1 levels on TILs could be a potential approach for restoring antitumor function and even reversing exhausted T cells.

PD-1 expression is tightly regulated at many levels from epigenetic regulation, transcriptional regulation, and posttranscriptional modifications to posttranslational modifications (PTMs) (*7*, *8*). Several studies have revealed the critical role of PTMs, including glycosylation, phosphorylation, palmitoylation, and ubiquitination, in regulating PD-1 expression and the efficacy of immune checkpoint blockade (ICB). For instance, ubiquitination plays a dominant role in the modulation of PD-1 protein stability, activity, quality control, and cellular localization (*9*). F-box only protein 38 (FBXO38) ubiquitinates PD-1 after internalization and undergoes a proteasome degradation system (*10*). Kelch-like family member 22 (KLHL22) induces degradation of incompletely glycosylated PD-1 before being transported to the plasma membrane (*11*). Casitas B lineage lymphoma (c-Cbl) reinforces T cell’s antitumor immunity by destabilizing PD-1 at the plasma membrane, leading to its ubiquitination and subsequent proteasomal degradation (*12*). Recently, FBW7 has been revealed to regulate PD-1 protein stability in the nucleus (*13*). Notably, ubiquitin-mediated degradation could be reversed by deubiquitinating enzymes (DUBs) (*14*). Thus far, the only DUB reported for PD-1 is ubiquitin-specific peptidase 5 (USP5) (*15*). Therefore, identifying additional DUBs, along with their specific inhibitors, to regulate PD-1 deubiquitination and T cell functions is of great importance for developing further therapeutic strategies.

USP24 functions as a DUB that recognizes and removes ubiquitin from the target protein (*16*). USP24 is overexpressed in various cancers. Targeting USP24 as a potential therapeutic strategy is an emerging area of exploration (*17*). Our previous studies found that USP24 shapes the tumor microenvironment (TME) by promoting the secretion of interleukin-6 (IL-6) in tumor-associated macrophages (TAMs) and cancer cells (*18*, *19*). In addition, we developed a specific USP24 inhibitor to overcome drug resistance acquired during chemotherapy or targeted therapy in lung cancer (*20*). However, the role of USP24 in regulating T cell activity in the TME to enhance the clinical efficacy of ICB remains elusive.

In this study, we reveal USP24 as a novel PD-1 regulator. USP24 promotes PD-1 stability by directly deubiquitinating and preventing it from proteasome-mediated degradation. IL-6 in the TME drives nuclear factor κB (NF-κB)/signal transducers and activators of transcription 3 (STAT3) signaling to transcriptionally increase USP24. Enhanced PD-1 level stabilized by USP24 augments PD-L1/PD-1 signaling, ultimately leading to T cell dysfunction and poor benefit of ICB. The USP24-specific inhibitor, USP24-i-101 alone or in combination with immunotherapy anti-CTLA4, profoundly reactivates T cell functions in the TME and markedly induces tumor inhibition.

## RESULTS

### Usp24^C1695A^ catalytic mutation mice establish superior T cell antitumor activity

We previously revealed that USP24 promotes lung tumor metastasis and enhances IL-6 secretion in TAMs to contribute to an immunosuppressive TME (*18*, *19*). To further investigate the immunomodulating effects of USP24, we generated triple transgenic mice (*Scgb1a1-rtTA*; TetO-*Egfr^L858R^*; *Usp24^C1695A/C1695A^*) in the C57BL/6J immune-competent mice, in which *Egfr^L858R^* mutation–driven lung tumor formation was developed in the condition of Usp24 with catalytic mutation (fig. S1A and Fig. 1A). After 10 weeks of doxycycline induction, mice expressing *Egfr^L858R^*/*Usp24^C1695A^* had reduced tumor nodules and areas compared to *Egfr^L858R^*/*Usp24^WT^* mice (Fig. 1, B and C, and fig. S1B). These results indicated that functional depletion of USP24 attenuates tumorigenesis in TetO-*Egfr^L858R^* mice, supporting its oncogenic role.

**Fig. 1.**
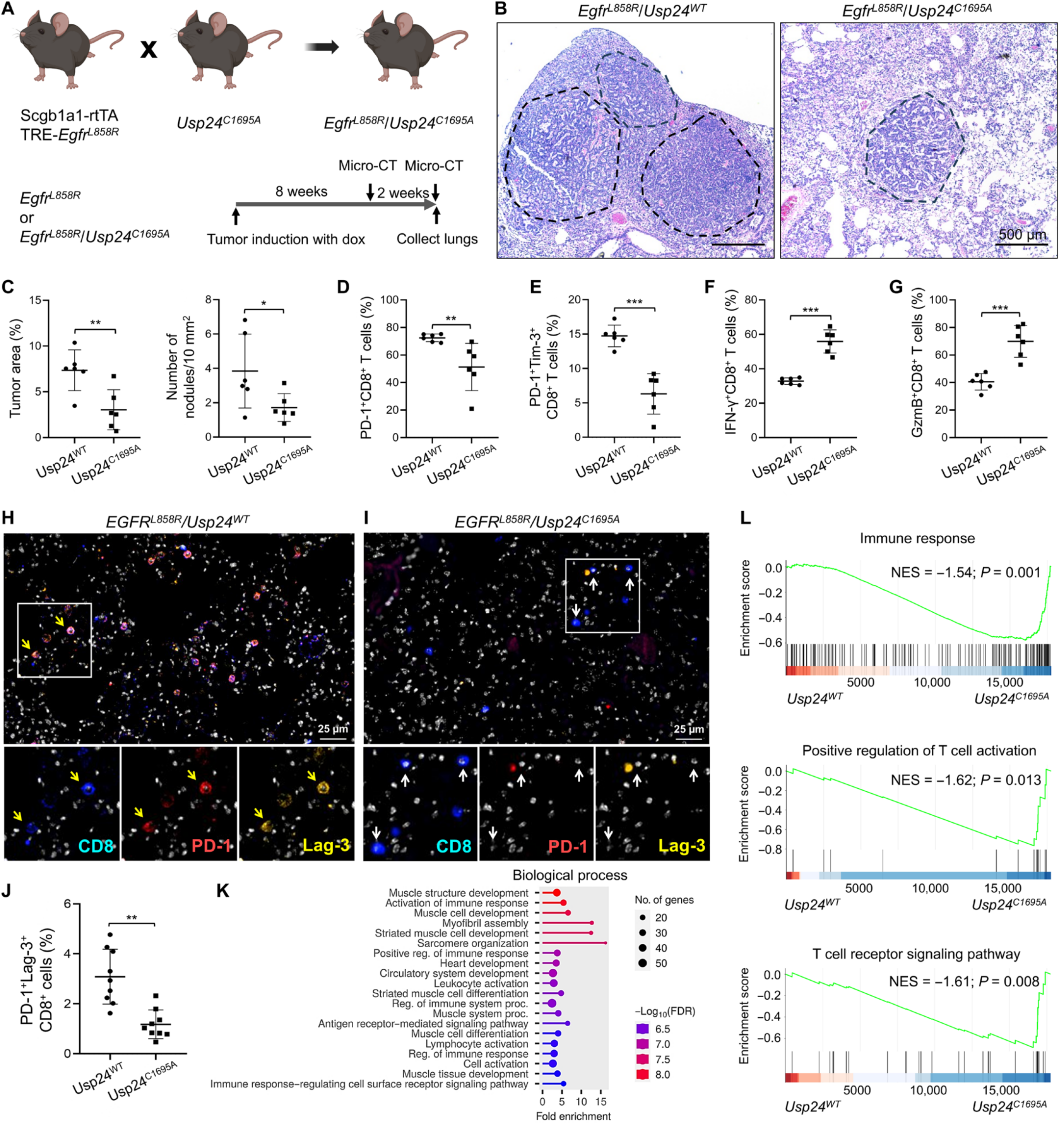
USP24 inactivation establishes an antitumor microenvironment. (**A**) Diagrams illustrating the strategy to generate *Egfr^L858R^/Usp24^C1695A^* mice and timeline of doxycycline (dox) induction. (**B**) Histopathology of the lung tissues at the end point of mouse experiments and representative H&E staining of lung tissue images are shown. (**C**) Quantification of lung tumor area and tumor nodule numbers. (**D** to **G**) Percentages of tumor-infiltrating PD-1^+^ (D), PD-1^+^Tim-3^+^ (E), IFN-γ^+^ (F), and GzmB^+^ (G) CD8^+^ T cells in *Egfr^L858R^/Usp24^WT^* or *Egfr^L858R^/Usp24^C1695A^* mice by flow cytometry. h, hours. (**H** and **I**) Multiplex IF-IHC staining of PD-1^+^Lag-3^+^CD8^+^ T cells (yellow arrows) in lung tumors from *Egfr^L858R^/Usp24^WT^* (H) or *Egfr^L858R^/Usp24^C1695A^* mice (I). Activated CD8^+^ T cells are indicated with white arrows. (**J**) Quantitative results of PD-1^+^Tim-3^+^CD8^+^ tumor-infiltrating CD8^+^ T cells of (H) and (I). Data are the means ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 (Student’s *t* test). (**K** and **L**) Total RNA isolated from the lung tumor of *Egfr^L858R^/Usp24^WT^* or *Egfr^L858R^/Usp24^C1695A^* mice was applied to RNA-seq to analyze the expression profile. (K) The top 20 enriched biological processes were analyzed by the ShinyGO 0.80 website. (L) GSEA showing up-regulation of immune response and T cell activation pathways in lung tumor of *Egfr^L858R^/Usp24^C1695A^* mice. FDR, false discovery rate; NES, normalized enrichment score.

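Heart muscle genes were higher in all 3 *Usp24 C1695A* specimens. Skeletal muscle genes were high in *Usp24 C1695A* mouse M164, and adipose genes in mice M145 and M164. Genes of B cells and T cells stood beside the heart muscle genes among the genes with an unadjusted p under 0.05.
All 9 tested heart muscle genes had a positive log2 fold change (median 2.40, camera adjusted p = 9.2e-09; adjusted p = 0.568 with an estimated correlation), and the median was 1.27 without mouse M164 (adjusted p = 2.9e-08). Adjusted over the list alone, 8 members were higher, against 0 over all genes by limma-trend, where 8 had an unadjusted p under 0.05. EdgeR and DESeq2 called 0 of the list, and DESeq2 on every gene of the table, run after the values were seen, called 1 (*Myh6*, log2 fold change 4.78, adjusted p = 0.0428). The means were 4.84, 4.42 and 4.28 in *Usp24 WT* mice and 6.63, 6.01 and 9.42 in *Usp24 C1695A* mice M134, M145 and M164, on the log2 scale (exact permutation p = 0.1). *Myh6*, the atrial myosin heavy chain, was at 23.9, 7.20 and 24.4 normalized counts in *Usp24 WT* mice and at 132, 72.2 and 1323 in *Usp24 C1695A* mice (log2 fold change 3.76, SE 0.99). *Myl7*, the atrial light chain (4.52, SE 1.16), and *Tnnt2*, cardiac troponin T (3.14, SE 0.80), were higher in every *Usp24 C1695A* mouse as well. *Ckmt2*, the creatine kinase of muscle mitochondria, was at 0 in the *Usp24 WT* mice and at 11.2, 11.9 and 1776 in the *Usp24 C1695A* mice.
Of the skeletal muscle list, 4 members were in the table, too few for camera, with means of 2.31, 2.44 and 2.16 in *Usp24 WT* mice and 2.63, 4.04 and 12.03 in *Usp24 C1695A* mice. *Myl1*, the light chain of fast muscle, was at 4.16, 1.44 and 1.88 normalized counts in *Usp24 WT* mice and at 5.07, 7.91 and 6767 in *Usp24 C1695A* mice. Smooth muscle genes had a median of 1.08 (7 of 9 positive, camera adjusted p = 0.0157; adjusted p = 0.644 with an estimated correlation). The call ended without mouse M164 (adjusted p = 0.492, median 0.18) and with array weights (adjusted p = 0.226, median 0.44). All 7 tested adipose genes had a positive log2 fold change (median 0.88, camera adjusted p = 0.00328; adjusted p = 0.583 with an estimated correlation). The adipose call ended without mouse M164 (adjusted p = 0.274, median 0.19), as it did with array weights (adjusted p = 0.0611, median 0.63). Its median was 2.16 without mouse M134 and 1.44 without mouse M145. All 6 tested mitochondrial transcripts had a positive log2 fold change (median 1.63, camera adjusted p = 4.9e-04; adjusted p = 0.568 with an estimated correlation), with a median of 0.60 without mouse M164 (adjusted p = 0.0104). With the mean of muscle genes as a covariate, mitochondrial transcripts (adjusted p = 0.862, median -0.04), adipose genes (adjusted p = 0.0564, median -0.30) and smooth muscle genes, which then passed (adjusted p = 3.2e-04, median -0.54), were placed as lower. Heart muscle and sarcomere means were higher in every *Usp24 C1695A* mouse than in any *Usp24 WT* mouse. The muscle covariate therefore takes up part of the genotype difference, and a turn under it cannot tell tissue from genotype. With the mean of adipose genes as a covariate, added after the values were seen, the mitochondrial call ended (adjusted p = 0.110, median 0.39) and smooth muscle was placed as lower (adjusted p = 0.458).
Since limma-trend called 0 genes (922 at an unadjusted p under 0.05; edgeR 0, DESeq2 36), the lists were counted among the 434 higher genes with an unadjusted p under 0.05. By Fisher's exact test these held 10 B cell genes (adjusted p = 1.5e-11), 8 heart muscle genes (3.9e-11), 5 dendritic cell genes (1.9e-04), 5 T cell genes (4.5e-04), 6 genes of T cell differentiation (0.00421), 4 genes of the sarcomere (0.00766) and 3 genes of club cells (0.0156). The 488 lower genes held 6 genes of EGFR signaling output (adjusted p = 0.00136) and 6 of the USP family of deubiquitinases (0.0195). The 30 higher genes called by DESeq2 held 2 B cell genes, *Cr2* and *Ighm* (adjusted p = 0.0143), and no other list passed. Fisher's exact test takes genes as independent, which markers of a single cell type are not, and its p does not measure the spread between mice. By mouse, the list means gave an exact permutation p of 0.4 for B cells and 0.1 for heart muscle. Of the genes tested, 832 are due by chance at an unadjusted p under 0.05.

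**Figure D1:**
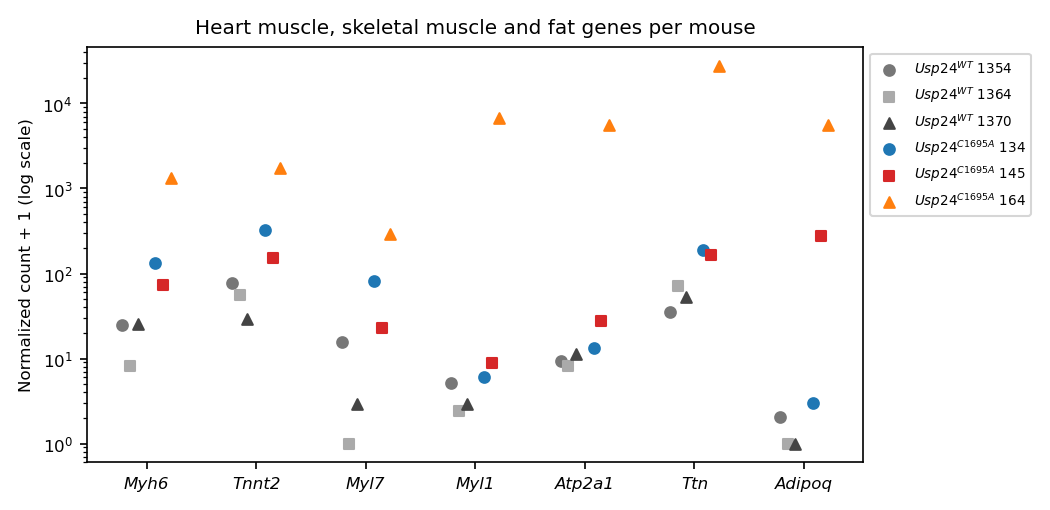
Normalized counts plus 1 (log axis) of heart, skeletal and shared muscle genes and of *Adipoq* in each mouse. *Myh6*, *Tnnt2* and *Myl7* are higher in all 3 *Usp24 C1695A* mice, and *Myl1*, *Atp2a1* and *Ttn* are far higher in mouse M164 than in the others.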

Next, we explored whether USP24 inactivation promotes antitumor immunity. We observed a significant decrease in the number of tumor-infiltrating dysfunctional CD8^+^ T cells defined by PD-1^+^ and PD-1^+^Tim-3^+^ populations. In contrast, the activity of CD8^+^ T cells evidenced by interferon-γ^+^ (IFN-γ^+^) or granzyme B^+^ (GzmB^+^) was apparently increased in *Usp24^C1695A^* mice compared to *Usp24^WT^* mice (Fig. 1, D to G). Notably, a reduced population of regulatory T cells (T_regs_) and PD-1^+^ TAMs was also observed in tumors from *Usp24^C1695A^* mice (fig. S1, C to E). Immunofluorescence (IF) staining demonstrated highly expressed Usp24 in tumor-infiltrating CD8^+^ T cells with PD-1^+^Tim-3^+^ exhaustion features from *Usp24^WT^* mice (Fig. 1, H and J), while it was less frequent in lung tumors from *Usp24^C1695A^* mice (Fig. 1, I and J). Mice with USP24 inactivation had a decreased population of dysfunctional T cells with increased activity of both CD8^+^ and CD4^+^ T cells from draining lymph nodes (fig. S1, F and G). There were no enlargement and aberrant pro-inflammatory cytokine deposition in the spleen of *Usp24^C1695A^* mice (fig. S1, H and I), suggesting that Usp24 inactivation did not induce an autoimmune response. These findings indicate that *Usp24^C1695A^* establishes a superior antitumor immunity and attenuates lung tumor formation.

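RNA was measured in lung tumor specimens of 3 *Usp24 WT* mice (M1354, M1364 and M1370, M with the mouse number) and 3 *Usp24 C1695A* mice (M134, M145 and M164), all with inducible *Egfr L858R* and with 10 weeks of doxycycline at 0.5 g/liter. A single library per mouse was made from 3 μg of total RNA and read as 150-bp pairs. The submitters' processing notes name HISAT2 2.1.0 and mm39. The values deposited by the authors are gene counts divided by a single size factor per library, and whole reads were recovered from them (107922 values, 100% whole within 1e-06). The libraries hold 12515628, 8950184 and 14650273 reads from *Usp24 WT* mice and 12337212, 12516561 and 7167000 reads from *Usp24 C1695A* mice, on 17987 genes.
*Usp24* itself was at 1194, 895 and 1225 normalized counts in the *Usp24 WT* mice and at 887, 1054 and 1125 in the *Usp24 C1695A* mice (log2 fold change -0.11, SE 0.19). The mutation changes an amino acid of the enzyme, so the RNA level of *Usp24* does not check the genotype labels. The Y-linked genes *Kdm5d*, *Eif2s3y* and *Uty* were at 596, 1899 and 763 normalized counts in *Usp24 WT* mouse M1354 and at 0 in *Usp24 WT* mice M1364 and M1370, whereas all 3 *Usp24 C1695A* mice had them (531 or more). Mitochondrial transcripts made up 17.2% of the reads of *Usp24 C1695A* mouse M164 and 1.74 to 3.10% of those of the other mice. The Spearman correlation of mouse M164 with the other mice was 0.909 to 0.935, against 0.963 to 0.986 among the others.
Genes with at least 10 normalized counts in at least 3 of the 6 libraries (16640) were compared between the genotypes with limma-trend, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold. Fold changes are *Usp24 C1695A* over *Usp24 WT* and differences of means on the log2(value + 1) scale, with the SE of the model and 3 mice per group. Of 52 gene lists written before the data were examined, the 44 with at least 5 tested members were tested with camera at a preset correlation of 0.01.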

To elucidate the underlying mechanism of increased antitumor activity owing to USP24 inactivation, we collected lung tumor specimens from *Usp24^WT^* and *Usp24^C1695A^* mice and performed RNA sequencing (RNA-seq) analysis (GSE281983). The Gene Ontology analysis demonstrated that genes related to activation of immune response and lymphocyte activation signal pathways were enriched when USP24 was inactivated (Fig. 1K and fig. S1J). 

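B cell and T cell genes were higher in *Usp24 C1695A* mice M145 and M164 than in all 3 *Usp24 WT* mice, whereas mouse M134 was within or below the *Usp24 WT* range. Dendritic cell genes were higher in all 3 *Usp24 C1695A* mice. Genes of innate immunity and complement were not higher as a group, with a positive log2 fold change in 15 of 43 tested members. By limma-trend, 0 genes passed the threshold in either direction (922 had an unadjusted p under 0.05; edgeR called 0 and DESeq2 36), so the groups are given as values of their members and as list tests.
All 15 tested B cell genes had a positive log2 fold change, with a median of 3.14 (camera adjusted p = 1.4e-09; adjusted p = 0.568 with an estimated correlation). The list means were 5.50, 5.49 and 5.45 in *Usp24 WT* mice and 4.90, 10.32 and 9.66 in *Usp24 C1695A* mice M134, M145 and M164, on the log2 scale (exact permutation p = 0.4). The median was 5.17 without mouse M134. *Cd79a*, a signaling chain of the B cell receptor, was at 19.7, 21.6 and 20.7 normalized counts in *Usp24 WT* mice and at 22.3, 1103 and 402 in *Usp24 C1695A* mice (log2 fold change 3.33, SE 1.18). *Cr2*, a complement receptor of B cells and follicular dendritic cells, was at 12.2, 2576 and 469 in *Usp24 C1695A* mice (log2 fold change 3.78, SE 1.57). Plasma cell genes had a median of 1.55 (5 of 8 positive, camera adjusted p = 0.199), and passed without mouse M134 (adjusted p = 1.0e-04, median 2.64) and by fgsea on the log2 fold change (adjusted p = 0.00257). The fat cell hormone *Adipoq* was high in the same 2 mice, at 278 and 5589 normalized counts in mice M145 and M164 and at 2.03 or less in the other mice. The order differed, since *Adipoq* was higher in mouse M164 and the B cell mean in mouse M145.
All 16 tested T cell genes had a positive log2 fold change (median 1.22, camera adjusted p = 6.3e-08; adjusted p = 0.568 with an estimated correlation), with a median of 1.92 without mouse M134 and of 0.56 without mouse M145 (adjusted p = 0.00471). *Trbc1*, a constant region of the T cell receptor, was at 27.4, 201 and 51.5 normalized counts in *Usp24 C1695A* mice (log2 fold change 1.81, SE 0.69). Of the CD8 T cell list, 3 members could be tested, too few for camera, and its means were 3.06, 3.38 and 3.89 in *Usp24 WT* mice and 2.75, 6.62 and 4.71 in *Usp24 C1695A* mice. *Cd8a* was at 7.27, 11.5 and 17.9 normalized counts in *Usp24 WT* mice and at 10.1, 248 and 21.8 in *Usp24 C1695A* mice. The CD4 and regulatory T cell list had a median of 0.69 (6 of 8 positive, camera adjusted p = 0.0157; adjusted p = 0.583 with an estimated correlation). The call ended without *Usp24 WT* mouse M1354 (adjusted p = 0.0653, median 0.43) or *Usp24 C1695A* mouse M145 (adjusted p = 0.389, median 0.38) and with quantile normalization (adjusted p = 0.0504, median 0.56). All 5 tested NK cell genes had a positive log2 fold change (median 0.66, camera adjusted p = 0.134). The list was placed as lower with a covariate of muscle genes (adjusted p = 0.0975, median -0.70).
All 13 tested dendritic cell genes had a positive log2 fold change (median 0.77, camera adjusted p = 2.1e-06; adjusted p = 0.568 with an estimated correlation), with a median of 0.50 without mouse M145 (adjusted p = 0.00336). *Clec9a*, a receptor of cross-presenting dendritic cells, had a log2 fold change of 0.93 (SE 0.26), and *Siglech*, a marker of plasmacytoid dendritic cells, of 2.32 (SE 0.80). Interferon-stimulated genes had a median of 0.27 (27 of 36 positive, camera adjusted p = 0.00155; adjusted p = 0.568 with an estimated correlation). The call ended without mouse M145 (adjusted p = 0.138, median 0.26) and, as the sexes are uneven, with the mean of Y-linked genes as a covariate added after the values were seen (adjusted p = 0.704, median 0.08). In the innate and complement list (median -0.23, mean -0.02, camera adjusted p = 0.0677), the receptors *Tlr8* (log2 fold change -1.76, SE 0.49), *Tlr7* (-0.79, SE 0.29) and *Clec7a* (-0.89, SE 0.33) were lower in every *Usp24 C1695A* mouse than in any *Usp24 WT* mouse, and the chemokine *Cxcl9* was higher (2.07, SE 0.65). This list passed, as lower, without *Usp24 WT* mouse M1364 (adjusted p = 0.0468) or *Usp24 C1695A* mouse M145 (adjusted p = 0.0100). It did so too with a stricter filter (adjusted p = 0.00406) or quantile normalization (adjusted p = 0.0390) and over the members of no other list (adjusted p = 0.00457), whereas fgsea on the log2 fold change placed it as higher (adjusted p = 0.443). MHC class II genes had a median of -0.32 (2 of 11 positive, camera adjusted p = 0.187), which was 0.05 without mouse M164 and -0.60 without mouse M145 (adjusted p = 0.00197). With the mean of muscle genes as a covariate the list turned and passed as higher (adjusted p = 2.3e-05, median 0.31). It was also placed as higher with array weights (adjusted p = 0.584, median 0.04). Heart muscle and sarcomere means were higher in every *Usp24 C1695A* mouse, so the muscle covariate takes up part of the genotype difference. MHC class I genes had a median of -0.05 and a mean of 0.05, and camera placed them as higher (adjusted p = 0.739; as lower without mouse M145, adjusted p = 0.472).
Of the genes with an unadjusted limma p under 0.05, 434 were higher and 488 lower, where 832 in all are due by chance, and the lowest adjusted p was 0.653. EdgeR gave 1144 genes at an unadjusted p under 0.05, and DESeq2 gave 1367 and called 30 higher and 6 lower genes. DESeq2 called *Aff3*, a nuclear factor of lymphoid tissue (log2 fold change 1.73, SE 0.28 by limma), and *Prkg2*, a cGMP-dependent kinase (1.73, SE 0.37), as higher. These belong to the 18 of its 30 higher genes that were higher in every *Usp24 C1695A* mouse than in any *Usp24 WT* mouse. Among the rest, *Car3* was at 43.6, 7055 and 109904 normalized counts in *Usp24 C1695A* mice M134, M145 and M164, and at 64.4 or less in *Usp24 WT* mice. The matrix protease gene *Adamts1* was called by DESeq2 as lower, at 3954, 4574 and 5174 normalized counts in *Usp24 WT* mice and 1282, 1822 and 1580 in *Usp24 C1695A* mice (log2 fold change -1.55, SE 0.20 by limma). DESeq2 on every gene of the table, run after the values were seen, called 70 higher and 7 lower genes, among them 7 B cell genes and 5 adipose genes as higher and *Tlr8* as lower. The 3 mice of a group all lay above the 3 of the other in 844 genes for *Usp24 C1695A* and 1003 genes for *Usp24 WT*, 11.1% of the tested genes, where chance gives 10%. Limma-trend called 5 higher genes without *Usp24 WT* mouse M1354, *Kdm5d*, *Eif2s3y* and *Uty* among them, and 39 without *Usp24 C1695A* mouse M134.

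**Figure D2:**
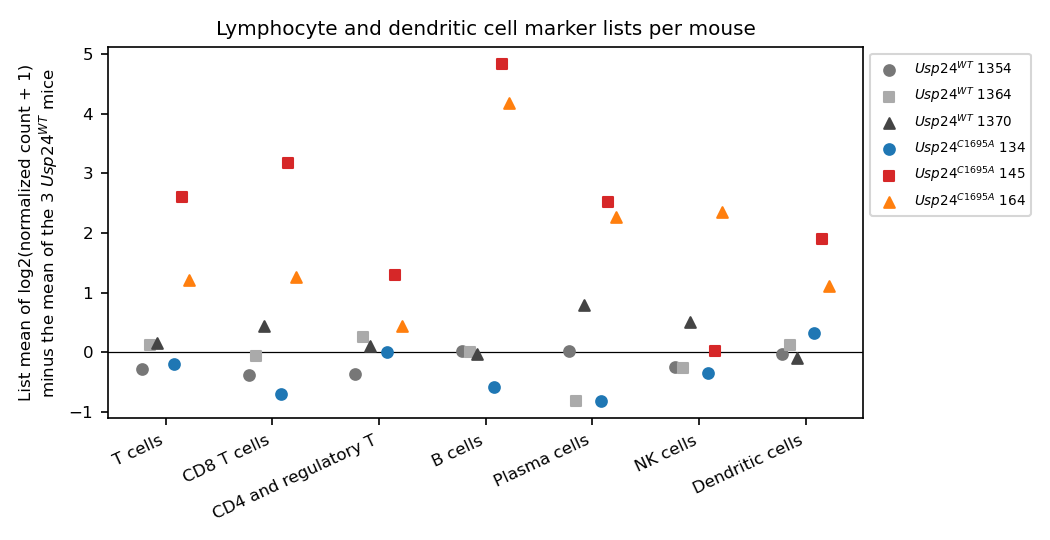
Mean of each immune cell list per mouse on the log2(value + 1) scale, minus the mean of the 3 *Usp24 WT* mice. Mice M145 and M164 lie above the *Usp24 WT* mice for the T cell and B cell lists, and mouse M134 does not.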

Gene set enrichment analysis (GSEA) verified that the USP24 catalytic mutant up-regulated genes involved in immune response, T cell activation, and differentiation signaling pathways (Fig. 1L and fig. S1K). Together, USP24 enzyme inactivation promotes T cell activity to restrain cancer progression.

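Genes of T cell receptor signaling, of positive regulation of T cell activation and of T cell differentiation had mostly positive log2 fold changes in *Usp24 C1695A* tumors. The differences came largely from mouse M145, and mouse M134 was close to the *Usp24 WT* mice in all 3 lists. Markers of T cells, B cells and adipose tissue were high in mice M145 and M164 as well. No member passed the threshold alone by limma-trend, edgeR or DESeq2, over all genes or, for limma-trend, adjusted over the list alone.
T cell receptor signaling had 39 of 52 tested members with a positive log2 fold change (median 0.59, camera adjusted p = 4.9e-04; adjusted p = 0.644 with an estimated correlation). Its means were 6.84, 7.02 and 7.18 in *Usp24 WT* mice and 6.82, 8.30 and 7.46 in *Usp24 C1695A* mice M134, M145 and M164, on the log2 scale. In mice M145 and M164 the means of cell markers were 7.55 and 6.15 for T cells (at most 5.10 in *Usp24 WT* mice), 10.32 and 9.66 for B cells (at most 5.50) and 7.76 and 10.98 for adipose tissue (at most 7.08). *Cd28*, the costimulatory receptor (log2 fold change 1.43, SE 0.50), and *Cd247*, the zeta chain of the receptor complex (1.39, SE 0.52), were among the 2 higher and 1 lower members with an unadjusted limma p under 0.05. *Malt1*, a protease that links the receptor to NF-κB, was the lower member (-1.02, SE 0.41). Without mouse M145 the call ended (adjusted p = 0.615, median 0.17), as it did for the 32 members of no other list (adjusted p = 0.144, median 0.24).
Positive regulation of T cell activation had 27 of 38 positive members (median 0.45, camera adjusted p = 0.00489; adjusted p = 0.644 with an estimated correlation), with 4 higher and 2 lower members at an unadjusted limma p under 0.05. *Ccr7*, the receptor that guides T cells and dendritic cells to lymph nodes, was at 10.4, 17.3 and 7.52 normalized counts in *Usp24 WT* mice and at 26.4, 158 and 29.7 in *Usp24 C1695A* mice (log2 fold change 2.08, SE 0.72). *Tnfsf9*, the ligand of the costimulatory receptor 4-1BB, had a negative value (-1.32, SE 0.45). Without mouse M145 the call ended (adjusted p = 0.812, median 0.16).
T cell differentiation had 30 of 39 positive members (median 0.69, camera adjusted p = 7.6e-06; adjusted p = 0.568 with an estimated correlation), and a median of 0.33 without mouse M145 (adjusted p = 0.0195). Its means were 6.72, 6.88 and 6.99 in *Usp24 WT* mice and 6.85, 8.11 and 7.62 in *Usp24 C1695A* mice (exact permutation p = 0.3). At an unadjusted limma p under 0.05 there were 6 higher members and 1 lower. *Gata3*, a transcription factor of T helper 2 cells, was at 32.2, 95.0 and 45.1 normalized counts in *Usp24 WT* mice and at 114, 144 and 265 in *Usp24 C1695A* mice (log2 fold change 1.64, SE 0.47). *Egr3*, induced by antigen receptor signals (1.95, SE 0.58), was also higher in every *Usp24 C1695A* mouse than in any *Usp24 WT* mouse, and *Bcl11b*, a transcription factor of T cell commitment, had a log2 fold change of 1.37 (SE 0.52). *Socs3*, an inhibitor of cytokine signaling, was lower in every *Usp24 C1695A* mouse (-1.06, SE 0.26). The Reactome set of PD-1 signaling, which holds T cell receptor and MHC class II genes, had a median of 0.86 over 15 genes (camera adjusted p = 0.0819). It passed as higher without *Usp24 WT* mouse M1370 (adjusted p = 0.0351, median 0.92) or *Usp24 C1695A* mouse M134 (adjusted p = 0.00595, median 1.20) or M164 (adjusted p = 0.0190, median 0.74), and was placed as lower without mouse M145 (adjusted p = 0.916, median 0.05). The Reactome set of T cell receptor signaling had a median of -0.06 over 51 genes and was placed as higher (camera adjusted p = 0.979). It was placed as lower without *Usp24 WT* mouse M1354 (adjusted p = 0.968) or M1364 (adjusted p = 0.867) or *Usp24 C1695A* mouse M145 (adjusted p = 0.145).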

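Genes downstream of EGFR were lower in all 3 *Usp24 C1695A* tumors than in all 3 *Usp24 WT* tumors. Genes of cytotoxic molecules were higher on balance, in mice M145 and M164, and genes of inhibitory receptors and of proliferation did not pass the main test, though each passed as lower under another setting. The gene of PD-1 itself was under 10 normalized counts in every mouse.
EGFR signaling output had 1 of 22 tested members with a positive log2 fold change (median -0.57, camera adjusted p = 1.1e-07; adjusted p = 0.568 with an estimated correlation), and the median was -0.35 without mouse M164 (adjusted p = 3.2e-07). The wider Reactome set of signaling by EGFR had a median of -0.12 over 141 genes and did not pass (camera adjusted p = 0.113; adjusted p = 0.0431 without *Usp24 WT* mouse M1364). The list means were 9.98, 9.98 and 10.19 in *Usp24 WT* mice and 9.57, 9.63 and 9.24 in *Usp24 C1695A* mice M134, M145 and M164 (exact permutation p = 0.1, the lowest that 3 against 3 can give). Adjusted over the list alone, 3 members were lower (*Dusp6*, *Ereg* and *Spry4*), against 0 over all genes by limma-trend, where 6 had an unadjusted p under 0.05; edgeR called 0 of the list, and DESeq2 called 1 (*Dusp6*). *Dusp6*, the phosphatase that restrains ERK, was at 2531, 3207 and 2953 normalized counts in *Usp24 WT* mice and at 1620, 1790 and 1521 in *Usp24 C1695A* mice (log2 fold change -0.81, SE 0.17). *Ereg*, an EGFR ligand (-1.47, SE 0.38), *Spry4*, a feedback inhibitor of the pathway (-0.84, SE 0.22), and *Errfi1*, which binds and inhibits EGFR (-1.31, SE 0.41), were lower in every *Usp24 C1695A* mouse. Alveolar type 2 cell genes moved with them: 0 of 12 had a positive log2 fold change (median -0.71, camera adjusted p = 3.0e-05; adjusted p = 0.568 with an estimated correlation), with 2 lower members at an unadjusted limma p under 0.05 (*Chil1* and *Lamp3*) and 0 called by limma-trend, edgeR or DESeq2. Their means were 14.72, 14.50 and 14.88 in *Usp24 WT* mice and 14.37, 14.44 and 13.07 in *Usp24 C1695A* mice, and the median was -0.34 without mouse M164 (adjusted p = 0.0219). With the mean of muscle genes as a covariate the alveolar type 2 list was placed as higher (adjusted p = 0.530, median 0.02). With that of adipose genes, added after the values were seen, its call ended (adjusted p = 0.110, median -0.23). The EGFR list passed as lower with either (adjusted p = 9.9e-04, median -0.33, and adjusted p = 2.9e-06, median -0.29). Heart muscle and sarcomere means were higher in every *Usp24 C1695A* mouse, so the muscle covariate takes up part of the genotype difference.
Cytotoxic effector molecules had a median of 0.43 (8 of 11 positive, camera adjusted p = 0.0318; adjusted p = 0.568 with an estimated correlation). The call ended without *Usp24 WT* mouse M1354 (adjusted p = 0.0505, median 0.60) or M1364 (adjusted p = 0.123, median 0.40) and without *Usp24 C1695A* mouse M145 (adjusted p = 0.368, median 0.47) or M164 (adjusted p = 0.274, median 0.19). The median was 0.66 without mouse M134. The call also ended with quantile normalization (adjusted p = 0.0570), array weights (adjusted p = 0.0534) and a covariate of muscle genes (adjusted p = 0.437, median 0.41) or adipose genes (adjusted p = 0.362, median 0.18). *Gzmb*, which encodes granzyme B, was below the filter, at 4.16, 10.1 and 8.46 normalized counts in *Usp24 WT* mice and 6.08, 6.93 and 25.7 in *Usp24 C1695A* mice, and *Ifng* was not analysed here. Inhibitory receptors and exhaustion genes had a median of 0.11 (8 of 14 positive, camera adjusted p = 0.752). They passed as lower over the members of no other list (adjusted p = 0.0267, median -0.46), and were placed as lower with a stricter filter (adjusted p = 0.640) and without *Usp24 WT* mouse M1354 (adjusted p = 0.973), *Usp24 C1695A* mouse M145 (adjusted p = 0.622) or mouse M164 (adjusted p = 0.492). *Pdcd1*, which encodes PD-1, was below the filter, at 7.27, 7.20 and 8.46 normalized counts in *Usp24 WT* mice and 9.12, 4.95 and 1.98 in *Usp24 C1695A* mice, as was *Lag3* (4.16, 5.76 and 8.46; 6.08, 15.8 and 11.9). *Havcr2*, which encodes TIM-3, had a log2 fold change of -0.80 (SE 0.52), and *Ctla4* of 1.28 (SE 0.75). *Entpd1*, the ectonucleotidase CD39, was lower in every *Usp24 C1695A* mouse (-0.70, SE 0.23), and *Btla*, an inhibitory receptor of B cells and T cells, was at 33.5, 1067 and 477 normalized counts in *Usp24 C1695A* mice (2.53, SE 1.07).
Proliferation genes had a median of -0.09 (11 of 35 positive, camera adjusted p = 0.665). They passed as lower with array weights (adjusted p = 0.00284, median -0.26) and without *Usp24 WT* mouse M1364 (adjusted p = 0.0468, median -0.30). They were placed as higher with a stricter filter (adjusted p = 0.983) and without *Usp24 WT* mouse M1354 (adjusted p = 0.669) or M1370 (adjusted p = 0.650) or *Usp24 C1695A* mouse M145 (adjusted p = 0.595). *Mki67*, a marker of cycling cells, had a log2 fold change of 0.38 (SE 0.34). From the tumor and T cell measurements in these mice, and from its enrichment of immune and T cell gene sets, the paper concludes that inactive USP24 makes T cells more active and so limits the cancer.

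**Figure D3:**
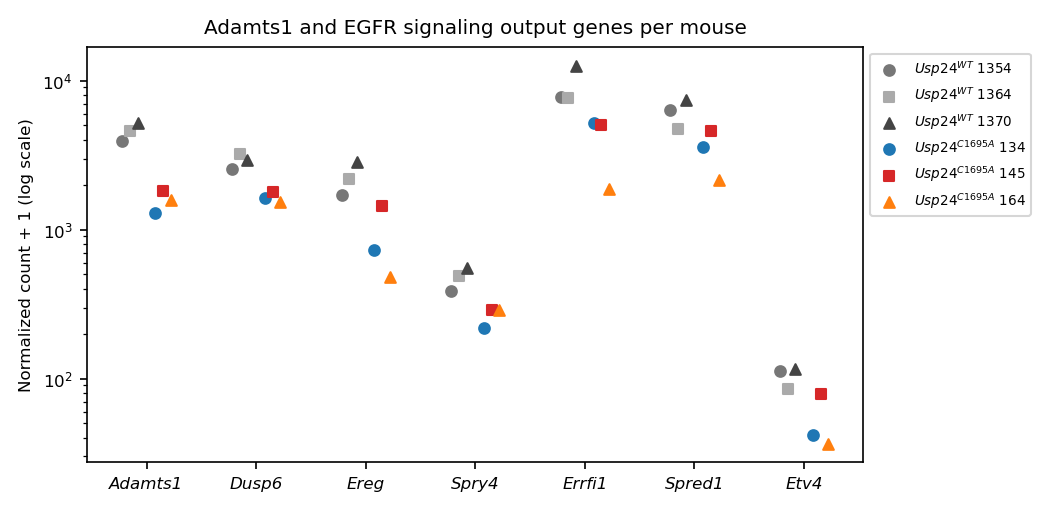
Normalized counts plus 1 (log axis) of *Adamts1* and of 6 genes of EGFR signaling output in each mouse. Each gene is lower in the 3 *Usp24 C1695A* mice than in the 3 *Usp24 WT* mice.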

### USP24 promotes PD-1 protein stability, leading to T cell inactivation

Aberrant PD-1 expression on T cells correlates with T cell dysfunction and ICB failure (*21*). We found that USP24 showed a stronger positive correlation with Tex gene signatures including PD-1, CTLA-4, Lag-3, TIGIT, and BTLA in patients with lung adenocarcinoma (*n* = 515) by the database from the TIMER 2.0 websites (fig. S2A). Moreover, USP24 expression along with Tex gene signatures was up-regulated in tumor-infiltrating CD8^+^ T cells from ICB nonresponder (NR) patients (GSE111414) (fig. S2B), suggesting that USP24 is highly associated with T cell dysfunction. The knockdown screen of USP24 and other USPs showed that shUSP24 decreased PD-1 levels in Jurkat T cells, with shUSP47 and shUSPL1 showing a lesser effect (fig. S2C). Because the *Usp24*^C1695A^ catalytic mutant mice displayed a reduced PD-1 abundance in CD8^+^ and CD4^+^ T cells, we hypothesized that USP24 controlled PD-1 protein stability in T cells.

First, we confirmed whether USP24 regulated PD-1 expression. Jurkat T and human embryonic kidney (HEK) 293 cells ectopically expressing wild-type USP24 (USP24-WT), but not the catalytic dead mutant construct at C1698A (USP24-C1698A, CA), notably up-regulated PD-1 protein expression (Fig. 2A and fig. S2, D and E). Notably, knockdown of USP24 (shUSP24) decreased PD-1 levels in Jurkat T cells (Fig. 2B). Moreover, ectopically expressing GFP-USP24 increased PD-1 membrane presentation, whereas knockdown of USP24 reduced the PD-1 level on the cell surface (Fig. 2C). USP24 deficiency decreased PD-1 protein expression without altering the *PDCD1* mRNA level in peripheral blood mononuclear cells (PBMCs) and mouse CD8^+^ splenic T cells (fig. S2, F to H), implicating that USP24 regulates PD-1 protein stability. Cycloheximide (CHX) chase assay demonstrated a decrease in PD-1 protein stability in USP24-knockdown Jurkat T cells (Fig. 2D). Conversely, overexpression of USP24-WT prolonged PD-1 protein half-life in HEK293 cells, whereas this effect was not observed in cells transduced with USP24-CA (Fig. 2E and fig. S2, I and J). These results suggested the positive regulation of PD-1 protein stability by USP24.

**Fig. 2.**
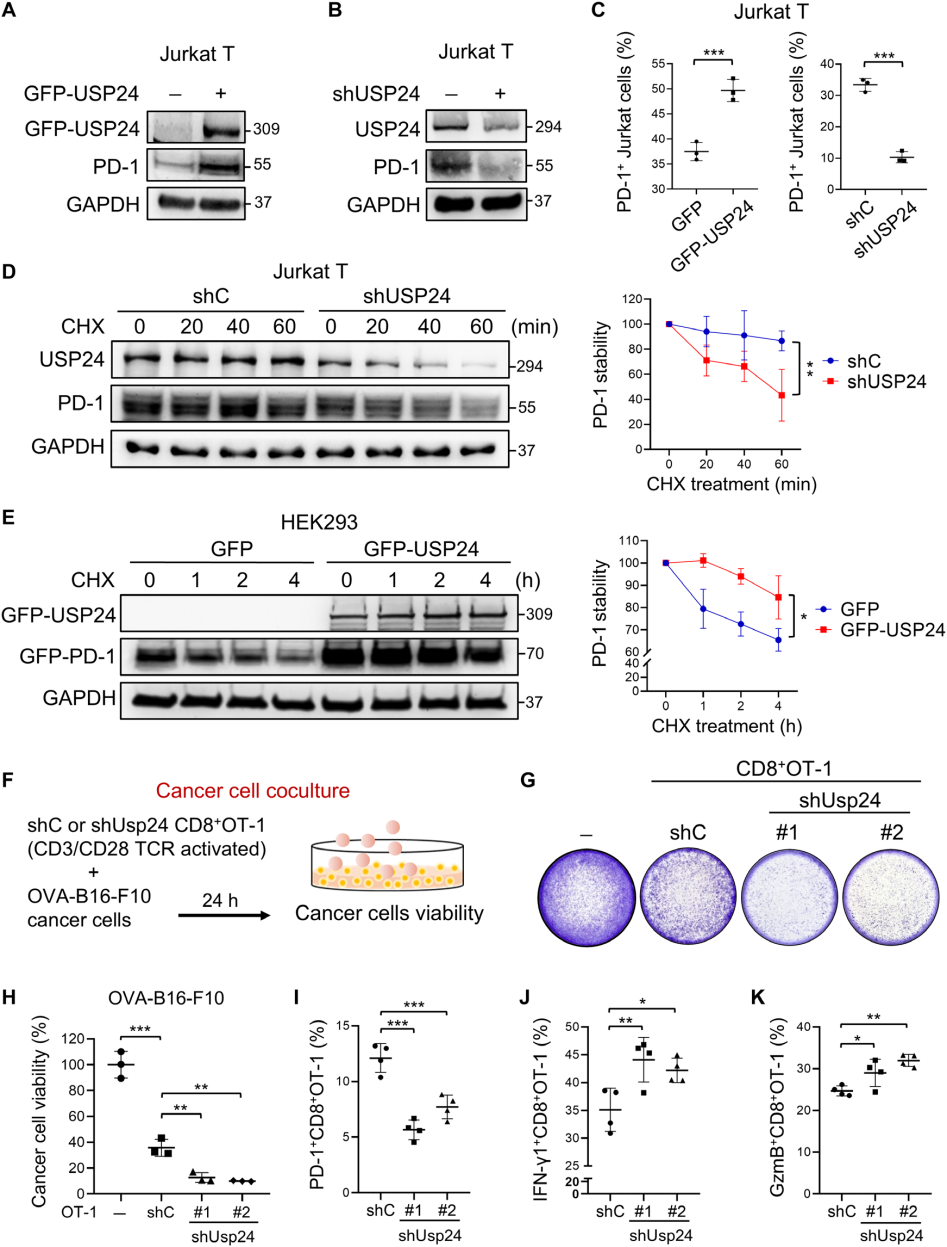
USP24 increases PD-1 protein stability and leads to T cell inactivation. (**A** and **B**) Jurkat T cells were transfected with GFP-USP24 plasmid (A) or transduced with shUSP24 (B) to analyze PD-1 expression by Western blotting. (**C**) Jurkat T cells with overexpression or knockdown of USP24 were stimulated with PMA (100 ng/ml) and ionomycin (1 μg/ml) for 6 hours and subjected to flow cytometry for PD-1 detection. (**D** and **E**) shC and shUSP24 Jurkat T cells stimulated with PMA/ionomycin for 6 hours (D) or HEK293 cells ectopically expressing GFP-USP24 and GFP-PD-1 (E) were treated with the protein synthesis inhibitor CHX (50 μg/ml) for the indicated times. GAPDH (glyceraldehyde-3-phosphate dehydrogenase) was used as an internal control. (**F** to **H**) In vitro T cell–mediated killing assays. (F) CD8^+^OT-1^+^ T cells were introduced with shC or shUsp24 lentiviruses and then cocultured with OVA-B16-F10 cancer cells (effector cell–to–target cell ratio, 5:1) for 24 hours. (G) Crystal violet staining for cancer cell viability measurement. (H) Quantification using ImageJ software. (**I** to **K**) Detection of PD-1^+^, IFN-γ^+^, and GzmB^+^CD8^+^OT-1^+^ T cells by flow cytometry after coculturing with OVA-B16-F10 cancer cells. Data are the means ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Student’s *t* test [(D) and (E)] and one-way ANOVA [(H) to (K)].

Notably, shUSP24 reduced PD-1 expression in Jurkat T cells, leading to decreased recombinant PD-L1 protein staining (fig. S2K). These results prompted us to examine whether USP24 inhibition blocks PD-1/PD-L1–mediated T cell inhibition. For in vitro T cell killing assays, activated OT-1 CD8^+^ T cells were infected with lentiviruses expressing shC or shUsp24 and cocultured with ovalbumin (OVA)–expressing B16-F10 (OVA-B16-F10) cancer cells (Fig. 2F). Usp24-deficient OT-1 CD8^+^ T cells induced higher cytotoxicity compared to the control group (Fig. 2, G and H). In addition, Usp24 depletion decreased PD-1 surface levels (Fig. 2I), resulting in increased OT-1 CD8^+^ T antitumor activity (Fig. 2, J and K). We further clarify whether enhanced T cell cytotoxicity observed with shUsp24 is directly attributed to the down-regulation of PD-1 levels on OT-1 T cells. We observed that the tumor-killing effects of Usp24-deficient OT-1 T cells were comparable to anti-PD-1 antibody (α-PD-1) treatment alone. Moreover, α-PD-1 treatment did not further improve OT-1 T cell tumor-killing effects mediated by shUSP24, suggesting that enhanced T cell cytotoxicity mediated by USP24 inhibition is directly attributed to the decreased PD-1 levels (fig. S2L). In line with the mouse T cell coculture system, activated human PBMCs with USP24 deficiency also induced stronger killing effects when cocultured with H1299 cancer cells (fig. S2M). Moreover, the activated IFN-γ^+^ and GzmB^+^CD8^+^ T cell populations were up-regulated in shUSP24-PBMCs after coculturing with cancer cells (fig. S2, N and O). Together, our findings suggested that USP24 enhances PD-1 stability and therefore leads to T cell immunosuppression.

### USP24 stabilizes PD-1 by deubiquitinating it in T cells

USP24 is a deubiquitinase that removes ubiquitin from its substrates and protects them from degradation (*18*). We hypothesized that USP24 directly interacts with PD-1 to cleave ubiquitin on PD-1. Immunoprecipitation (IP) and reverse IP-Western assays showed the interaction between endogenous USP24 and PD-1 proteins in PBMCs and Jurkat T cells (Fig. 3, A to C). The interaction was confirmed in Jurkat T cells and HEK293 cells ectopically transduced with GFP-USP24 (fig. S3, A and B). We previously revealed the substrate binding domain in the C-terminus of USP24 (*22*). To determine which domain on USP24 was essential for PD-1 interaction, we generated a USP24 C-terminal deletion construct (USP24-ΔC, amino acids 1 to 2050) and an N-terminal deletion construct (USP24-ΔN, amino acids 2050 to 2620) (Fig. 3D). USP24-ΔC abolished its binding to PD-1 in HEK293 cells (Fig. 3E), suggesting the critical region of USP24 (amino acids 2050 to 2620) for interaction with PD-1. Given that the PD-1 protein contains an extracellular domain (ECD), a transmembrane domain (TM), and an intracellular domain (ICD) (*23*), we generated domain deletion constructs to investigate the essential domain for USP24 interaction (Fig. 3F). Deletion of ICD, but not the extracellular domain or transmembrane domain on PD-1, abolished USP24 interaction in Jurkat T cells (Fig. 3G). In addition, USP24 failed to reduce ubiquitin levels of PD-1 when its ICD was deleted (fig. S3C), indicating that USP24 binds to the intracellular region of PD-1 to facilitate deubiquitination.

**Fig. 3.**
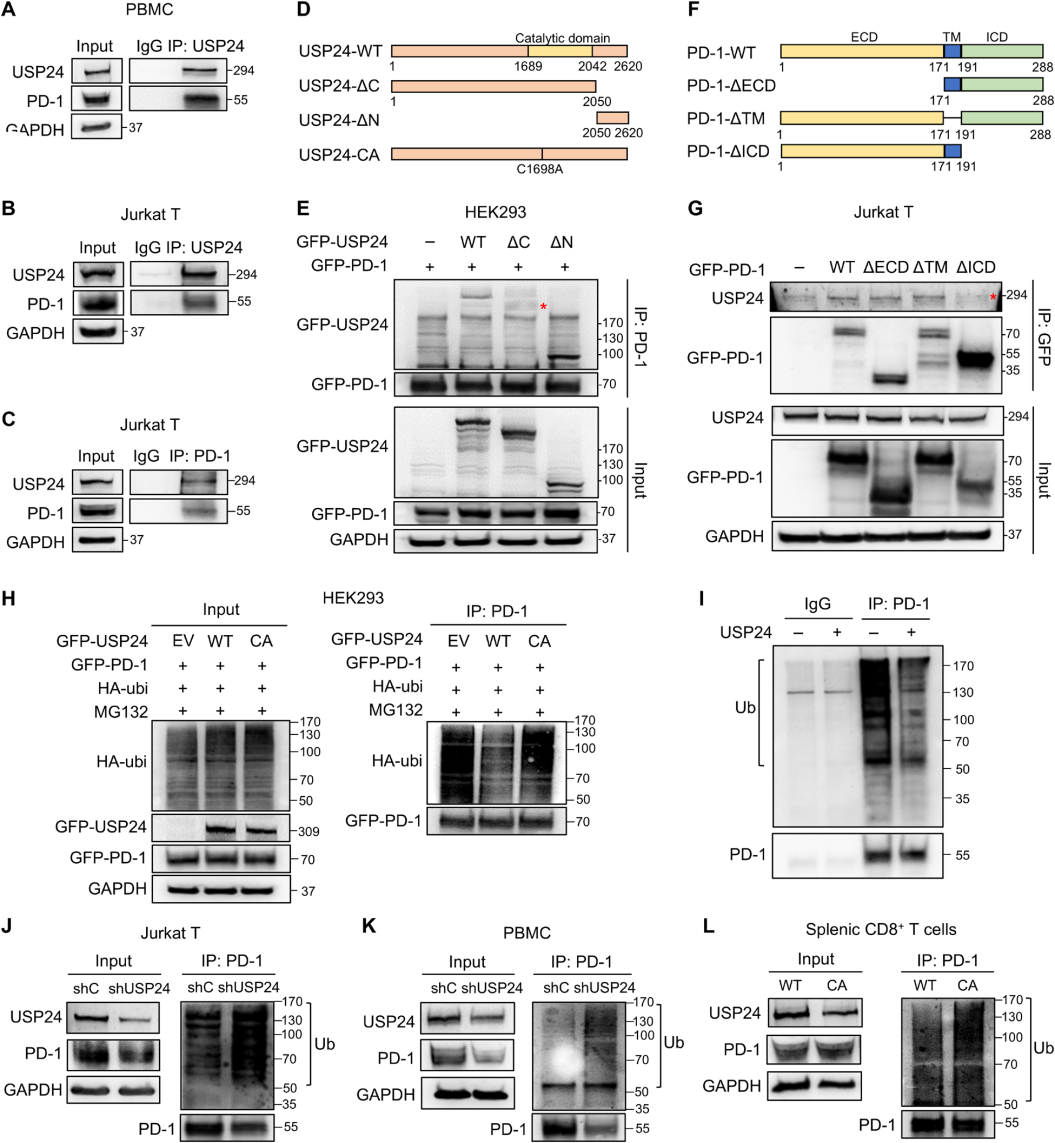
USP24 interacts with PD-1 for deubiquitination. (**A** to **C**) IP of endogenous USP24 in PBMCs stimulated with anti-CD3/CD28 (A) and Jurkat T cells stimulated with PMA/ionomycin for 6 hours (B) and endogenous PD-1 in Jurkat T cells (C). (**D** to **G**) Schematic diagram and domain interaction analysis of USP24 and PD-1. The maps illustrated the protein sequence of indicated USP24 (D) and PD-1 (F) domain deletion constructs. (E) IP of GFP-PD-1 in HEK293 cells transduced with WT-PD-1 along with the indicated USP24 constructs. (G) IP of GFP-PD-1 in Jurkat T cells transfected with the indicated PD-1 constructs. (**H**) HEK293 cells were transfected with PD-1 and hemagglutinin-ubiquitin (HA-ubi), together with EV, USP24-WT, or USP24-CA plasmid. Cell lysates were subjected to IP assay using anti-PD-1 antibody. (**I**) In vitro deubiquitination assays were conducted. Ubiquitinated PD-1 was immunoprecipitated in PMA/ionomycin–stimulated Jurkat T cells using an anti-PD-1 antibody followed by incubating with or without USP24 recombinant protein for 2 hours. Ub, ubiquitin. (**J** to **L**) shC and shUSP24 Jurkat T cells (J), PBMCs (K), or splenic CD8^+^ T cells from *Egfr^L858R^/Usp24^WT^* or *Egfr^L858R^/Usp24^C1695A^* mice (L) were stimulated with anti-CD3/CD28 for 24 hours and treated with MG132 for 6 hours before harvest. Lysates were immunoprecipitated with anti-PD-1 antibodies to detect PD-1 ubiquitination levels.

Next, we validated that PD-1 is a substrate of USP24. Overexpression of USP24-WT, but not USP24-CA, reduced polyubiquitination on PD-1 (Fig. 3H). In vitro deubiquitination assay confirmed USP24 catalytic activity on PD-1 (Fig. 3I), supporting the notion that USP24 is a PD-1 deubiquitinase. In contrast, USP24 knockdown strongly elevated ubiquitinated levels of PD-1 in Jurkat T cells and PBMCs (Fig. 3, J and K). In addition, splenic CD8^+^ T cells from *Usp24^C1695A^* mice showed increased PD-1 ubiquitination (Fig. 3L). Because PD-1 protein could be modified by K48-linked polyubiquitin to undergo proteasome degradation (*10*), we speculated that USP24 cleaved K48-linked polyubiquitin on PD-1. IP-Western assay showed that USP24 predominantly removed K48-linked and partially K63-linked ubiquitin on PD-1 (fig. S3D). Moreover, the proteasome inhibitor MG132 but not the lysosomal inhibitor chloroquine treatment completely rescued PD-1 protein expression in USP24-knockdown Jurkat T cells (fig. S3E), indicating that USP24 protects PD-1 from K48 polyubiquitin linkage–mediated degradation. c-Cbl is a membrane-associated E3 ligase that ubiquitinates PD-1 for proteasome degradation (*12*). We further investigated whether USP24 competed with c-Cbl interacting with PD-1. USP24 overexpression reduced the binding between PD-1 and c-Cbl (fig. S3F), while knockdown of USP24 increased c-Cbl interacting with PD-1 (fig. S3G), suggesting that USP24 deubiquitinates and stabilizes PD-1 in part by counteracting c-Cbl–mediated ubiquitination.

### IL-6 increases USP24 expression to enhance PD-1 stability

Persistent antigen and inflammatory cytokine signal exposures in the TME are often associated with T cell dysfunction (*24*). Multiple studies support the finding that IL-6 levels are elevated in the TME and correlate with T cell dysfunction (*25*, *26*). We previously demonstrated that TAM-derived IL-6 transcriptionally activates *PDCD1* expression via STAT3 signaling in T cells (*25*). We observed increased STAT3 activity followed by up-regulated *PD-1* mRNA levels within 2 hours after IL-6 stimulation in Jurkat T cells (fig. S4, A and B). Upon IL-6 stimulation, PD-1 levels and USP24 protein expression were continuously up-regulated and colocalized in Jurkat T cells, suggesting that IL-6 promoted PD-1 protein expression (Fig. 4, A to C, and fig. S4C). CHX assay showed that PD-1 protein became more stable upon IL-6 stimulus (Fig. 4D). IP-Western results further confirmed that IL-6 treatment increased interaction between USP24 and PD-1 (fig. S4D). In addition, PD-1 ubiquitinated levels were modestly reduced after IL-6 treatment (Fig. 4E). These findings suggested that IL-6 induced PD-1 abundance not only through transcriptional regulation but also via PTM modifications. To verify IL-6–promoted PD-1 stability via USP24, the knockdown of USP24 attenuated IL-6–induced PD-1 expression and cell surface level in Jurkat T cells (fig. S4, E and F). Notably, IL-6–promoted Tex features (PD-1^+^Tim-3^+^) were attenuated by USP24 inhibition (fig. S4G). Furthermore, treatment with an IL-6 neutralizing antibody (α-IL-6) reduced PD-1 abundance in tumor-infiltrating CD8^+^ T cells (Fig. 4F). Together, IL-6 transcriptionally up-regulates PD-1 expression and stability mediated by USP24 in T cells within the TME.

**Fig. 4.**
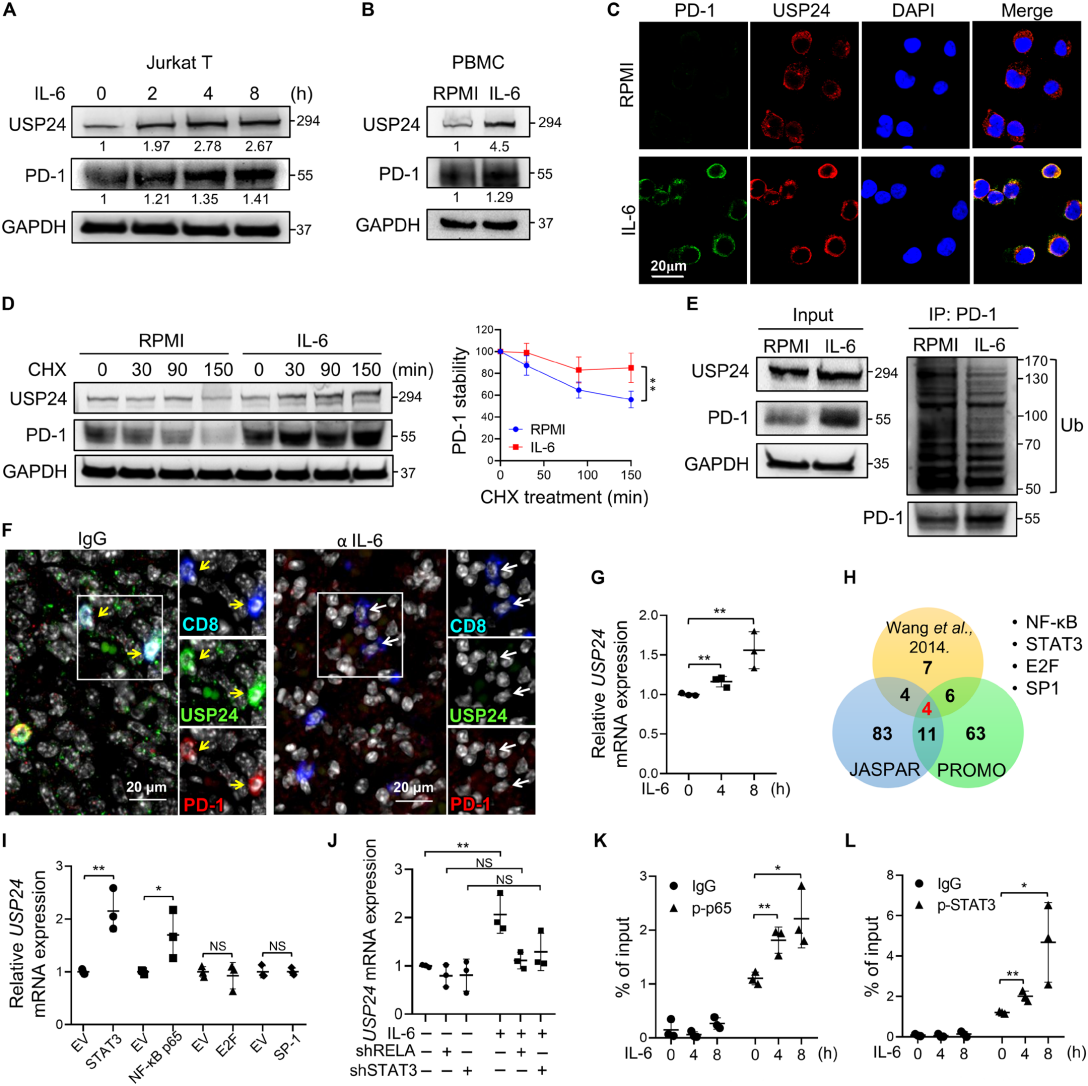
IL-6 up-regulates USP24 expression to enhance PD-1 stability in T cells. (**A** and **B**) Immunoblots of PD-1 and USP24 in Jurkat T cells with IL-6 (50 ng/ml) stimulation for the indicated times (A) and in PBMC for 4-hour stimulation (B). (**C**) IF staining of USP24 and PD-1 in Jurkat T cells with IL-6 for 4 hours. (**D**) Jurkat T cells were treated with IL-6 for 6 hours and subjected to CHX chase assay to detect the PD-1 protein half-life. (**E**) PD-1 ubiquitination levels by IP assay were measured in Jurkat T cells with MG132 treatment together with or without IL-6 stimulation for 6 hours. (**F**) IF-IHC staining of infiltrating exhausted USP24^+^PD-1^+^CD8^+^ T cells (yellow arrows) and active CD8^+^ T cells (white arrows) in tumor specimens from IgG- or α-IL-6–treated tumor-bearing mice. (**G**) RT-qPCR for detecting *USP24* mRNA expression in Jurkat T cells with IL-6 treatment at the indicated times. (**H**) Venn diagram showing the overlapped potential USP24-targeting transcriptional factor predicted from PROMO, JASPAR software, and the literature. (**I**) RT-qPCR for detecting *USP24* mRNA expression in Jurkat T cells transfected with indicated plasmids. NS, not significant. (**J**) *USP24* mRNA expression in shRELA or shSTAT3 Jurkat T cells with IL-6 treatment for 8 hours. (**K** and **L**) ChIP-qPCR assay was performed using p-p65 (K) or anti-p-STAT3 antibody (L) in Jurkat T cells treated with IL-6 at the indicated times. IgG was used as the negative control. Data are the means ± SEM (*n* = 3). *P < 0.05; **P < 0.01. Student’s *t* test [(D), (G), (I), (K), and (L)] and one-way ANOVA (J).

*USP24* mRNA expression was up-regulated upon IL-6 treatment (Fig. 4G). Next, we investigated which transcriptional factor controlled USP24 expression. By using PROMO and JASPAR prediction software, along with a literature search (*27*), the interaction of these three databases showed four potential transcriptional factors, NF-κB, STAT3, PAX-5, and SP1 on the *USP24* promoter (Fig. 4H and fig. S4H). Overexpression of NF-κB and STAT3, but not E2F and SP1, up-regulated *USP24* mRNA expression in Jurkat T cells (Fig. 4I). Knockdown of RELA or STAT3 attenuated IL-6–induced *USP24* mRNA expression (Fig. 4J and fig. S4, I and J). Chromatin IP-quantitative polymerase chain reaction (ChIP-qPCR) showed significantly increased binding of p-NF-κB and p-STAT3 to the *USP24* promoter upon IL-6 treatment (Fig. 4, K and L, and fig. S4K), suggesting that IL-6 signaling drives USP24 transcriptional activity to promote PD-1 abundance in T cells. RNA-seq analysis (GSE199047) revealed that IL-6 receptor knockout down-regulated *USP24* expression, but not other USP family genes, in TILs (fig. S4L), further supporting the notion that USP24 plays a critical role in maintaining PD-1 surface expression, which is transcriptionally activated by IL-6 stimulation.

### USP24-i-101 blocks USP24 enzyme activity to decrease PD-1 protein stability

Our previous reports revealed that the small-molecule inhibitor USP24-i-101 specifically inhibited USP24 enzyme activity to reverse chemotherapy resistance (*20*, *28*). However, the immunomodulatory effects of USP24-i-101 remain undiscovered. To this end, we first examined whether USP24-i-101 treatment down-regulated PD-1 expression in T cells. As shown in Fig. 5A, expression of PD-1 and a well-known USP24 substrate, BAX, was down-regulated in PBMCs, Jurkat T cells, and mouse splenic CD8^+^ T cells, while *PDCD1* mRNA expression was barely affected (fig. S5A). Moreover, ubiquitinated PD-1 was elevated in various T cell lines after USP24-i-101 treatment and enhanced c-Cbl interaction with PD-1 (Fig. 5B and fig S5B), whereas USP24-i-101 failed to increase PD-1 ubiquitination (fig. S5C) and down-regulate PD-1 protein expression (Fig. 5, C and D) in CD8^+^ T cells from *Usp24^C1695A^* mice, confirming its specificity.

**Fig. 5.**
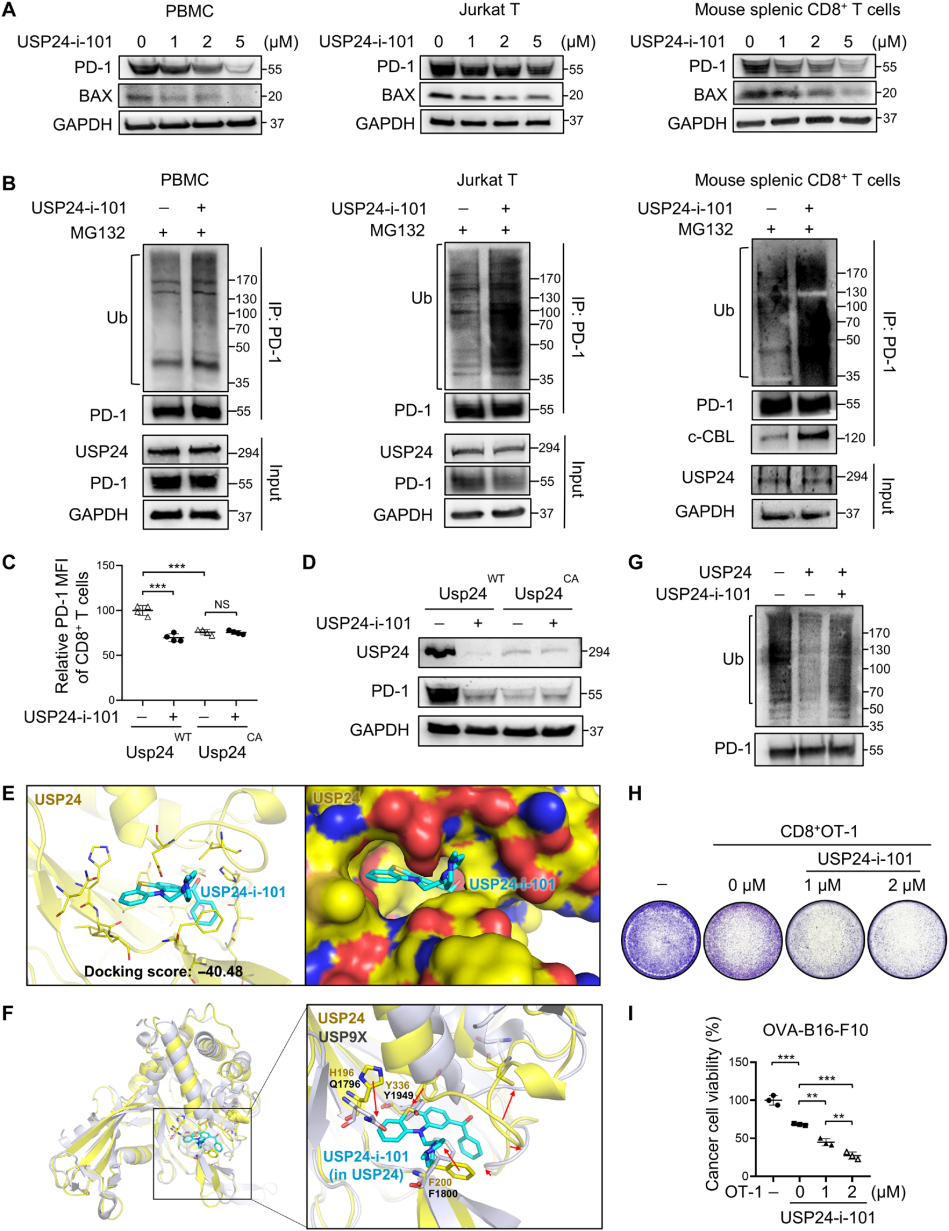
USP24-i-101 treatment down-regulates PD-1 protein stability in vitro. (**A**) PBMCs and mouse splenic CD8^+^ T cells with anti-CD3/CD28 antibody stimulation were treated with USP24-i-101 for 48 hours and Jurkat T cells were treated for 72 hours, followed by immunoblotting of the indicated proteins. (**B**) PD-1 ubiquitination levels were measured in indicated cells with USP24-i-101 treatment. (**C** and **D**) PD-1 surface levels and protein expression in splenic CD8^+^ T cells from *Usp24^WT^* or *Usp24^C1695A^* mice with or without USP24-i-101 treatment for 48 hours. MFI, mean fluorescence intensity. (**E**) Docking pose of the compound in USP24. (**F**) Binding site comparison between USP24 and USP9X, highlighting differences in residue composition, orientation, and loop shifts. (**G**) In vitro deubiquitination assays. USP24 recombinant protein was pretreated with or without USP24-i-101 for 2 hours and incubated with ubiquitinated PD-1 for an additional 2 hours. (**H** and **I**) In vitro T cell–mediated killing assays. (H) CD8^+^OT-1^+^ T cells were pretreated with indicated doses of USP24-i-101 for 48 hours and then cocultured with OVA-B16-F10 cancer cells (effector cell–to–target cell ratio, 5:1) for 24 hours. (I) Crystal violet staining and quantification results of cancer cell viability measurement. Data are the means ± SEM (*n* = 3). **P < 0.01; ***P < 0.001 (one-way ANOVA).

To further validate the specificity of USP24-i-101 on USP24, we docked compound USP24-i-101 into the binding site of USP24 and USP9X (Protein Data Bank code: 5WCH) using the software LeadIT. The docking score revealed a higher binding affinity of USP24-i-101 with the catalytic motif of USP24 than USP9X (Fig. 5, E and F, and fig. S5D). In vitro deubiquitination confirmed that USP24-i-101 inhibited the catalytic activity of purified USP24 protein (Fig. 5G). These data indicated that USP24-i-101 specifically blocks USP24 activity to decrease PD-1 stability.

We then investigated whether USP24-i-101 increased T cell anticancer activity (fig. S5E). Activated OT-1 CD8^+^ cells were pretreated with low-dose USP24-i-101, resulting in reduced PD-1 surface levels (fig. S5F). USP24-i-101 pretreatment enhanced OT-1 CD8^+^ cell activity (fig. S5G) and reduced OVA-B16-F10 cancer cell viability in a dose-dependent manner (Fig. 5, H and I). To verify that the suppressive effect of USP24-i-101 is directly attributed to decreased PD-1 levels on OT-1 T cells, we cocultured OT-1 CD8^+^ T cells with PD-L1–deficient OVA-B16-F10 cells. We observed increased tumor-killing effects when OT-1 cells were cocultured with cancer cells harboring shPD-L1. However, USP24-i-101 did not enhance the cytotoxicity of OT-1 cells against shPD-L1 cancer cells. These findings supported the notion that USP24-i-101 down-regulates PD-1 expression to enhance T cell cytotoxicity (fig. S5, H and I). In line with mouse OT-1 cells, activated human PBMCs with USP24-i-101 pretreatment also showed strong cytotoxicity against various cancer cells (fig. S5, J to M). T cells treated with USP24-i-101 displayed enhanced T cell effector functions (fig. S5N), while USP24-i-101 failed to promote T cell activity in PD-1–overexpressed T cells in the presence of PD-L1 Fc protein (fig. S5O), suggesting that USP24-i-101 increases T cell activity through inhibition of PD-1/PD-L1 signaling. Notably, USP24-i-101 exerted no apparent cytotoxicity against T cell lines but showed killing effects in both human and mouse lung cancer cell lines, albeit to different extents (fig. S5, P and Q). Together, USP24-i-101 destabilizes PD-1 and therefore enhances T cell–mediated cytotoxicity.

### USP24-i-101 boosts antitumor immunity and synergizes with anti-CTLA therapy

To examine whether USP24-i-101 provoked antitumor efficacy in vivo, we performed a Lewis lung carcinoma (LLC)-allograft model. As shown in fig. S6 (A to C), USP24-i-101 reduced tumor growth in a dose-dependent manner without altering the body weight of mice. We next investigated whether USP24-i-101 exerted immune stimulation to remodel TME. USP24-i-101 treatment decreased PD-1^+^ and exhausted CD8^+^ T cells (fig. S6, D and E) with an increase in T cell activity (fig. S6, F and G). Notably, USP24-i-101 also reduced PD-1 levels in CD4^+^ T cells (fig. S6H). The proportion of total infiltrating CD4^+^ or T_regs_ showed no difference (fig. S6, I and J), whereas the ratio of M1/M2 macrophages was increased after USP24-i-101 treatment (fig. S6K). Blood biochemistry and histological examination of major organs showed no obvious difference between dimethyl sulfoxide (DMSO)– and USP24-i-101–treated mice (fig. S6, L and M), suggesting that USP24-i-101 is a potent drug to interrupt PD-1–driven immunosuppression and provoke antitumor immunity. To verify the effects of immunomodulation by USP24-i-101, we established A549 xenograft in NOD-SCID immunodeficient mice (fig. S6N). Analysis of the end point tumors showed no significant change in tumor volume after USP24-i-101 treatment in immunodeficient mice (fig. S6, O and P), supporting the notion that USP24-i-101 inhibits tumor growth mainly by boosting antitumor immunity.

Because USP24-i-101 blocked PD-1/PD-L1 signaling, we then evaluated the therapeutic effects in combination therapy with anti-CTLA4 (α-CTLA4) in LLC-bearing mice (Fig. 6A). Monotherapy with α-CTLA4 modestly inhibited tumor volume, while combination therapy with α-CTLA4 and USP24-i-101 induced more potent tumor growth inhibition (Fig. 6, B to D). TIL profiling demonstrated a strong reduction of exhausted CD8^+^ T cells (Fig. 6, E and F) and enhanced recruitment of activated T cells along with increased M1/M2 macrophage ratio in tumors by combination therapy (Fig. 6, G to I), suggesting that combination therapy exhibited better immune stimulation. Populations of T_regs_, total CD8^+^ cells, and CD4^+^ T cells showed no significant changes, but a decrease in PD-1^+^CD4^+^ T cells was observed (fig. S7, A to D). Body weight, blood biochemistry parameters, and pathologic examination showed no obvious toxicity between mice with combination therapy and DMSO treatment (fig. S7, E to G).

**Fig. 6.**
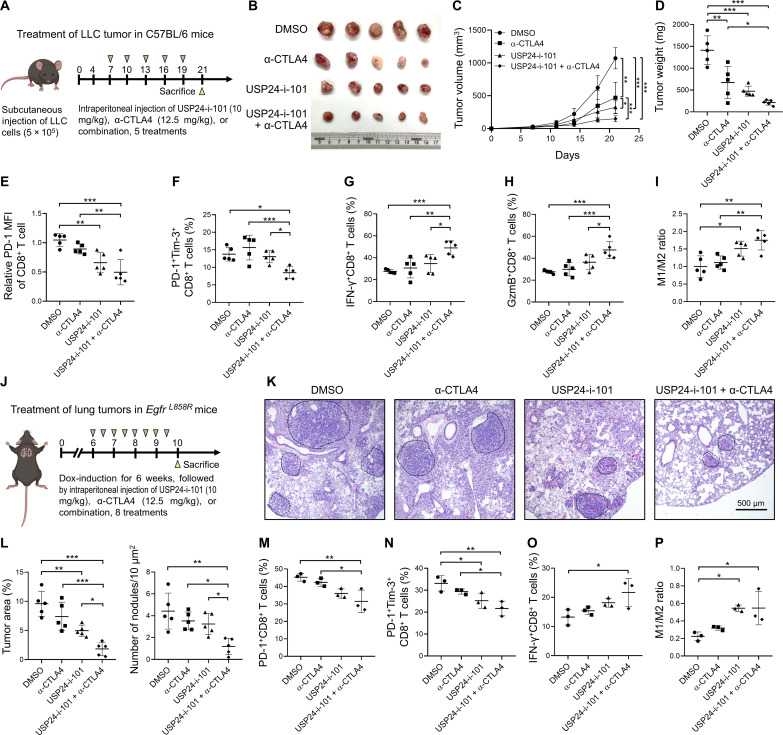
Combination of USP24-i-101 with α-CTLA4 exerts synergistic antitumor effects. (**A**) LLC-bearing C57BL/6 mice were intraperitoneally injected with DMSO, α-CTLA4 (12.5 mg/kg), USP24-i-101 (10 mg/kg), or USP24-i-101 combined with α-CTLA4 twice every week (six mice per group). (**B**) Representative end point tumor images. (**C** and **D**) The changes in tumor volume during the experimental period (C) and the final tumor weight (D) were measured. (**E** to **I**) The PD-1 mean fluorescence intensity of tumor-infiltrating CD8^+^ T cells (E) and percentage of PD-1^+^Tim-3^+^ (F), IFN-γ^+^ (G), and GzmB^+^CD8^+^ T cells (H) and population of M1/M2 ratio of TAMs (I) were analyzed in the end point tumors by flow cytometry. (**J**) *Egfr^L858R^* mice harboring lung tumors induced for 6 weeks were intraperitoneally injected with DMSO, α-CTLA4 (12.5 mg/kg), USP24-i-101 (10 mg/kg), or USP24-i-101 combined with α-CTLA4 twice every week (five mice per group). (**K**) Representative H&E staining of lung tissue images at the end point of *Egfr^L858R^* mice with indicated treatment. (**L**) Quantification of lung tumor area and tumor nodule numbers. (**M** to **P**) The proportion of tumor-infiltrating PD-1^+^ (M), PD-1^+^Tim-3^+^ (N), and IFN-γ^+^ (O) CD8^+^ T cells and M1/M2 ratio (P) were assessed by flow cytometry. Data are the means ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 (one-way ANOVA).

We further evaluated the therapeutic effects of USP24-i-101 in *Egfr^L858R^*-driven lung tumors (Fig. 6J). Monotherapy with USP24-i-101 or α-CTLA4 slightly reduced *Egfr^L858R^*-driven tumor development. However, combined treatment with USP24-i-101 and α-CTLA4 significantly retarded lung tumor growth (Fig. 6, K and L, and fig. S7H). Consistent with the LLC-allograft model, combination therapy significantly decreased exhausted CD8^+^ T cells (Fig. 6, M and N) and induced activated CD8^+^ T cells and M1 macrophages (Fig. 6, O and P, and fig. S7I). However, T_reg_ population and body weight remain unchanged (fig. S7, J to L). These results indicated USP24-i-101 as a promising drug that synergizes the efficacy of α-CTLA4 immunotherapy.

### USP24^+^PD-1^+^Lag-3^+^CD8^+^ T cells predict lung cancer prognosis

To investigate the clinical significance of USP24-promoted PD-1 expression, we performed multiplex IF-immunohistochemistry (IF-IHC) staining in surgically resected tumor specimens of 90 patients with lung cancer. We observed USP24 expression almost overlapping with PD-1 abundance in tumor-infiltrating CD8^+^ T cells (Fig. 7A). Notably, late-stage lung cancer specimens were highly infiltrated with USP24^+^PD-1^+^Lag-3^+^CD8^+^ dysfunctional T cells (Fig. 7A), while USP24 and Tex markers were barely expressed in patients with early-stage lung cancer (Fig. 7B). On the basis of multiplex IF-IHC score analysis, USP24 positively correlated with PD-1 in tumor-infiltrating CD8^+^ T cells (Fig. 7C), providing clinical validation of USP24-mediated PD-1 expression.

**Fig. 7.**
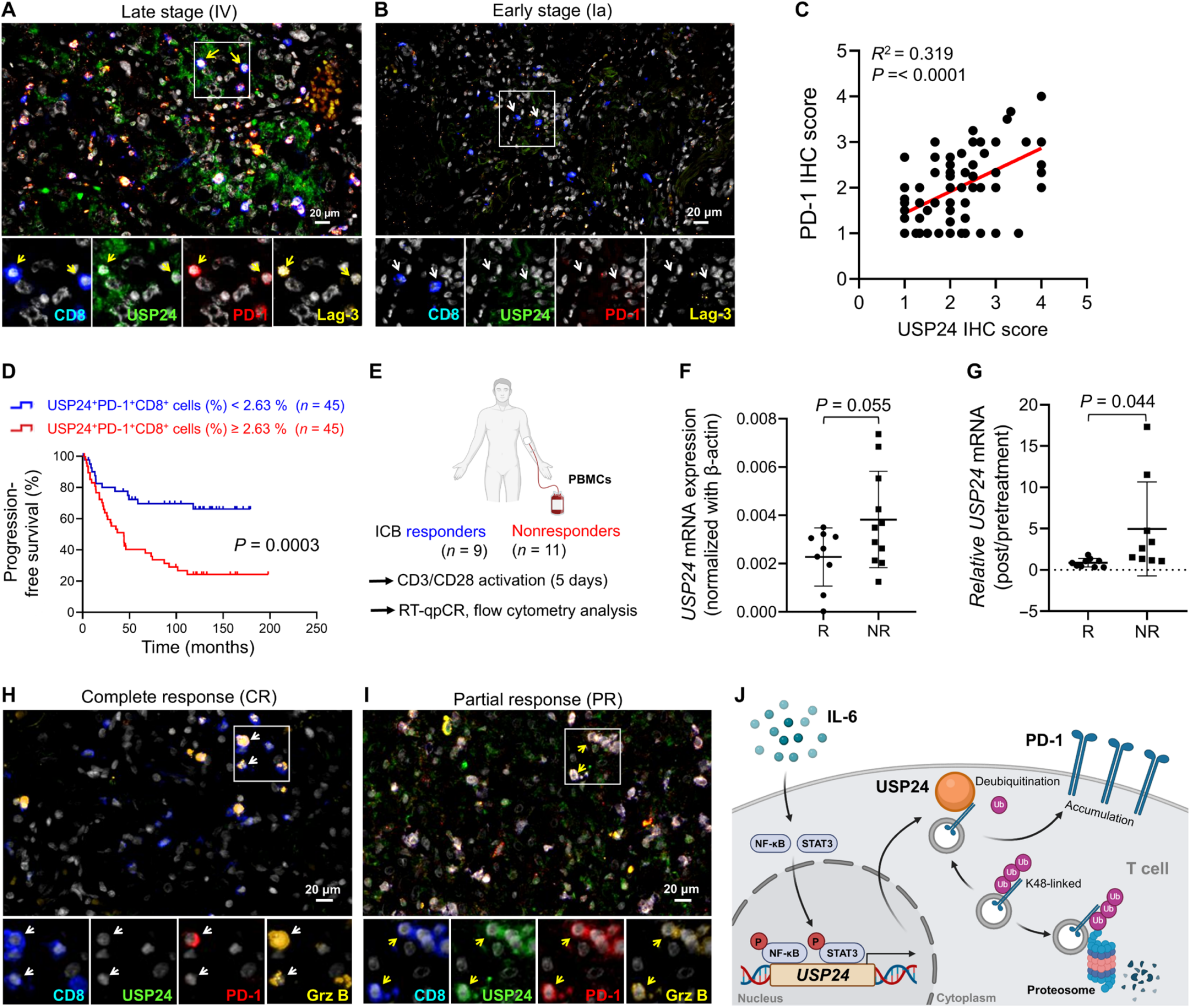
Patients with high USP24^+^ tumor-infiltrating CD8^+^ T cells show worse clinical outcomes and a poor ICB response. (**A** and **B**) IF-IHC staining of intratumoral CD8^+^ T cells (blue) with USP24 (green), PD-1 (red), Lag-3 (yellow), and DAPI (white) in tumor specimens from a patient with early-stage lung cancer (A) or a patient with late-stage lung cancer (B). (**C**) Correlation between USP24 and PD-1 expression levels in 90 lung cancer specimens. (**D**) Progression-free survival in 90 patients with lung cancer exhibiting highly or low infiltrating USP24^+^PD-1^+^CD8^+^ T cells. (**E**) Diagram showing PBMCs collected from patients with lung cancer representing R or NR. (**F**) *USP24* mRNA expression in PBMCs from R or NR patients with lung cancer (R, *n* = 9; NR, *n* = 11). (**G**) Ratio of *USP24* expression (posttreatment versus pretreatment of immunotherapy) in PBMCs from patients with lung cancer (R, *n* = 9; NR, *n* = 9). (**H** and **I**) Multiplex IF-IHC staining of tumor species from patients with lung cancer showing a complete response (CR) (H) or partial response (PR) (I) to immunotherapy (CR, *n* = 5; PR, *n* = 5). (**J**) Model illustrating that tumor environmental IL-6 up-regulates STAT3/NF-κB signaling to increase USP24 expression, thereby enhancing PD-1 deubiquitination and stability, which results in impaired T cell anticancer activity. Data are the means ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 (Student’s *t* test).

Furthermore, we examined whether infiltration of USP24^+^PD-1^+^CD8^+^ T cells was associated with cancer progression in lung cancer. The patients in our cohort were classified into two groups, low and highly infiltrating USP24^+^PD-1^+^CD8^+^ T cells, which depended on the respective medium value of all individuals. By Kaplan-Meier analysis, high tumor infiltration of USP24^+^PD-1^+^CD8^+^ T cells showed worse progression-free survival and overall survival rates (Fig. 7D and fig. S8A) compared to patients with low infiltrating USP24^+^PD-1^+^CD8^+^ T cells. Meanwhile, the three-parameter profile showed an increased predictive power of overall survival than the two-parameter profile (PD-1^+^CD8^+^) (fig. S8B). Cox regression analyses revealed a correlation of high intratumoral USP24^+^PD-1^+^CD8^+^ T cells, advanced tumor stage, larger primary tumor size, lymph node, or distant organ metastasis with poor survival outcomes (Table 1). Multivariate analysis revealed that a highly infiltrating USP24^+^PD-1^+^CD8^+^ T signature exhibited an increased risk of death (hazard ratio, 2.860; *P* = 0.001), even after adjusting for other clinical parameters (Table 1). In addition, highly infiltrating USP24^+^PD-1^+^CD8^+^ T cells occurred in young patients and patients with adenocarcinoma and were associated with advanced tumor stage, larger primary tumor size, and lymph node metastasis (table S1). Together, high infiltration of USP24^+^PD-1^+^CD8^+^ T signature indicates T cell dysfunction and worse clinical outcomes in lung cancer.

**Table 1.** Cox regression analysis of risk factors for cancer-related death in 90 patients with lung cancer.

Characteristics	Univariate analysis		Multivariate analysis	
	HR* (95% CI†)	*P* value‡	HR (95% CI)	*P* value‡
USP24^+^/PD-1^+^/CD8^+^ (%)§				
Low	1		1	
High	2.904 (1.528–5.519)	**0.001**	2.860 (1.501–5.447)	**0.001**
PD-1^+^/CD8^+^ (%)§				
Low	1		1	
High	1.792 (1.003–3.201)	0.049	0.882 (0.390–1.731)	0.606
Age				
<65	1		–**	
≥65	0.946 (0.533–1.681)	0.851	–**	–**
Gender				
Female	1		–**	
Male	1.843 (1.043–3.254)	0.035	–**	–**
Tumor type¶				
ADC	1		–**	
SCC	1.445 (0.647–3.225)	0.369	–**	–**
Stage				
I–II	1		1	
III–IV	2.850 (1.598–5.082)	**0.001**	1.607 (0.729–3.544)	0.240
T status#				
T1–T2	1		1	
T3–T4	2.461 (1.265–4.788)	**0.008**	1.382 (0.652–2.929)	0.398
N status#				
≤N1	1		1	
>N1	2.391 (1.326–4.312)	**0.004**	0.994 (0.308–3.224)	0.996
M status#				
M0	1		1	
≥M1	3.298 (1.460–7.451)	**0.004**	2.212 (0.913–5.360)	0.079

*HR, hazard ratio.

^†^CI, confidence interval.

^‡^Bold values indicate statistical significance (*P* < 0.05).

^§^A patient with USP24^+^/PD-1^+^/CD8^+^ cells (%) ≥2.63% was defined as high expression.

^¶^ADC, adenocarcinoma; SCC, squamous cell carcinoma.

^#^T status, primary tumor; N status, lymph node metastasis; M status, distant metastasis.

^**^The variables without significant HR in the univariate analysis were not included in the multivariate analysis.

### Elevated *USP24* mRNA in T cells predicts poor immunotherapy response

Patients with exhausted immunotype peripheral blood CD8^+^ T cells are less likely to benefit from ICB therapy (*29*, *30*). We collected PBMCs from 20 patients with lung cancer before and after receiving ICB therapy. These patients were divided into responder (R) and NR patients (Fig. 7E). As shown in Fig. 7F, the basal *USP24* mRNA level was up-regulated in PBMCs of NR patients compared to R patients. Moreover, *USP24* expression was further elevated in NR patients after ICB treatment (Fig. 7G) and highly correlated with exhaustion features (fig. S8C), suggesting that lower *USP24* levels in PBMCs benefit from ICB treatment. In addition, tumor tissue from patients with lung cancer who exhibited a complete response to ICB showed low infiltration of USP24^+^CD8^+^ T cells (Fig. 7H and fig. S8D) in comparison to partial response patients (Fig. 7I and fig. S8D). Together, elevated USP24 levels indicate PD-1 abundance and T cell dysfunction, which contributed to worse clinical outcomes and poor ICB responses in patients with lung cancer.

## DISCUSSION

Our study identifies USP24 as a novel PD-1 deubiquitinase in T cells. USP24 stabilizes PD-1 by removing K48-linked polyubiquitin and preventing proteasome-mediated degradation. Moreover, the cytokine IL-6 drives STAT3/NF-κB signaling to increase USP24 expression, which contributed to PD-1 abundance and impaired T cell anticancer effects (Fig. 7J).

Accumulated evidence underscores the pathological role of USP24 in regulating cancer cell stemness, sustained proliferation, metastasis, inhibition of ferroptosis, and drug resistance (*16*, *28*). However, its contribution to the immunomodulation within the TME remains unclear. Recently, several studies have highlighted the importance of USP24 in modulating immune activity within the TME. For instance, USP24 controls PD-L1 stability in lung cancer cells (*20*), suggesting its role in repressing T cell activity in USP24 highly expressed cancers. Moreover, we previously demonstrated that USP24 stabilizes p300 to increase IL-6 transcriptional activity in the TAMs and accelerate cancer malignancy (*19*). TAM-derived IL-6 transcriptionally activates *PDCD1* expression via STAT3 signaling in T cells (*25*). Here, we demonstrate that environmental IL-6 promotes USP24 expression, suggesting a positive loop between IL-6 and USP24. Collectively, USP24 activity predominantly establishes an immunosuppressive TME to accelerate cancer progression.

PD-1 is mainly expressed in activated T cells and various immune cells, including natural killer cells, B cells, macrophages, and dendritic cells (*2*). The PD-1/PD-L1 axis dampens CD8^+^ T cell proliferation, cytokine production, and cytotoxicity capacity by recruiting SHP-1/2 phosphatase to antagonize the T cell receptor (TCR) and CD28 costimulation signaling pathways (*31*). In CD4^+^ T helper cells, PD-1 signaling activates SHP-1/2, leading to STAT1 dephosphorylation in T helper 1 cells, which facilitates their conversion into T_regs_ (*32*) while also promoting T_reg_ proliferation and enhancing their immunosuppressive effects (*33*). In TAMs, PD-1 up-regulation impairs their phagocytic capability against tumor cells, while PD-1 blockade restores macrophage phagocytosis to reduce tumor growth (*34*). Our study demonstrated that USP24 promotes PD-1 protein stability in both CD4^+^ and CD8^+^ T cells and also increases levels on TAMs, suggesting USP24 as a universal regulator in PD-1 expression. Whether USP24 plays an additional role in regulating the phagocytic capacity of TAMs and T_reg_ immunosuppressive function to modulate TME is worthy of further investigation.

The ubiquitin-proteosome system tightly controls PD-1 at different stages after protein synthesis. Potential ubiquitination sites on PD-1 have been identified at lysine-78 (K78), K210, and K233. Several E3 ligases such as MDM2, KLHL22, FBXO38, FBW7, and c-Cbl mediate the ubiquitination of PD-1 (*35*). Augmenting the expression or catalytic efficacy of these E3 ligases targeting PD-1 potentially boosts T cell activity against malignancies (*36*). In addition to ubiquitination, other PTMs, such as N-linked glycosylation, mediate PD-1 stability and reinforce binding affinity for ligand PD-L1 (*37*). Targeting this modification through oligosaccharyltransferase inhibitors, like NGI-1, reduces PD-L1 or PD-1 glycosylation and thus increases sensitivity to immunotherapy (*38*). Phosphorylation is another crucial PTM for PD-1 function and T cell activity. Src-family kinases phosphorylate PD-1 at tyrosine residues Y223 and Y248, facilitating SHP-2 recruitment, which impairs TCR activation and CD28 signaling, ultimately causing T cell dysfunction and immunotherapy failure (*39*). SHP-2 inhibition by SHP099 augments antitumor immunity and shows a higher therapeutic efficacy with α-PD-1 (*40*). A recent study identifies that UFMylation of PD-1 by UFL1 antagonizes ubiquitination-mediated degradation, stabilizing PD-1 and resulting in CD8^+^ T cell dysfunction (*41*). Moreover, palmitoylated PD-1 promotes trafficking to the recycling endosome for greater presentation, thus preventing lysosome-dependent degradation (*42*). Recently, USP5 has been reported to stabilize PD-1 by extracellular signal–regulated kinase–mediated T234 phosphorylation of PD-1. Inhibition of ERK interrupts USP5-mediated PD-1 stability, enhancing the efficacy of anti-PD-1 and anti-CTLA therapy in cancer treatment (*15*). However, specific drugs targeting USP5-mediated deubiquitination remain elusive.

Accumulating evidence suggests that targeting USPs confers a susceptibility to anticancer drugs (*17*). We previously generated the parental USP24-i (NCI677397), which specifically inhibits the enzyme activity of USP24 but not other similar USPs, USP9X and USP7, determined by in vitro enzyme assay (*18*). We have used a structure-based docking assay, based on NCI677397, to screen the better analog, USP24-i-101 (NCI67708), with stronger binding affinity to the USP24 catalytic motif and lower affinity to USP9X (*20*). The difference in residue composition, orientation, and loop shifts generated steric hindrance to reduce the interaction of the compound with USP9X. As shown in Fig. 5D, USP24-i-101 treatment decreases USP24 protein expression in T cells. However, USP24 expression is not down-regulated by USP24-i-101 in the presence of the proteasome inhibitor MG132 (Fig. 5B). These findings suggest that USP24-i-101 may impair USP24 protein stability, implying that USP24 could control its own protein stability. We previously reported that USP24 stabilizes the bromodomain-containing protein BRG1, which, in turn, enhances USP24 transcriptional activity, forming a positive feedback loop (*22*). Therefore, further in-depth studies are required to address whether USP24 regulates its own protein stability.

Our study introduces an innovative therapeutic approach in which USP24-i-101 synergizes the efficacy of α-CTLA4 immunotherapy. Lower side effects are evident by in vitro cell viability assay in T cells and pathological examination of major organs from USP24-i-101–treated mice in vivo. These results suggest that USP24-i-101 is a potent agent for cancer immunotherapy. USP24-i-101 inhibits PD-1 in T cells and PD-L1 in cancer cells (*20*) and subsequently inflames antitumor immunity within the TME. Exploring the combination treatment of USP24-i-101 and anti-PD-1/PD-L1 therapy, or with other immune checkpoint inhibitors, is valuable to elucidate the therapeutic potential of USP24-i-101.

The treatment results of α-IL-6 reducing PD-1 expression in tumor-infiltrating CD8^+^ T cells (Fig. 4F) demonstrated the therapeutic potential of α-IL-6. IL-6 has been shown to play a predominant role in dampening anticancer immunity. For example, high plasma levels of IL-6 in patients with advanced kidney, breast, and bladder cancer indicate impaired effector differentiation of CD8^+^ cytotoxic T cells and a poor response to atezolizumab (α-PD-L1) therapy (*43*). Further evidence shows that IL-6 neutralization improves tumor rejection when combined with ICB and simultaneously alleviates ICB-induced immune-related adverse events (*44*). The potential of α-IL-6 for enhancing T cell function warrants further investigation.

In conclusion, we reveal that IL-6/STAT3/NF-κB transcriptionally activates USP24 to drive USP24-mediated deubiquitinating machinery to stabilize PD-1 and suppress T cell activity. We develop the inhibitor USP24-i-101 that perturbs PD-1/PD-L1 signaling to reactivate T cell functions in the TME. In addition, USP24 expression in PBMCs or tumor specimens from patients with lung cancer serves as a potential biomarker to facilitate the selection of R patients before receiving ICB therapy.

## MATERIALS AND METHODS

### Cell lines and culture condition

Human lung cancer cells H1299, A549, and H460; human embryonic kidney cells (HEK293); and mouse lung cancer cells LLC purchased from American Type Culture Collection were maintained in Dulbecco’s modified Eagle’s medium (Gibco, Grand Island, NY). OVA-B16-F10 melanoma cells were a gift from P.-C. Ho (Department of Oncology, University of Lausanne, Ludwig Institute for Cancer Research, Lausanne, Switzerland) and were maintained in DMEM. The human Jurkat T cell line and mouse OT-1 CD8^+^ T cells provided by C.-P. Chang (Department of Microbiology and Immunology, College of Medicine, National Cheng Kung University, Taiwan) and K.-J. Liu (Institute of Cancer Research, National Health Research Institutes, Taiwan) were maintained in RPMI media (Gibco). Human PBMCs were isolated from the blood of healthy donors or patients with lung cancer using Histopaque solution (no. 10771; Sigma-Aldrich, Louis, MO) and activated with anti-CD3/CD28 antibody (1 μg/ml; nos. 566685 and 555725; BD Bioscience, Franklin Lakes, NJ) for 72 hours in RPMI media. All culture media were supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin (Gibco). All cells were incubated at 37°C in a humidified incubator containing 5% CO_2_ in air.

### Animal models

To generate C57BL/6J-NarI-*USP24^C1695A^* catalytic mutant mice, we used the CRISPR/Cas9 system to create one mutation residue from cysteine to alanine at the 1695th amino acid on the *Usp24* gene. The detailed methods have been described in a previous report (*20*). Lung-specific Usp24^C1695A^ mice were generated by crossing Tet-on *EGFR^L858R^* B6 transgenic mice (*Scgb1a1-rtTA/TetO-EGFR^L858R^*) with *Usp24^C1695A^* mice. The triple transgenic mice *(Scgb1a1-rtTA/EGFR^L858R^/Usp24^C1695A^*) were fed with doxycycline (0.5 g/liter) for 10 weeks to induce lung adenocarcinoma formation. The tumor growth was monitored using micro-CT (microcomputed tomography; SKYSCAN1276, Bruker, Middlesex, MA). For the allograft model, 6-week-old male B6 mice (obtained from National Laboratory Animal Center) were subcutaneously implanted with 5 × 10^5^ LLC cells. When the tumor volume reached around 50 mm^3^, the mice were randomly assigned six mice per group and injected with DMSO, USP24-i-101, or α-CTLA-4 (no. BE0131; BioXCell, Lebanon, NH) by intraperitoneal injection. The mouse weight and the volume of the allograft were measured and quantified during the experiment. Mice were euthanized at the end point of the experiment, and tumor tissues were resected, fixed, and embedded in paraffin for histologic hematoxylin and eosin (H&E) staining. To obtain a single-cell suspension, the tissues were digested with collagenase (0.1 mg/ml; Sigma-Aldrich) and dispase II (1 mg/ml; Sigma-Aldrich) in serum-free DMEM for 30 min at 37°C and then crushed through the mesh. The single-cell suspension was then subjected to flow cytometry (CytoFLEX, Beckman Coulter, Brea, CA) to analyze the profiling of TILs.

### Flow cytometry analysis

To determine the presentation of PD-1 and the activity of tumor-infiltrating lymphocytes, tumor tissues were stained with anti-mouse CD8, CD4, and PD-1 antibodies. All antibodies were diluted as 1:200 with staining buffer. Cells were stained and incubated on ice for 30 min. For nuclear protein, cells were fixed with 2% paraformaldehyde for 5 min and incubated in the permeabilized buffer for 10 min. Cells were then stained with granzyme B antibodies (1:200) in a permeabilized buffer for an additional 30-min incubation on ice. After washing once, cells were resuspended in staining buffer and subjected to flow cytometry analysis (CytoFLEX). The details of antibodies used for flow cytometry analysis are listed in table S2.

### Method of USP24 inhibitor synthesis

The synthesis of USP24-i-101 (NCI 677-08) was entrusted to W.-C. Wang and H.-Y. Lee (Institute of Biotechnology and Pharmaceutical Research, National Health Research Institutes). Commercially available (4-chloro-3-nitrophenyl)(phenyl)methanone (compound 1) was processed in 10 steps with an 11% overall yield. The detailed synthesis method is described here. 2-Fluorothiolphenol and *N*,*N*-diisopropylethylamine were added to compound 1 in ethanol and stirred at 80°C for 1 hour to obtain [4-(2-fluorophenyl)sulfanyl-3-nitrophenyl]-phenylmethanone (compound 2) at a yield of 94%. Na_2_S_2_O_4_ was added to compound 2 in tetrahydrofuran/H_2_O/methanol and stirred at room temperature for 16 hours to obtain [3-amino-4-(2-fluorophenyl)sulfanylphenyl]-phenylmethanone (compound 3) at a yield of 97%. Next, formic acid was added to compound 3 and stirred at 97°C for 17 hours to give *N*-[5-benzoyl-2-(2-fluorophenyl) sulfanylphenyl]formamide (compound 4) at a yield of 99%. K_2_CO_3_ in *N*,*N*′-dimethylformamide was added to a solution of compound 4 at 105°C and stirred for 9 hours to give 10*H*-phenothiazin-2-yl(phenyl)methanone (compound 5) at a yield of 78%. 2-(2-Phenyl-1,3-dioxolan-2-yl)-10*H*-phenothiazine (compound 6) was synthesized from compound 5 by Dean-Stark condensation at 130°C for 19 hours with ethanediol and toluene-4-sulfonic acid in toluene. The mixture was washed with aqueous NaOH, water, and brine, then dried over MgSO_4_, concentrated, and purified for a yield of 66%. Then, 2-chloroacetyl chloride was added to compound 6 in toluene at 0°C, stirred at 80°C for 16 hours, cooled to room temperature, concentrated, and purified to obtain 2-chloro-1-(2-(2-phenyl-1,3-dioxolan-2-yl)-10*H*-phenothiazin-10-yl)ethan-1-one (compound 7) at a yield of 84%. Borane-tetrahydrofuran complex solution was added to compound 7 in dry tetrahydrofuran at 0°C, gradually warmed to room temperature, and stirred for 19 hours. After the mixture was cooled to 0°C, methanol was added dropwise and stirred for 10 min. The mixture was concentrated and purified, giving 10-(2-chloroethyl)-2-(2-phenyl-1,3-dioxolan-2-yl)-10*H*-phenothiazine (compound 8) at a yield of 58%. Compound 8 was dissolved in chlorohydric acid in dioxane and stirred at room temperature for 22 hours. The mixture was concentrated and diluted with dichloromethane, washed with water and sodium bicarbonate, dried over MgSO_4_, and concentrated to dryness to give crude (10-(2-chloroethyl)-10*H*-phenothiazin-2-yl)(phenyl)methanone (compound 9) at a yield of 113%. Crude compound 9, KI, and 1-methylpiperazine in *N*,*N*′-dimethylformamide were stirred at 110°C for 22 hours. The reaction was quenched by adding NH_4_Cl(aq) under ice, diluted with ethyl acetate, washed with brine, dried over MgSO_4_, concentrated, and purified to give (10-(2-(4-methylpiperazin-1-yl)ethyl)-10*H*-phenothiazin-2-yl)(phenyl)methanone (compound 10) at a yield of 50%. Oxalic acid was added to a solution of compound 10 in ether and stirred at room temperature for 3 hours. The solid was filtered, washed with ether, and dried by vacuum to give (10-(2-(4-methylpiperazin-1-yl)ethyl)-10*H*-phenothiazin-2-yl)(phenyl) methanone oxalate (compound 11, NCI677-08) at a yield of 99%.

### Plasmid transfection and lentivirus infection

Plasmids used in the study are listed in table S3. For Jurkat T cells, the plasmid was transduced using IT-J reagent (Mirus Bio, Madison, WI) according to the manufacturer’s protocol. For lentivirus preparation, HEK293T cells were seeded into a 6-cm plate, transfected with DNA mixture (pCMV-ΔR8.91: 2.25 μg per plate; pMDG: 0.25 μg per plate; shRNA: 2.5 μg per plate) (RNAi core facility of Academia Sinica, Taiwan) using Turbofect reagent (Thermo Fisher Scientific, Waltham, MA) for 24 hours, then replaced with fresh medium, and incubated for 24 hours. Lentivirus-containing supernatants were collected and infected Jurkat T cells or PBMCs in 1 ml of RPMI medium containing 10 μg of polybrene (no. H9268, Sigma-Aldrich). After 48-hour infection, cells were selected with puromycin (0.5 μg/ml) for an additional 48 hours, and knockdown efficiency was measured by Western blot assay.

### Western blot assay

Cells were lysed using the 1× radioimmunoprecipitation assay buffer and centrifuged at 13,200 rpm at 4°C for 15 min. Equal amounts of protein (50 μg of total protein) were separated by 8% SDS–polyacrylamide gel electrophoresis and electroblotted onto Immobilon-P membranes (Millipore, Bedford, MA) in a transfer buffer. Membranes were blocked with 5% fat-free milk in 1× tris-buffered saline with 0.1% Tween 20 for 1 hour at room temperature. The protein was identified by incubating the membrane with primary antibodies followed by horseradish peroxidase–conjugated secondary antibodies and enhanced chemiluminescence solution (Millipore). Antibodies used for Western blotting are listed in table S2.

### Immunoprecipitation

Cells were lysed with 1× IP buffer (50 mM tris-HCl, pH 7.5, 150 mM NaCl, 20 mM α-glycerol-phosphate, 1% NP-40, and 5 mM EDTA), 500 μg of protein lysates was incubated with 2 μg of the indicated antibodies at 4°C for 1 hour, 40 μl of Protein G PLUS/Protein A mixture magnetic beads (no. LSKMAGAG10, Merck, Rahway Valles, NJ) was added to the protein-antibody mixture, and the mixture was incubated at 4°C overnight. Immune complexes were washed three times with 1× IP buffer. Proteins were eluted using 1× loading buffer, separated by 8% SDS–polyacrylamide gel electrophoresis, and then immunoblotted with indicated antibodies (table S2).

### RNA extraction and reverse transcription qPCR assay

Total RNA was extracted using a Quick-RNA Miniprep Kit (ZYMO Research, Irvine, CA). Purified RNA was converted into cDNA, followed by reverse transcription qPCR (RT-qPCR) analysis using SYBR Green Master Mix. Results were normalized to the expression level of housekeeping gene β-*actin*. Primers used for RT-qPCR analysis are described in table S4.

### Multiplex IF

A total of 1 × 10^4^ Jurkat T cells was concentrated on a slide using cytospin at 700 rpm for 5 min and then fixed with 2% formaldehyde for 15 min. The Opal stain kit (no. NEL810001KT, Akoya Biosciences, Marlborough, MA) was used according to the manufacturer’s instructions. Antigen retrieval was conducted using the microwave at 100% power for 3 to 4 min, followed by 20% power for 20 min. Samples were allowed to cool down at room temperature for 20 min. After blocking for 10 min, samples were covered with a primary antibody and incubated at 4°C overnight or for 1 hour depending on the antibody. The next day, samples were incubated with the polymer horseradish peroxidase for 10 min and then Opal fluorophore for 10 min at room temperature. For staining of another primary antibody, the microwave steps were repeated. 4′,6-Diamidino-2-phenylindole (DAPI) was then applied for nucleus staining. The antibody conditions are described in table S2.

### PD-L1 binding assay

shC or shUSP24 Jurkat T cells were stimulated with phorbol 12-myristate 13-acetate (PMA)/ionomycin for 6 hours followed by concentrating on the slide using cytospin and then fixing with 2% formaldehyde for 15 min. Cells were incubated with human PD-L Fc chimera protein (5 μg/ml; no. 156-B7; R&D Systems, Minneapolis, MN) for 2 hours at room temperature. After washing with tris-buffered saline with 0.1% Tween 20, cells were subsequently incubated with anti-human immunoglobulin G (IgG) antibody (no. GTX27149; Gentex) for 2 hours at room temperature. The green signal was visualized and captured using an Olympus BX43 microscope.

### CHX chase assay

shC or shUSP24 Jurkat T cells activated with PMA/ionomycin for 4 hours and HEK293 cells transfected with GFP-EV, GFP-USP24(WT), or GFP-USP24(C1698A) plasmids for 24 hours were treated with the protein synthesis inhibitor CHX (50 μg/ml) for the indicated time points. Cell lysates were subject to Western blotting for analyzing the PD-1 protein half-life.

### In vitro deubiquitination assay

To enrich ubiquitinated PD-1, Jurkat T cells were treated with PMA/ionomycin and MG132 (10 μM) for 6 hours simultaneously. PD-1 protein in cell lysate was immunoprecipitated with anti-PD-1 antibody for 4 hours followed by incubating with magnetic beads for 2 hours. Isolated PD-1 proteins were reacted with or without human USP24 recombinant protein (50 μg/ml) (Origene) in deubiquitination buffer (50 mM tris-HCl, pH 8, 150 mM NaCl, 5 mM MgCl_2_, and protease inhibitor) for 6 hours at 37°C. The reaction was stopped by adding 1× sample buffer, and PD-1 ubiquitination levels were measured by Western blotting.

### In vitro T cell killing assay

OT-1 CD8^+^ T cells were isolated from spleens of OT-1 TCR transgenic mice using a biotin mouse CD8 T lymphocyte enrichment set (51-9000830, BD Bioscience) and stimulated with anti-CD3/CD28 antibodies (1 μg/ml) and IL-2 (10 ng/ml) for 24 hours. Subsequently, OT-1 CD8^+^ T cells (1 × 10^5^) were infected with lentiviruses expressing shUsp24 or shC in RPMI medium containing polybrene (10 μg/ml) for 48 hours. OT-1 CD8^+^ T cells were incubated with preseeded OVA-B16-F10 cancer cells in 24-well plates at a ratio of 5:1 (effector to target cells) for 24 hours. Cancer cells were fixed with 2% paraformaldehyde, stained with 0.1% crystal violet, and then photographed and quantified to determine cancer cell viability using ImageJ software. For the human PBMC coculture system, PBMCs (1 × 10^5^) activated with anti-CD3/CD28 antibodies (1 μg/ml) were cocultured with H1299, H460-luc, and A549-luc lung cancer cells (2 × 10^4^) for 24 hours. For H1299 cells, cells were fixed with 2% paraformaldehyde, stained with 0.1% crystal violet, and then photographed and quantified to determine cancer cell viability using ImageJ software. For H460-luc and A549-luc cells, cell viability was determined by luciferase assays using the Dual-Glo Luciferase Assay System (Promega, Madison, WI).

### Cell viability assay

Human and mouse lung cancer cells, as well as human T cells, were seeded in 96-well plates and treated with the indicated dose of USP24-i-101 in 100 μl of culture medium. After 48-hour incubations, cells were incubated in medium containing CCK-8 buffer (no. CK04; Dojindo Laboratories, Kumamoto, Japan) according to the manufacturer’s protocol for 1 hour, and absorbance at 450 nm was measured.

### ChIP assay

Jurkat T cells (5 × 10^6^) were cross-linked with 1% formaldehyde followed by the preparation of nuclear lysates using a Magna ChIP Protein G Kit (Millipore). Nuclear lysates were sonicated to shear DNA to around 500 base pairs followed by IP for 16 hours at 4°C using IgG and anti-p-p65 or anti-p-STAT3 antibody. The levels of targeted genes in ChIP products were determined using RT-qPCR. The primers used are listed in table S4.

### RNA-seq and GSEA

Total RNA was extracted from lung tumors of *Egfr^L858R^/Usp24^WT^* or *Egfr^L858R^/Usp24^C1695A^* mice and purified using a Quick-RNA MiniPrep Kit (Zymo Research, Irvine, CA). For RNA-seq analysis, 3 μg of isolated total RNA was qualified and sequenced by Biotools Biotech Co., Ltd. (Taipei City, Taiwan). The detailed methods were described in a previous report (*28*), and the raw sequence data have been deposited in the Gene Expression Omnibus database under the accession code GSE281983. Differentially expressed genes (DEGs) were identified using the DESeq R package version 1.12.0, with the significance of the gene expression difference indicated by an adjusted *P* value <0.05. Subsequently, DEGs were further annotated using Gene Ontology and Kyoto Encyclopedia of Genes and Genomes databases. For GSEA analysis, the DEG data were subjected to the Molecular Signature Database (MSigDB; version 5.0) and pathways were filtered and displayed when the *P* value <0.01.

### Clinical samples of patients with lung cancer

To detect *USP24* expression in patient-derived PBMCs, 24 patients with lung cancer were recruited from the National Cheng Kung University Hospital. Patient PBMCs were isolated from peripheral blood by density gradient centrifugation using Histopaque solution and activated by the anti-CD3/CD28 antibody (1 μg/ml) for 5 days in RPMI medium. Cells were used for RT-qPCR analysis of *USP24* expression or detection of PD-1 and Tim-3 using flow cytometry.

To measure the level and localization of USP24^+^ dysfunctional CD8^+^ T cells in tumor specimens, 90 surgically resected patients with lung cancer and 10 patients with lung cancer exhibiting a complete or partial response to ICB treatment were recruited from National Cheng Kung University Hospital. The clinical features of the patients are listed in tables S5 to S7. Multiplex IF-IHC was performed to detect the protein level of USP24, PD-1, and Lag-3 and localization of CD8^+^ T cells in tumor specimens. Quantification of IF-IHC was defined by an average of immunoreactive positive cells per three regions of interest (695 by 695 nm). The value of 2.63% was used as a cutoff for correlation analyses. The images were captured using an Olympus BX43 microscope to analyze the immunoreactivity and colocalization signals. The antibodies and experimental conditions are listed in table S2. Overall survival was calculated from the day of surgery to the date of death or the last follow-up. Tumor typing and disease staging were performed according to the World Health Organization and TNM classifications, respectively. Information on the age, sex, and smoking history of the patients was obtained from hospital records.

### Statistics

All in vitro experiments were performed with at least three biological replicates, and the animal experiments were performed with at least two biological replicates. Two-tailed Student’s *t* test or one-way analysis of variance (ANOVA) using GraphPad Prism 8.0.1 was performed in cell and animal studies. The statistical analyses of the level of intratumoral CD8^+^ T cells with patients’ survival time were performed using Statistical Package for the Social Sciences (SPSS) version 26.0 (SPSS Inc., Headquarters Chicago, IL). Overall survival was calculated according to the Kaplan-Meier method by the log-rank test. Correlations were examined using Pearson’s correlation test. Cox regression comparison was performed to analyze the relative risk for poor outcomes in patients. Data represent the means and SEM. The levels of statistical significance were shown as *P* values: *P < 0.05; **P < 0.01; ***P < 0.001.

### Study approval

All animal experiments were performed in compliance with National Cheng Kung University institutional guidelines for the use and care of animals (permit no. 112004). Human specimens were supplied by National Cheng Kung University Hospital after obtaining appropriate institutional review board permission and informed consent from the patients (permit nos. B-ER-110-104, B-ER-106-028, and B-ER-105-406).

# Supplementary material for: Deubiquitinase USP24 activated by IL-6/STAT3 enhances PD-1 protein stability and suppresses T cell antitumor response
**Source:** Sci Adv. 2025 Apr 16;11(16):eadt4258. doi: 10.1126/sciadv.adt4258

Supplementary Materials for
**Deubiquitinase USP24 activated by IL-6/STAT3 enhances PD-1 protein
stability and suppresses T cell antitumor response**

Hung-Chia Hsieh *et al.*

Sci. Adv. **11**, eadt4258 (2025)
DOI: 10.1126/sciadv.adt4258

This PDF file includes:

Figs. S1 to S8
Tables S1 to S7
Data S1

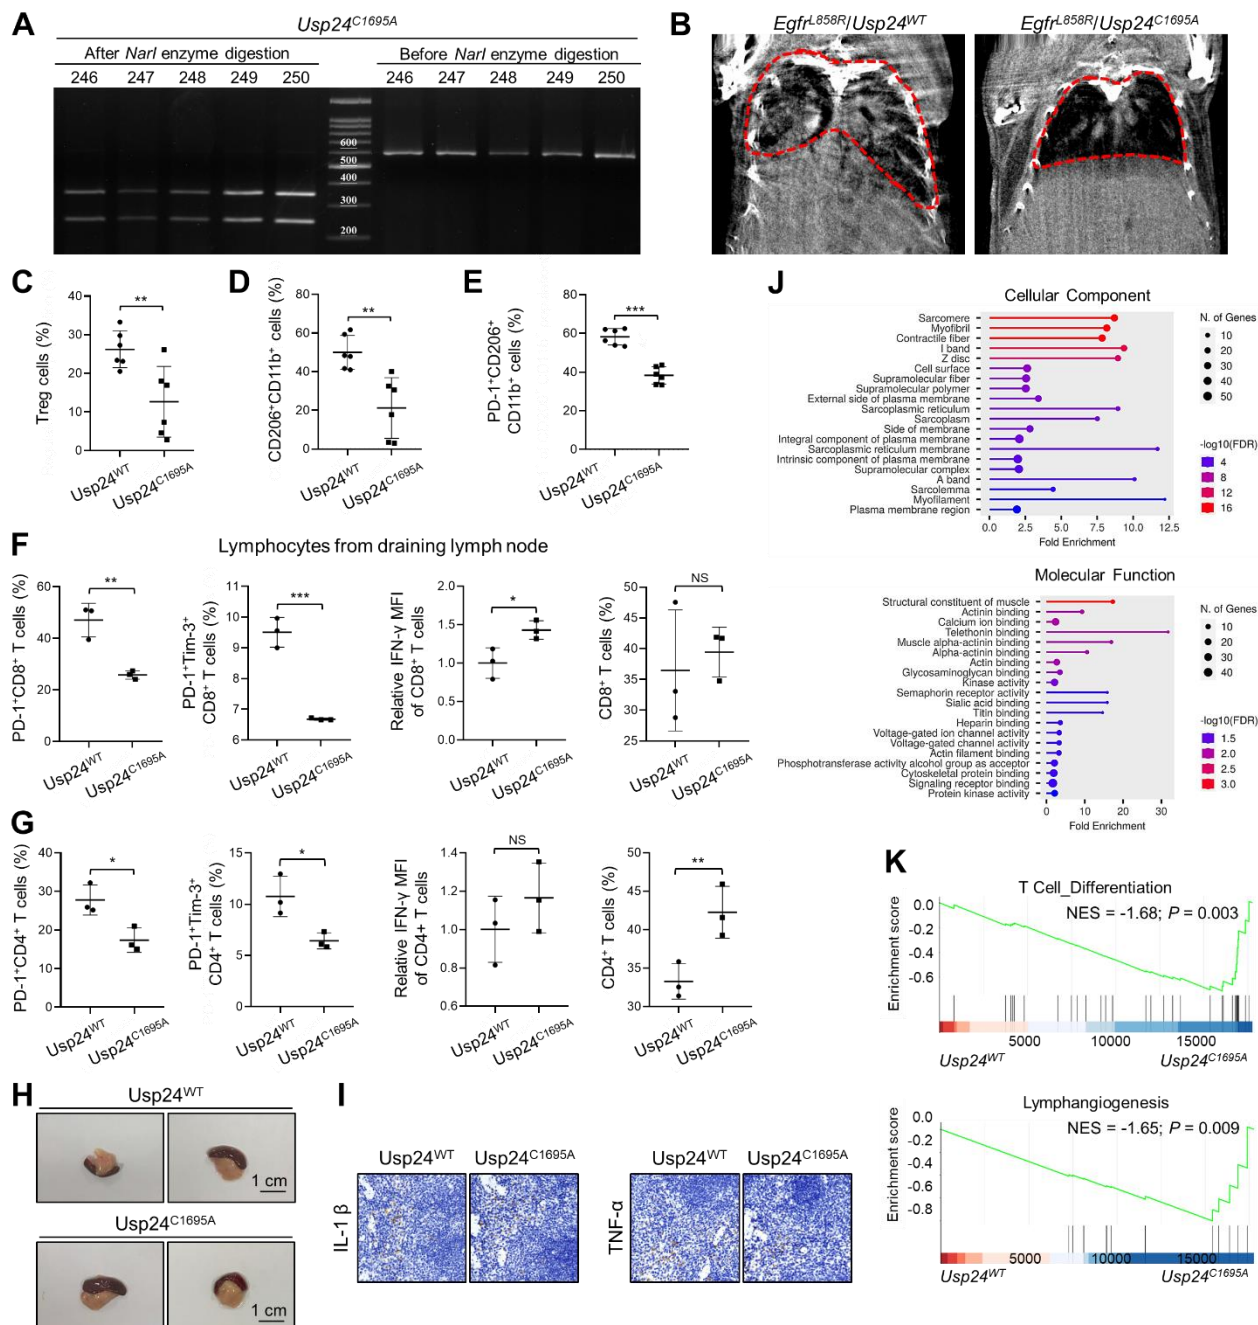

Figure S1. The effects of USP24 on tumor formation and T cell development. (A) The *Usp24* gene was edited using CRISPR-Cas9 to mutate the 1695th amino acid (cysteine to alanine). A new restriction site, *NarI*, was added for genotyping *Usp24*^{C1695A} mice. (B) Represented images of lung tumors. (C to E) Population of immunosuppressive tumor-infiltrating regulatory T cells (Tregs, CD4⁺CD25⁺Foxp3⁺) (C) and PD-1⁺ tumor-associated macrophages (CD206⁺ CD11b⁺) (D and E) from *Egfr*^{L858R}/*Usp24*^{WT} or *Egfr*^{L858R}/*Usp24*^{C1695A} mice with 10 weeks of doxycycline induction. (F and G) Draining lymph nodes of *Egfr*^{L858R}/*Usp24*^{WT} or *Egfr*^{L858R}/*Usp24*^{C1695A} tumor-harboring mice were isolated and stimulated with anti-CD3/CD28 for 24 h. (F) The percentages of the PD-1⁺, PD-1⁺Tim-3⁺, and relative IFN-γ MFI of CD8⁺ or (G) CD4⁺ T cells were determined by flow cytometry. (H and I) Representative spleen images (H) and IHC staining of IL-1β and TNF-α in the spleen (I) from *Usp24*^{WT} or *Usp24*^{C1695A} mice. (J) The top 20 enriched cellular components and molecular functions were analyzed by the ShinyGO 0.80 website. (K) GSEA analysis shows upregulation of lymph node development, T cell differentiation, and lymphangiogenesis in lung tumors of *Egfr*^{L858R}/*Usp24*^{C1695A} mice. Data are mean ± s.e.m. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 (Student's t-test).

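Genes of the striated muscle sarcomere were higher in the *Usp24 C1695A* specimens, by a small amount in mice M134 and M145 and by a large one in mouse M164. Genes of the respiratory chain were also higher, mainly in mouse M164. No sarcomere gene passed the threshold alone by limma-trend, edgeR or DESeq2.
The sarcomere list, shared by heart and skeletal muscle, had 17 of 18 tested members with a positive log2 fold change (median 2.62, camera adjusted p = 6.3e-08; adjusted p = 0.568 with an estimated correlation), and a median of 0.40 without mouse M164 (adjusted p = 0.00280). It was placed as lower with a covariate of muscle genes, which holds these genes themselves (adjusted p = 0.115, median -0.36). Its means were 5.16, 4.93 and 4.51 in *Usp24 WT* mice and 6.10, 5.67 and 10.83 in *Usp24 C1695A* mice M134, M145 and M164, on the log2 scale. *Ttn*, the molecular spring of the sarcomere, was at 34.3, 70.5 and 52.6 normalized counts in *Usp24 WT* mice and at 189 in *Usp24 C1695A* mouse M134 and 27683 in *Usp24 C1695A* mouse M164 (log2 fold change 4.21, SE 1.70). Without mouse M164 the log2 fold change of *Ttn* was 1.79, so mice M134 and M145 together also lay above the *Usp24 WT* mean. *Atp2a1*, the calcium pump of fast muscle, was at 8.31, 7.20 and 10.3 in *Usp24 WT* mice and at 12.2, 26.7 and 5524 in *Usp24 C1695A* mice (3.73, SE 1.92). Adjusted over the list alone, 0 sarcomere genes were higher by limma-trend, and 4 had an unadjusted p under 0.05; edgeR and DESeq2 called 0.
Of 848 Reactome sets, camera called 33 as higher and 81 as lower, and 0 with an estimated correlation (251 at an unadjusted p under 0.05). Striated muscle contraction had a median log2 fold change of 1.91 over 12 genes (adjusted p = 4.9e-06; adjusted p = 0.903 with an estimated correlation), and of 1.05 without mouse M164 (adjusted p = 4.8e-05). Respiratory electron transport, the passage of electrons to oxygen in mitochondria, had a median of 0.48 over 64 genes (adjusted p = 5.9e-14; adjusted p = 0.903 with an estimated correlation), and of 0.15 without mouse M164 (adjusted p = 1.8e-05).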

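Genes of lymphangiogenesis were as often higher as lower in *Usp24 C1695A* tumors. The list of lymph node and follicle stroma, which shares *Cr2* with the B cell list, was higher in mice M145 and M164 and not in mouse M134. Neither list passed the threshold in the main test, and no gene of lymphangiogenesis was called by limma-trend, edgeR or DESeq2.
Lymphangiogenesis had 14 of 27 tested members with a positive log2 fold change (median 0.02, camera adjusted p = 0.461), and was placed as lower without mouse M164 (adjusted p = 0.492, median -0.08) and with a covariate of muscle genes (adjusted p = 0.0639, median -0.21). The 2 members with an unadjusted limma p under 0.05 had negative values: *Nrp2*, a coreceptor for VEGF-C (log2 fold change -0.45, SE 0.17), and *Itga9*, an integrin of lymphatic valves (-0.76, SE 0.32). *Lyve1*, a hyaluronan receptor of lymphatic endothelium, had a positive value (0.73, SE 0.32). Markers of lymphatic endothelium had a median of -0.08 (3 of 8 positive, camera adjusted p = 0.758), and were placed as higher without *Usp24 WT* mouse M1364 (adjusted p = 0.915), *Usp24 C1695A* mouse M134 (adjusted p = 0.512) or mouse M164 (adjusted p = 0.817).
Lymph node and follicle stroma had 4 of 6 positive members (median 1.00, camera adjusted p = 0.134), with means of 6.83, 6.36 and 5.91 in *Usp24 WT* mice and 5.93, 9.23 and 8.38 in *Usp24 C1695A* mice M134, M145 and M164. It passed as higher without mouse M134 (adjusted p = 0.00132, median 1.67) or mouse M164 (adjusted p = 0.0474), with no filter (adjusted p = 0.0134) and by fgsea on the log2 fold change (adjusted p = 0.0196). Too few of its members belong to no other list for camera, and its rise was not tested apart from that of B cell genes. *Cxcl13*, the chemokine that draws B cells into follicles, was at 55.1, 41.7 and 10.3 normalized counts in *Usp24 WT* mice and at 13.2, 3090 and 2635 in *Usp24 C1695A* mice (log2 fold change 4.02, SE 1.84). Thymus genes, 4 of them tested and too few for camera, had means of 5.69, 5.92 and 5.75 in *Usp24 WT* mice and 5.78, 6.88 and 7.27 in *Usp24 C1695A* mice.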

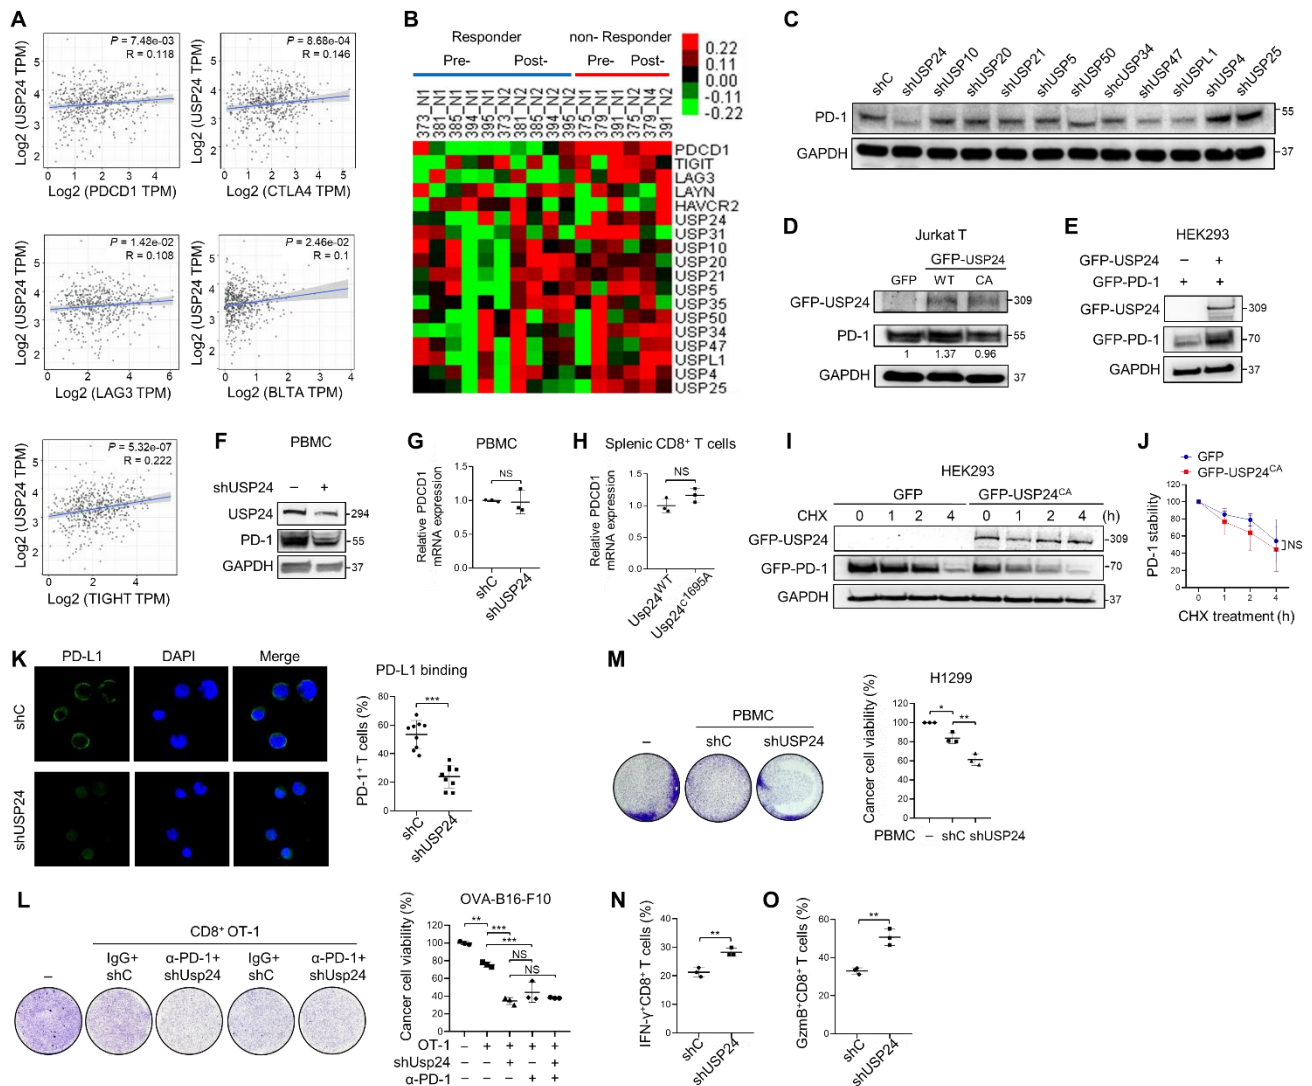

Figure S2. USP24 inhibition decreases PD-1-mediated immunosuppression. (A) Association of exhaustion T cell gene signatures with USP24 in lung cancer patients using TIMER2.0 database. (B) Heatmap depicting expression level of T cell exhaustion markers and USP family genes in PD-1 blockade responder and non-responder patients. Data were from the GSE111414 database. (C) PD-1 protein levels in Jurkat T cells with sh-knockdown of the indicated USP family members. (D) Jurkat T cells were transfected with USP24-WT or USP24-C1698A plasmid and analyzed for PD-1 expression by Western blotting. (E) HEK293 cells were ectopically expressed with GFP-USP24 and GFP-PD-1. (F and G) Immunoblotting (F) or RT-qPCR (G) to measure PD-1 protein and mRNA expression in shC or shUSP24 transduced peripheral blood mononuclear cells (PBMCs). (H) *PDCD1* mRNA expression in anti-CD3/28 stimulated splenic CD8⁺ T cells from *Usp24*^{WT} or *Usp24*^{C1695A} mice. (I and J) CHX chase assay was performed in HEK293 cells ectopically expressing GFP-PD-1 along with GFP or GFP-USP24-CA (I). Quantification of GFP-PD-1 protein expression in cells with indicated time points of CHX treatment (J). (K) shC and shUSP24 Jurkat T cells were incubated with PD-L1 Fc protein for 1 h and then with anti-human Alexa Fluor 488 dye for 1 h. Cells were subjected to IF assays to detect PD-L1 binding intensity. (L) *In vitro* T cell-mediated killing assays. CD8⁺OT-1⁺ T cells were introduced with shC or shUsp24 lentiviruses and treated with IgG or α -PD-1 (#BE0146; 2 μ g/ml) for 48 h, followed by co-culturing with OVA-B16F10 cancer cells (E:T ratio = 3:1) for an additional 24 h. Crystal violet staining for cancer cell viability measurement (left). Quantification using image J software (right). (M) PBMCs were transduced with shC or shUSP24 lentiviruses and then co-cultured with H1299 lung cancer cells (E:T ratio = 5:1) for 24 h. Crystal violet staining (left) and cancer cell viability measurement (right). (N and O) Detection of IFN- γ ⁺ (N), GzmB⁺ (O) CD8⁺ T cells in shC or shUSP24 PBMCs by flow cytometry after co-culturing with H1299 cells. Data are mean $\pm$ s.e.m. (n=3). *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (one-way ANOVA).

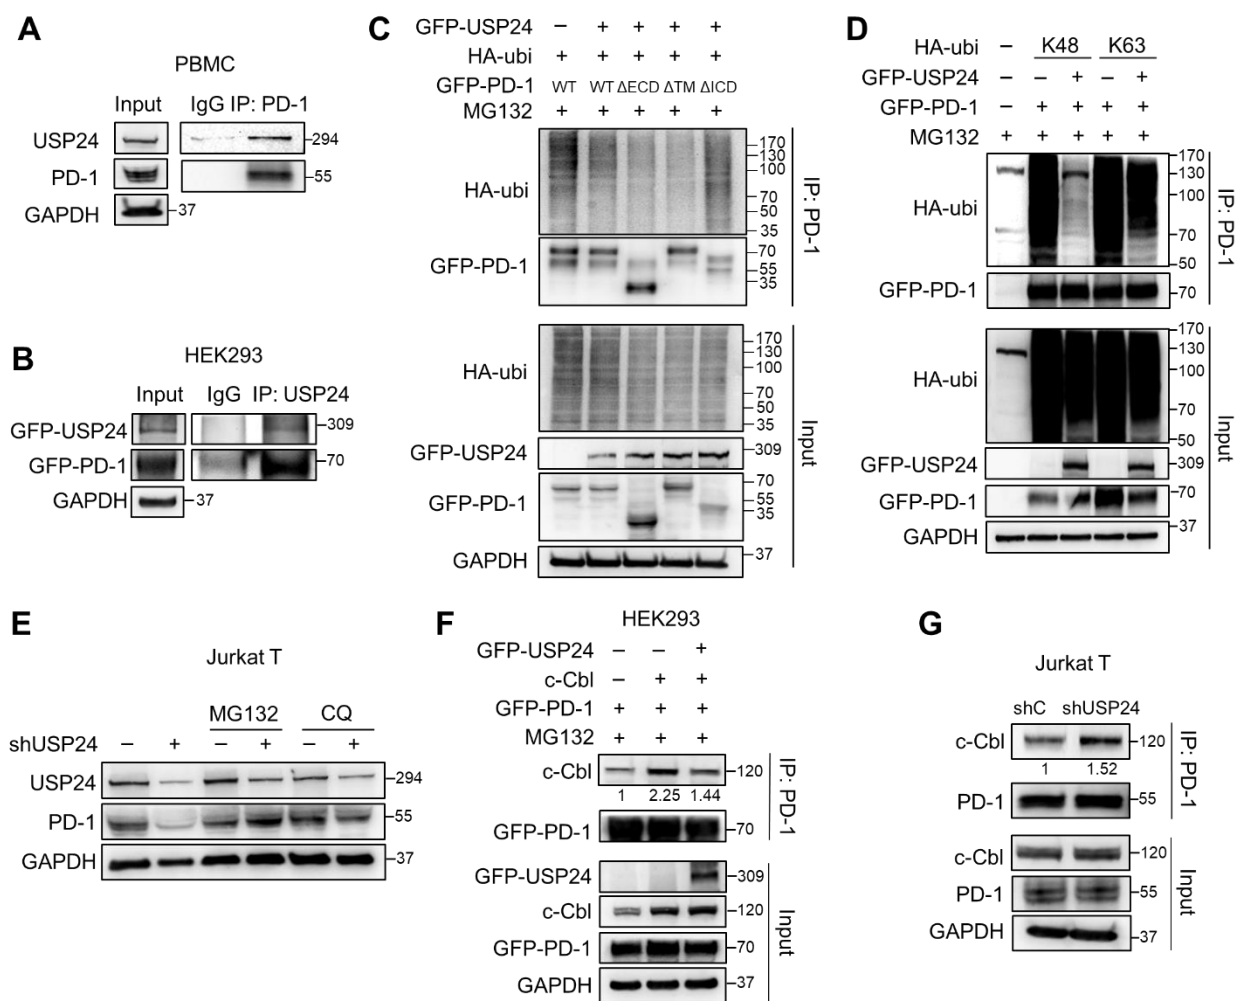

Figure S3. USP24 counteracts with the interaction of c-Cbl and PD-1. (A and B) IP of endogenous PD-1 in PBMCs (A) and exogenous USP24 in HEK293 cells with ectopically overexpressed GFP-USP24 and GFP-PD-1 (B). (C) HEK-293 cells were transduced with HA-ubiquitin and WT-USP24, along with indicated PD-1 constructs, followed by the detection of PD-1 ubiquitination by IP-Western analysis. (D) HEK-293 cells were transfected with PD-1 and K48 or K63 ubiquitin with or without WT-USP24 and analyzed for PD-1 ubiquitination by IP analysis. (E) Immunoblotting of PD-1 in shC or shUSP24 Jurkat T cells treated with 10 μ M of MG132 or 20 μ M of chloroquine (CQ) for 6 h. (F) IP of PD-1 followed by immunoblotting with c-Cbl in HEK-293 cells transfected with empty vector/PD-1, empty vector/c-Cbl/PD-1, or USP24/c-Cbl/PD-1. (G) IP of PD-1 followed by immunoblotting with c-Cbl in shC or shUSP24 Jurkat T stimulated with PMA/Ionomycin for 6 h.

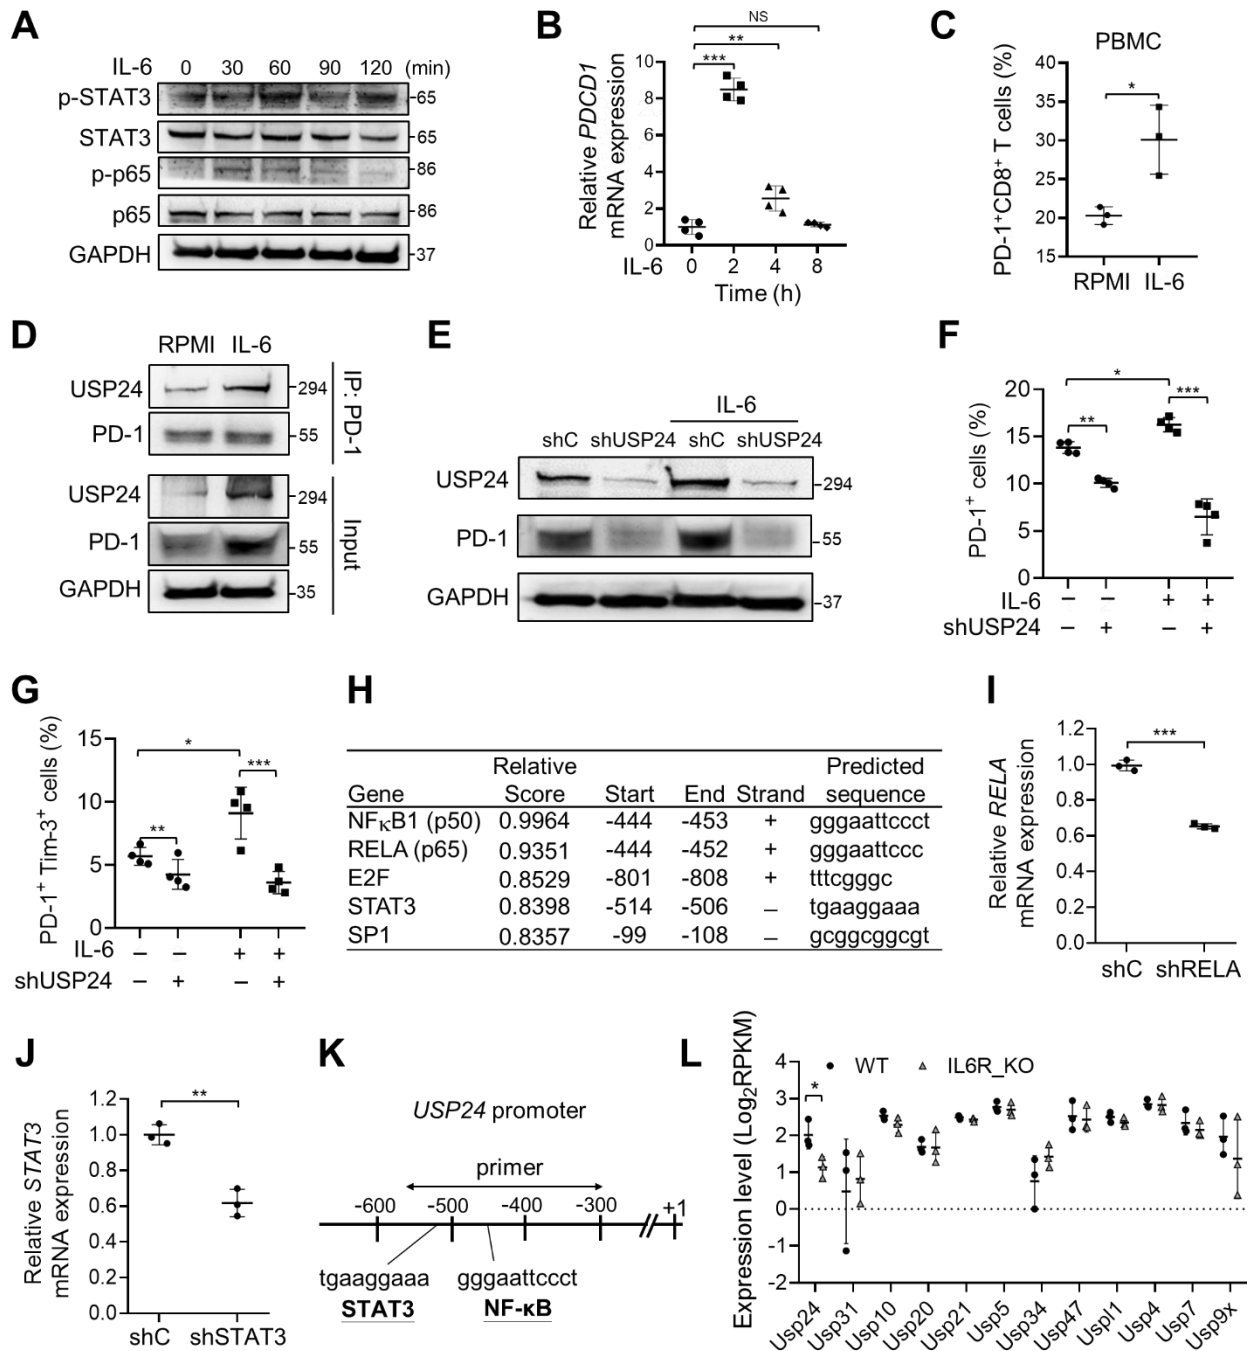

Figure S4. IL-6 increases the transcriptional level of PD-1 and USP24 and promotes deubiquitination of PD-1. (A) Immunoblots of p-p65 (NF- κ B) and p-STAT3 in Jurkat T cells with IL-6 (50 ng/ml) stimulation for the indicated times. (B) RT-qPCR for detecting *PDCD1* mRNA expression in Jurkat T cells with IL-6 stimulation at the indicated times. (C) PBMCs were treated with IL-6 for 6 h followed by PD-1⁺CD8⁺ T cells detection. (D) IP of PD-1 in Jurkat T cells stimulated with IL-6 for 8 h. (E and F) PD-1 protein expression (E) and surface levels (F) in shC and shUSP24 Jurkat T cells with or without IL-6 stimulation for 6 h. (G) PD-1⁺Tim-3⁺ populations in shC and shUSP24 Jurkat T cells with IL-6 treatment for 16 h. (H) Predicted binding score and sequence of the indicated transcription factor on *USP24* promoter using JASPAR software. (I and J) RT-qPCR to examine knockdown efficiency of shRELA and shSTAT3 in Jurkat T cells. (K) Diagrams showing the predicted binding sequence of STAT3 and NF- κ B on the *USP24* promoter. (L) Gene expression of *Usp24* in CD8⁺ TILs from mice with knockout of IL-6 receptor (IL6R_KO). Data were from the GSE199047 database. Data were mean $\pm$ s.e.m. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (one-way ANOVA).

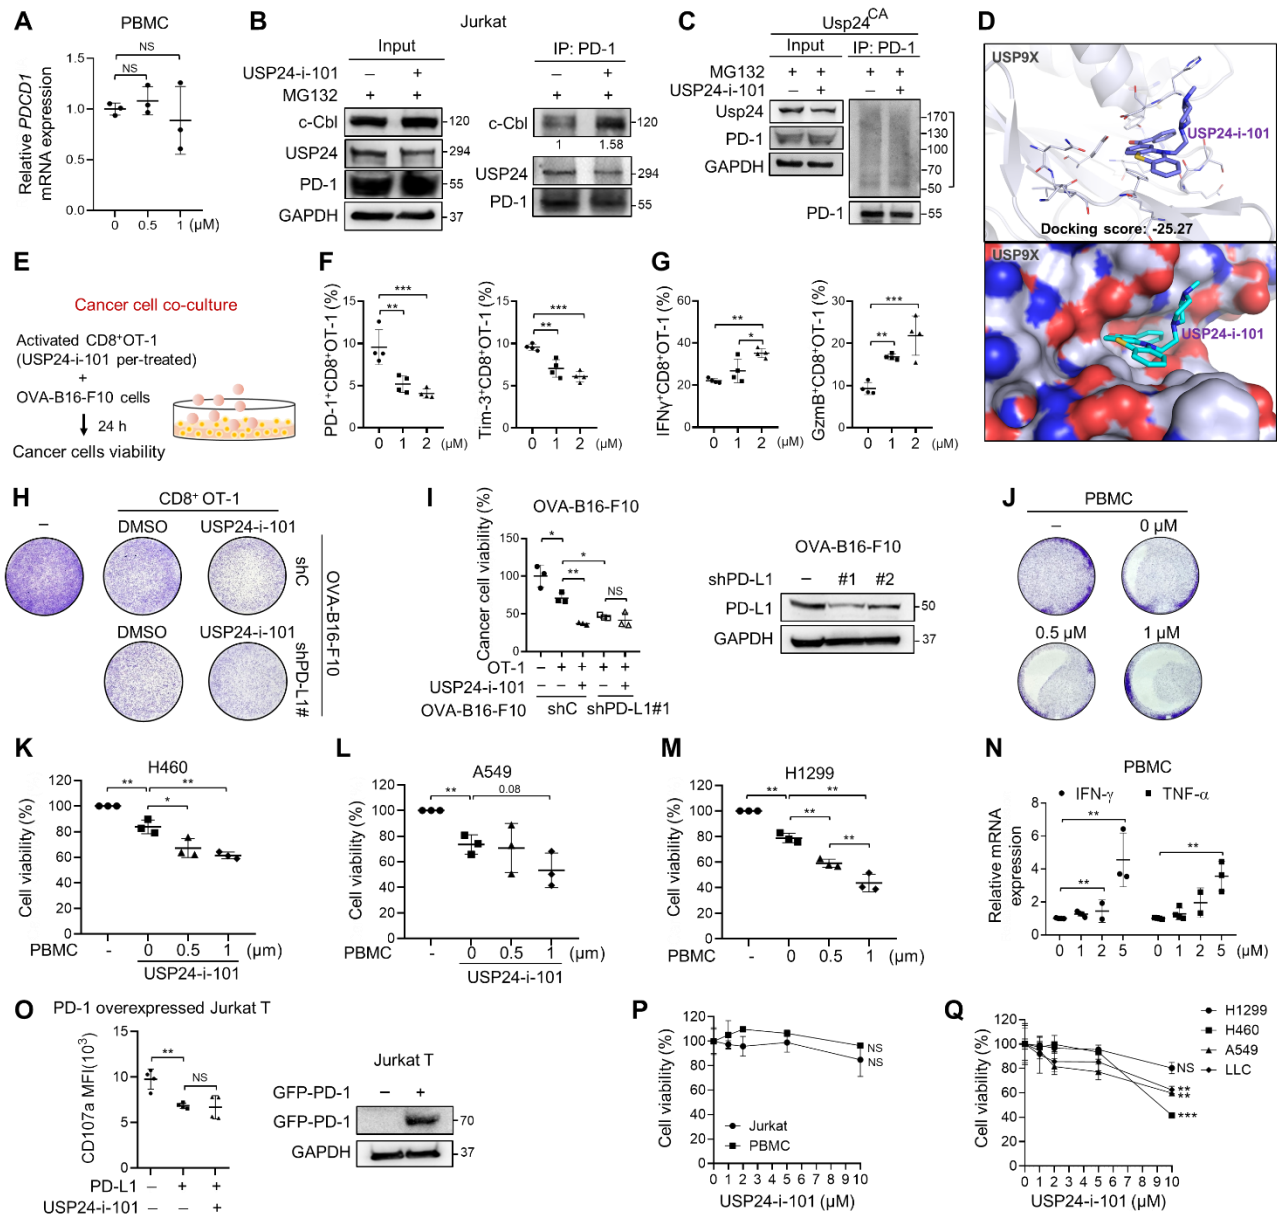

Figure S5. USP24-i-101 suppresses T cell dysfunction without T cell cytotoxicity. (A) RT-qPCR to measure *PDCD1* mRNA expression in anti-CD3/CD28 antibodies stimulated PBMCs with different doses of USP24-i-101 treatment for 48 h. (B) IP of PD-1 in anti-CD3/CD28 antibodies stimulated Jurkat T cells with USP24-i-101 and MG132 treatment for 24 h, and then subjected to detect the interaction between PD-1, c-Cbl, and USP24. (C) PD-1 ubiquitination levels in *Usp24*^{CA} mice derived splenic CD8⁺ T cells with USP24-i-101 treatment for 48 h. (D) Docking pose of the compound in USP9X. (E) The schematic diagram of *in vitro* T cell-mediated killing assays. (F and G) Populations of PD-1⁺, Tim-3⁺ (F), IFN- γ ⁺, and GzmB⁺ CD8⁺OT-1⁺ T cells (G) after co-culturing with OVA-B16F10 cancer cells. (H and I) (H) CD8⁺OT-1⁺ T cells were pre-treated with USP24-i-101 (1 μ M) for 48 h and then co-cultured with shC or shPD-L1 OVA-B16F10 cells (E:T ratio = 5:1) for an additional 24 h, followed by crystal violet staining to measure cancer cell viability. (I) Quantification using image J software (left). Immunoblotting shows the knockdown efficiency of shPD-L1 harboring OVA-B16-F10 cells (right). (J to M) PBMCs pre-treated with indicated doses of USP24-i-101 for 48 h were co-cultured with lung cancer cells H460, A549, and H1299 cells (E:T ratio = 5:1) for an additional 24 h. (N) RT-qPCR for detecting IFN- γ and TNF- α expression in PBMCs after co-culturing with cancer cells. (O) Jurkat T cells ectopically expressed with GFP-PD-1 were treated with PD-L1 Fc protein (2 μ g/ml) and USP24-i-101 (1 μ M) for 24 h. T cell functional marker CD107a was assessed by flow cytometry analysis (left). Immunoblots show the transfection efficiency in Jurkat T cells ectopically expressing GFP-PD-1 (right). (P and Q) CCK-8 assay was conducted to determine the cytotoxic effect of USP24-i-101 treatment for 48 h in Jurkat T cells and PBMCs (K) or various lung cancer cells (L). Data were mean $\pm$ s.e.m. (n=3). *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (one-way ANOVA).

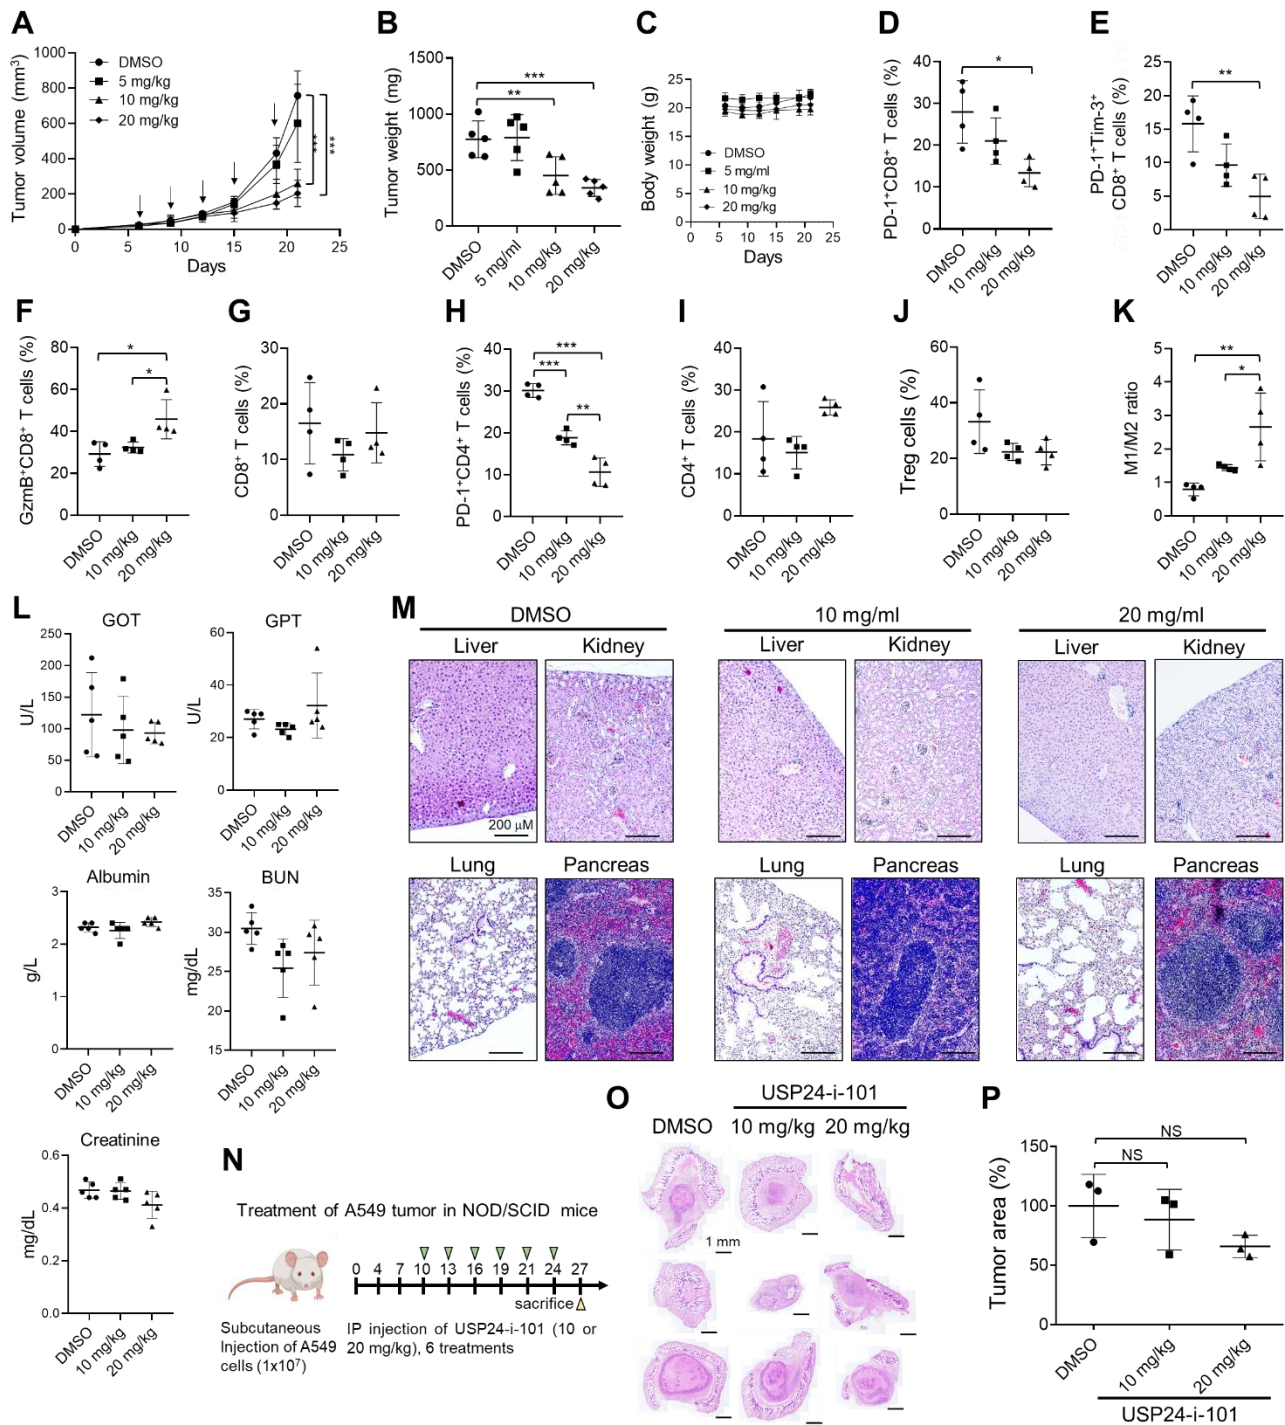

Figure S6. USP24-i-101 increases T cell anti-tumor immunity to suppress tumor growth *in vivo*. The allograft model was established using Lewis lung carcinoma (LLC) and treated with DMSO, 5 mg/kg, 10 mg/kg, or 20 mg/kg of USP24-i-101 twice every week by intraperitoneal injection (5 mice per group). **(A to C)** The changes in tumor volume (A), tumor weight (B), and body weight (C) during the *in vivo* experimental period. **(D to I)** Populations of tumor-infiltrating PD-1⁺ (D), PD-1⁺Tim-3⁺ (E), GzmB⁺ (F), and total CD8⁺ T cells (G), as well as PD-1⁺ (H) and total CD4⁺ T cells (I) were assessed in the endpoint tumors by flow cytometry. **(J and K)** Tregs (J) and M1/M2 ratio of tumor-associated macrophages (CD86⁺/CD206⁺) (K) were analyzed by flow cytometry. **(L and M)** Blood biochemistry analysis (L) and H&E staining (M) of tissue section from major organs in endpoint LLC-bearing mice with DMSO or indicated dose of USP24-i-101 treatment. **(N)** NOD-SCID mice implanted with A549 lung cancer cells were injected with the indicated dose of USP24-i-101. **(O, P)** Represented H&E staining of tumor images using TissueFAXs microscope (O) and tumor volume quantification at the end of the experiment (P). Data were mean ± s.e.m. *, P < 0.05; **, P < 0.01; ***, P < 0.001 (one-way ANOVA).

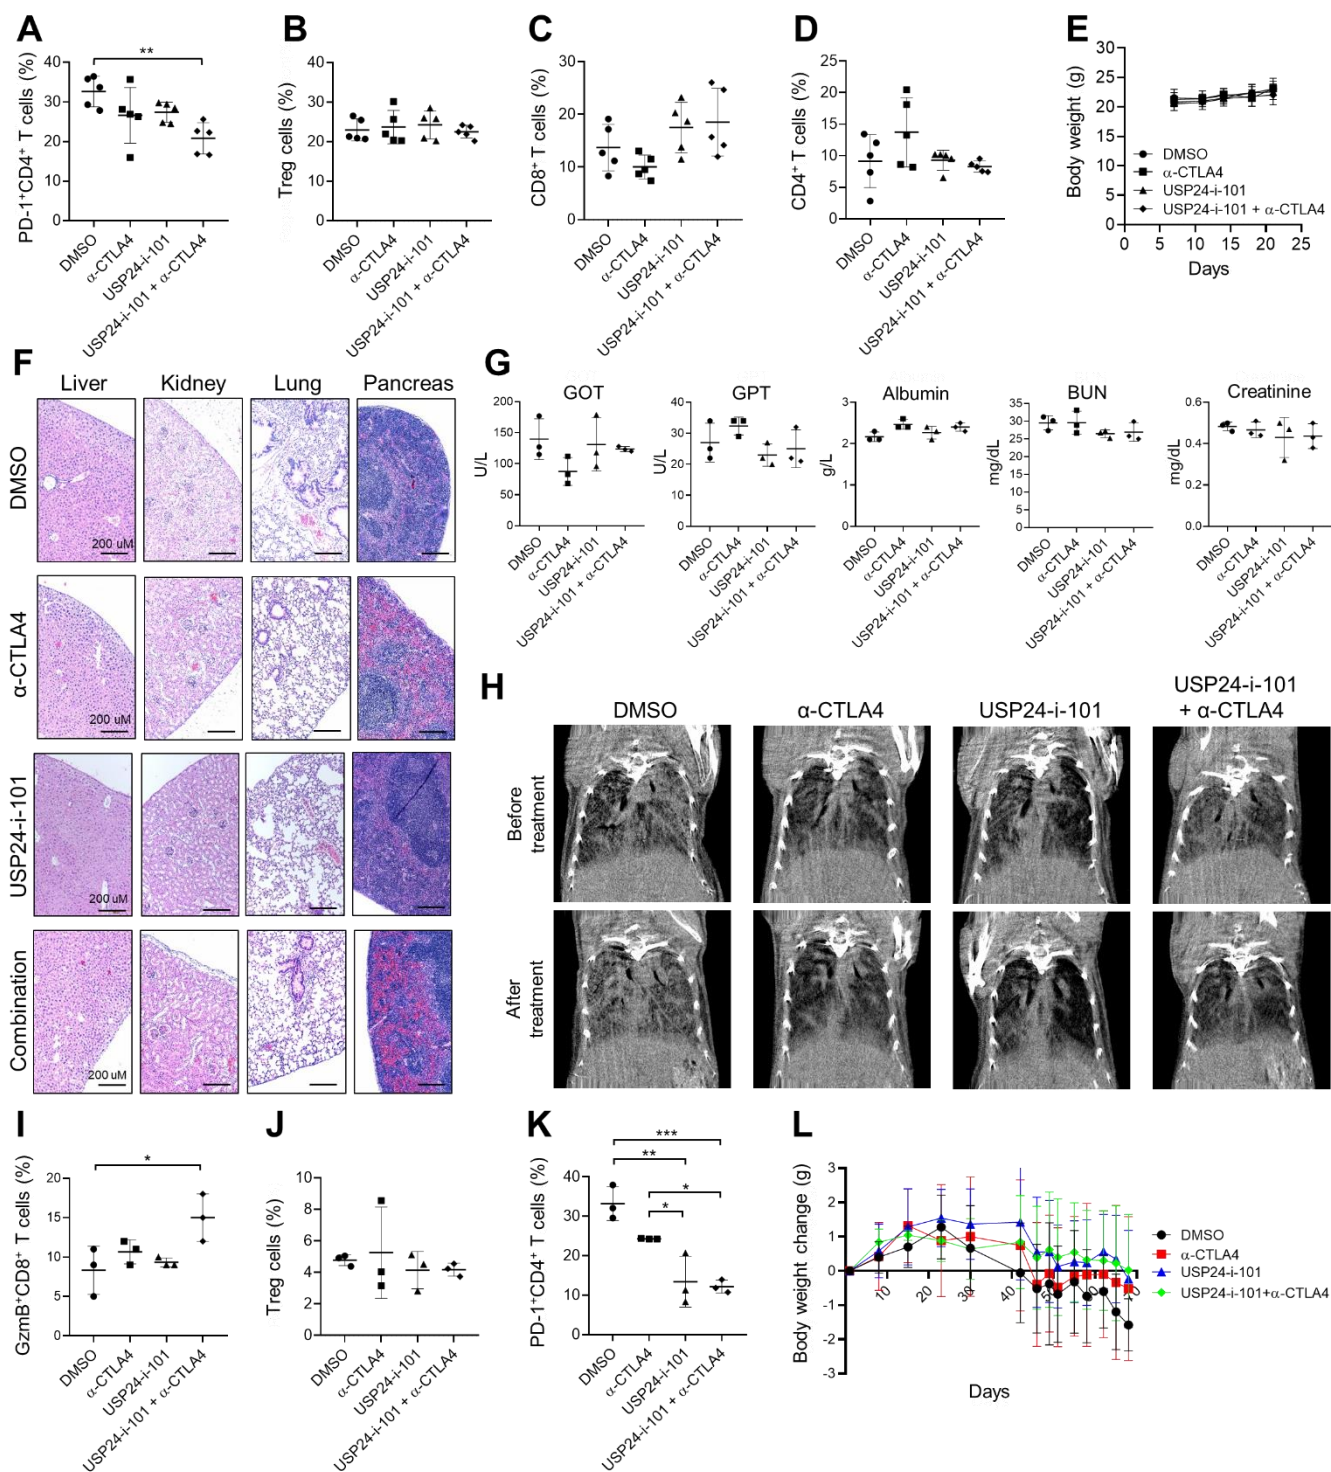

Figure S7. Pathological and flow cytometric examinations in mice with USP24-i-101 and α -CTLA4 combination therapy. (A to D) Percentage of tumor-infiltrating PD-1⁺ CD4⁺ T cells (A), Tregs (B), total CD8⁺ T cells (C), and total CD4⁺ T cells (D) were measured by flow cytometry. (E) The body weight of mice with LLC-allograft was assessed during the experimental period. (F to G) H&E staining of tissue sections from major organs (F) and blood biochemistry analysis (G) were performed at the endpoint. (H) Representative images of lung tumors by micro-CT. Data were taken before and after indicted treatment. (I to L) The percentage of GzmB⁺ CD8⁺ T cells (I), Tregs (J), and PD-1⁺CD4⁺ T cells (K) in *Egfr*^{L858R}-driven lung tumors and body weight during the experiment (L) were assessed. Data were mean $\pm$ s.e.m. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (one-way ANOVA).

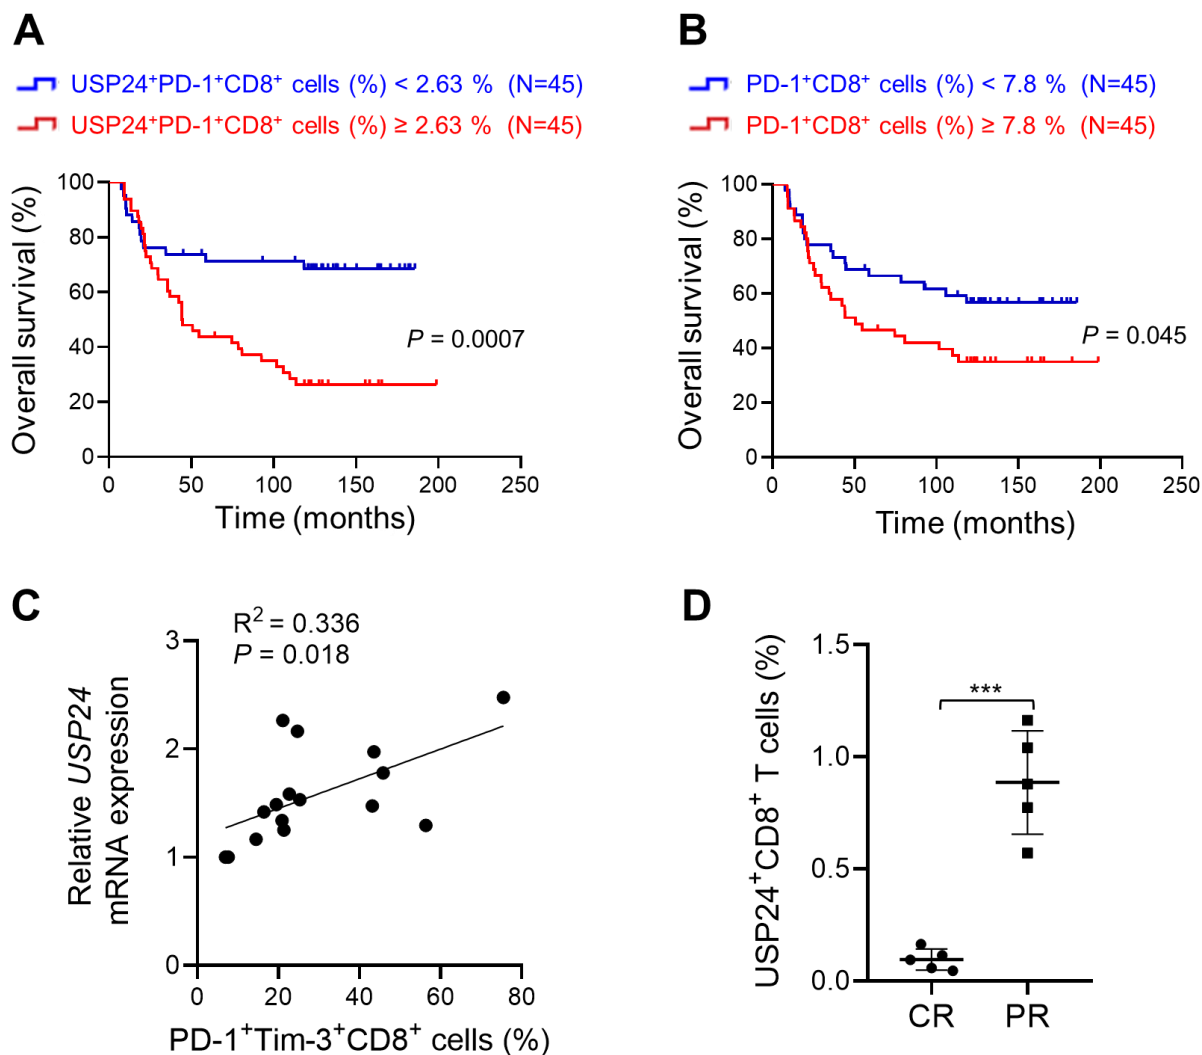

Figure S8. Elevated USP24 expression in T cells is associated with impaired T cell anti-tumor activity. (A and B) Overall survival curve in lung cancer patients with high or low infiltrating USP24⁺PD-1⁺CD8⁺ T cell (A) or PD-1⁺CD8⁺ T cells (B). **(C)** Scatter plot showing the correlation between the levels of USP24 mRNA expression and the percentage of PD-1⁺Tim-3⁺CD8⁺ cells in PBMCs derived from lung cancer patients (n=16). Pearson correlation coefficient, R square, and P-value are shown. **(D)** Quantitative results of USP24⁺CD8⁺ T cells of Fig. 7 H and I. Data are mean ± s.e.m. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (Student's t-test).

Table S1. Alteration of USP24⁺/PD-1⁺/CD8⁺ cells in relation to clinicopathological parameters in 90 lung cancer patients' tumor specimens.

Clinical		Total	USP24 ⁺ /PD-1 ⁺ /CD8 ⁺ (%)		P-value ^a
Parameters		Patients	Protein Expression		
		90	N=45	N=45	
			Low expression ^b	High expression ^b	
Age	<65	52	19 (36.5 %)	33 (63.5 %)	0.021
	≥65	38	23 (60.5 %)	15 (39.5 %)	
Sex	Male	41	21 (51.2 %)	20 (48.3 %)	0.281
	Female	49	21 (42.8 %)	28 (57.2 %)	
Tumor type ^c	ADC	73	27 (36.0 %)	46 (64.0 %)	<0.001
	SCC	17	15 (88.2 %)	2 (11.8 %)	
Tumor stage	I-II	57	41 (71.9 %)	16 (28.1 %)	<0.001
	III-IV	33	1 (3.0 %)	32 (97 %)	
T stage ^d	T1-T2	74	40 (54.0 %)	34 (46.0 %)	0.004
	T3-T4	15	2 (13.3 %)	13 (86.7 %)	
N stage ^d	≤N1	47	37 (78.7 %)	10 (21.3 %)	<0.001
	>N1	43	5 (11.6 %)	38 (88.4 %)	
M stage ^d	M0	83	41 (49.3 %)	42 (50.7 %)	0.079
	≥M1	7	1 (14.2 %)	6 (85.8 %)	
Differentiation grade	Well	16	6 (37.5 %)	10 (62.5 %)	0.425
	Moderate	61	28 (45.9 %)	33 (54.1 %)	
	Poor	13	8 (61.5 %)	5 (38.5 %)	

^a. The data were analyzed by Pearson χ^2 test. P values are shown as superscripts.

^b. Patient with USP24⁺/PD-1⁺/CD8⁺ cells (%) ≥ 2.63 % was defined as high expression.

^c.ADC, adenocarcinoma; SCC, squamous cell carcinoma; Other, adenosquamous carcinoma.

^d. T stage: primary tumor; N stage: lymph node metastasis; M stage: distant metastasis.

Table S2. Antibodies and their reaction conditions used in the current study.

Target	KD	Raised in	Application	Dilution	Source	Catalog no.
USP24	294	Rabbit	Western blot	1:1000	Proteintech	13126-1-AP
	-- ^a		Immunofluorescence	1:2000		
PD-1	55	Rabbit	Western blot	1:1000	Cell Signaling	86163S
	-- ^a	Rabbit	Immunofluorescence	1:1000		
		Mouse	Flow cytometry (BB515)	1:200	BD Bioscience	565936
c-Cbl	120	Rabbit	Western blot	1:200	Santa Cruz	sc-170
GFP-tag	-- ^a	Rabbit	Western blot	1:1000	GeneTex	GTX113617
HA-tag	-- ^a	Rabbit	Western blot	1:1000	Invitrogen	PA1-985
Ubiquitin	-- ^a	Mouse	Western blot	1:200	Santa Cruz	sc-8017
GAPDH	37	Mouse	Western blot	1:1000	Santa Cruz	sc-32233
Calnexin	90	Rabbit	Western blot	1:1000	GeneTex	GTX109669
Na ⁺ /K ⁺ ATPase	113	Rabbit	Western blot	1:100000	Abcam	ab76020
Rab11b	24	Rabbit	Western blot	1:1000	GeneTex	GTX119095
p65	65	Rabbit	Western blot	1:1000	Cell Signaling	8242S
p-p65	65	Rabbit	Western blot	1:1000	Cell Signaling	3033S
STAT3	79	Rabbit	Western blot	1:1000	Cell Signaling	9139S
p-STAT3	79	Rabbit	Western blot	1:1000	Cell Signaling	9145S
BAX	20	Rabbit	Western blot	1:1000	Cell Signaling	#2774

CD8	-- ^a	Rabbit	Immunofluorescence	1:1000	Abcam	ab108343
		Mouse	Flow cytometry (APC)	1:200	BD Bioscience	561952
Tim-3	-- ^a	Mouse	Flow cytometry (BV421)	1:200	BD Bioscience	565562
Lag-3	-- ^a	Rabbit	Immunofluorescence	1:1000	Abcam	ab237720
IFN-γ	-- ^a	Mouse	Flow cytometry (BV421)	1:200	BD Bioscience	562988
CD107a	-- ^a	Mouse	Flow cytometry (PE-Cy7)	1:200	BD Bioscience	561348
Ki-67	-- ^a	Mouse	Flow cytometry (BV510)	1:200	BD Bioscience	563462
Mouse CD8	-- ^a	Rabbit	Immunofluorescence	1:1000	Abcam	ab217344
		Rat	Flow cytometry (FITC)	1:200	BD Bioscience	553031
Mouse CD4	-- ^a	Rat	Flow cytometry (FITC)	1:200	BD Bioscience	553047
Mouse PD-1	55	rabbit	Western blot	1:1000	Cell Signaling	84651T
	-- ^a		Immunofluorescence	1:1000		
			Rat	Flow cytometry (APC)	1:200	Biolegend
Mouse PD-L1	50	Mouse	Western blot	1:1000	Proteintech	66248-1-Ig
Mouse Tim-3	-- ^a	Mouse	Flow cytometry (BV421)	1:200	BD Bioscience	747626
Mouse IFN-γ	-- ^a	Rat	Flow cytometry (Cy 5.5)	1:200	BD Bioscience	560660
Granzyme B	-- ^a	Mouse	Flow cytometry (PE)	1:200	Biolegend	372207
Mouse CD25	-- ^a	Mouse	Flow cytometry (PE)	1:200	BD Bioscience	562695
Mouse Foxp3	-- ^a	Mouse	Flow cytometry (BV421)	1:200	BD Bioscience	562996
Mouse CD11b	-- ^a	Mouse	Flow cytometry (BB515)	1:200	BD Bioscience	563055
Mouse CD86	-- ^a	Mouse	Flow cytometry (BB605)	1:200	BD Bioscience	563055

Mouse CD206	-- ^a	Mouse	Flow cytometry (APC)	1:200	BD Bioscience	565250
Mouse IL-1 β	-- ^a	Mouse	Immunohistochemistry	1:250	Cell Signaling	#12242
Mouse TNF- α	-- ^a	Rabbit	Immunohistochemistry	1:250	Cell Signaling	#11948
DAPI ^b	-- ^a	-- ^c	Immunofluorescence	-- ^b	Genetex	GTX30920
Opal 520 Reagent	-- ^a	-- ^c	Florescent immunohistochemistry	1:100	Akoya Biosciences	FP1013
Opal 570 Reagent	-- ^a	-- ^c	Florescent immunohistochemistry	1:100	Akoya Biosciences	FP1014
Opal 620 Reagent	-- ^a	-- ^c	Florescent immunohistochemistry	1:100	Akoya Biosciences	FP1495A
Opal 670 Reagent	-- ^a	-- ^c	Florescent immunohistochemistry	1:100	Akoya Biosciences	FP1117

^a Molecular weight is not applicable to this antibody in such an application.

^b DAPI is a commercial product for nuclear staining.

^c Species is not applicable to this antibody in such an application.

Table S3. The plasmids and their characteristics used in the current study.

Plasmid	Target	Insert (bp)	Function	Source
pEGFP-C3	None	— ^a	Vector control	Homemade
pEGFP-USP24-WT	USP24-WT	7862	Overexpression	Homemade
pEGFP-USP24-ΔC	USP24-ΔC	6150	Overexpression	Homemade
pEGFP-USP24-ΔN	USP24-ΔN	1712	Overexpression	Homemade
pEGFP-USP24-C1698A	USP24-C1698A	7862	Overexpression	Homemade
pcDNA3.1-GFP-PD-1 WT	WT-PD-1	866	Overexpression	Sino Biological Inc
pcDNA3.1-GFP-PD-1-ΔECD	PD-1-ΔECD	351	Overexpression	Homemade
pcDNA3.1-GFP-PD-1-ΔTM	PD-1-ΔTM	804	Overexpression	Homemade
pcDNA3.1-GFP-PD-1-ΔICD	PD-1-ΔICD	573	Overexpression	Homemade
c-Cbl	c-Cbl	2720	Overexpression	Homemade
pCMV-HA	None	— ^a	Vector control	Homemade
pCMV-HA-ubiquitin	Total ubiquitin	220	Overexpression	Dr. Hui-Kuan Lin
pCMV-HA-K-48 ubiquitin	K-48 ubiquitin	220	Overexpression	Dr. Hui-Kuan Lin
pCMV-HA-K-63 ubiquitin	K-63 ubiquitin	220	Overexpression	Dr. Hui-Kuan Lin
pCMV6-XL4-STAT3-WT	STAT3	3384	Overexpression	Origene
pEGFP-NF-κB-p65	p65	2500	Overexpression	Dr. Yen-Ni Teng
pCDNA3-HA-SP1	SP1	2358	Overexpression	Homemade
pCMV-SPORT6-E2F1	E2F1	1314	Overexpression	Homemade

^a The plasmid is used as a backbone vector and, therefore, has no inserted fragment.

Table S4. The primers used in the current study.

Gene	Primer	Sequences (5'→ 3')	Application ^a	PCR size (bp)	T _m (°C)
Human <i>Actin</i> mRNA	Forward	GGC GGC ACC ACC ATG TAC CCT	RT-qPCR	180	60
	Reverse	AGG GGC CGG ACT CGT CAT ACT			
Human <i>USP24</i> mRNA	Forward	CAG TTG TGC TCT CCT GTG GA	RT-qPCR	236	60
	Reverse	AGG GAT TTC TCC TGC TCC AT			
Human <i>PCCD1</i> mRNA	Forward	GGC CAG GAT GGT TCT TAG ACT	RT-qPCR	147	60
	Reverse	GGT ACC AGT TTA GCA CGA AGC T			
Human <i>IFN-γ</i> mRNA	Forward	GTC CAA CGC AAA GCA ATA CAT G	RT-qPCR	100	60
	Reverse	CTC GAA ACA GCA TCT GAC TCC TT			
Human <i>TNF-α</i> mRNA	Forward	CCC AGG GAC CTC TCT CTA ATC A	RT-qPCR	116	60
	Reverse	AGC TGC CCC TCA GCT TGA G			
Human <i>STAT3</i> mRNA	Forward	CTT TGA GAC CGA GGT GTA TCA CC	RT-qPCR	133	60
	Reverse	GGT CAG CAT GTT GTA CCA CAG G			
Human <i>RELA</i> mRNA	Forward	TGA ACC GAA ACT CTG CAG CTG	RT-qPCR	134	60
	Reverse	CAT CAG CTT GCG AAA AGG AGC C			
Mouse <i>Actin</i> mRNA	Forward	GGC TCT TTT CCA GCC TTC CT	RT-qPCR	100	60
	Reverse	GTC TTT ACG GAT GTC AAC GTC ACA			
Mouse <i>PDCD1</i> mRNA	Forward	CGT CCC TCA GTC AAG AGG AG	RT-qPCR	243	60
	Reverse	GTC CCT AGA AGT GCC CAA CA			
Mouse <i>Usp24</i> mRNA	Forward	GAA CTG GGC AGA GGT GTT TG	RT-qPCR	147	60
	Reverse	TGG AGT TTG GCT TGG ATT GC			
<i>USP24</i> promoter-ChIP	Forward	GCA TTT CAG GCC GGG GTG	RT-qPCR	198	60
	Reverse	CTG AAC GTC GCG GAA ATC C			

^a RT-qPCR, quantitative reverse-transcriptase polymerase chain reaction.^b Information is not applicable.

Table S5. Clinical information for human lung cancer tissue microarray. Tumor stages are described as tumor (T), lymph node (N), or metastasis (M).

Patient number	Sex	Age	Tumor type	Tumor stage
NSCLC-1	Female	54	ADC	T1N0M0
NSCLC-2	Female	66	ADC	T1N0M0
NSCLC-3	Male	44	ADC	T1N0M0
NSCLC-4	Female	61	ADC	T2N0M0
NSCLC-5	Female	65	ADC	T2N0M0
NSCLC-6	Male	77	ADC	T2N0M0
NSCLC-7	Male	69	ADC	T2N0M0
NSCLC-8	Female	66	ADC	T2N0M0
NSCLC-9	Female	62	ADC	T2N0M0
NSCLC-10	Male	56	ADC	T2N0M0
NSCLC-11	Female	71	ADC	T2N0M0
NSCLC-12	Female	58	ADC	T2N0M0
NSCLC-13	Female	69	ADC	T2N0M0
NSCLC-14	Male	73	ADC	T2N0M0
NSCLC-15	Female	70	ADC	T2N0M0
NSCLC-16	Female	56	ADC	T1N0M0
NSCLC-17	Male	76	ADC	T1N0M0
NSCLC-18	Female	54	ADC	T1N0M0
NSCLC-19	Male	67	ADC	T1N0M0
NSCLC-20	Female	70	ADC	T1N0M0
NSCLC-21	Female	52	ADC	T1N0M0
NSCLC-22	Female	59	ADC	T1N0M0
NSCLC-23	Female	56	ADC	T1N0M0
NSCLC-24	Female	60	SCC	T2N0M0
NSCLC-25	Male	80	SCC	T2N0M0
NSCLC-26	Male	57	SCC	T1N0M0
NSCLC-27	Male	76	SCC	T2N0M0
NSCLC-28	Male	77	SCC	T3N0M0

NSCLC-29	Male	69	SCC	T2N0M0
NSCLC-30	Male	71	SCC	T2N0M0
NSCLC-31	Female	61	SCC	T2N0M0
NSCLC-32	Male	60	SCC	T1N0M0
NSCLC-33	Male	75	SCC	T1N0M0
NSCLC-34	Male	83	SCC	T1N0M0
NSCLC-35	Female	74	ADC	T1N0M0
NSCLC-36	Male	55	ADC	T1N0M0
NSCLC-37	Male	71	ADC	T2N0M0
NSCLC-38	Male	59	ADC	T2N0M0
NSCLC-39	Male	65	ADC	T2N0M0
NSCLC-40	Female	69	ADC	T2N0M0
NSCLC-41	Female	61	SCC	T1N0M0
NSCLC-42	Female	73	SCC	T1N0M0
NSCLC-43	Female	64	SCC	T1N0M0
NSCLC-44	Female	55	SCC	T1N0M0
NSCLC-45	Male	70	ADC	T2N0M0
NSCLC-46	Male	62	ADC	T1N0M0
NSCLC-47	Female	52	ADC	T2N1M0
NSCLC-48	Female	53	ADC	T2N1M0
NSCLC-49	Male	59	ADC	T1N1M0
NSCLC-50	Male	56	ADC	T3N0M0
NSCLC-51	Female	62	ADC	T1N1M0
NSCLC-52	Male	64	ADC	T2N2M0
NSCLC-53	Male	61	ADC	T1N1M0
NSCLC-54	Male	67	ADC	T1N1M0
NSCLC-55	Male	78	ADC	T3N0M0
NSCLC-56	Female	49	ADC	T2N1M0
NSCLC-57	Female	56	ADC	T1N1M0
NSCLC-58	Male	52	ADC	T3N0M0
NSCLC-59	Male	64	ADC	T1N1M1

NSCLC-60	Male	49	SCC	T2N2M1
NSCLC-61	Female	20	ADC	T2N2M1
NSCLC-62	Male	50	ADC	T4N2M1
NSCLC-63	Female	37	SCC	T2N2M1
NSCLC-64	Female	58	ADC	T3N1M0
NSCLC-65	Female	50	ADC	T4N2M0
NSCLC-66	Male	53	ADC	T2N2M0
NSCLC-67	Female	48	ADC	T2N2M1
NSCLC-68	Female	67	ADC	T2N2M0
NSCLC-69	Female	72	ADC	T2N2M0
NSCLC-70	Female	64	ADC	T1N2M0
NSCLC-71	Male	65	ADC	T2N2M1
NSCLC-72	Male	64	ADC	T1N2M0
NSCLC-73	Female	58	ADC	T4N2M0
NSCLC-74	Female	67	ADC	T2N2M0
NSCLC-75	Female	51	ADC	T4N1M0
NSCLC-76	Female	75	ADC	T4N1M0
NSCLC-77	Female	52	ADC	T3N2M0
NSCLC-78	Male	69	ADC	T4N2M0
NSCLC-79	Male	58	ADC	T2N2M0
NSCLC-80	Male	78	ADC	T4N2M0
NSCLC-81	Male	63	ADC	T3N2M0
NSCLC-82	Female	61	ADC	T2N2M0
NSCLC-83	Female	64	ADC	T2N2M0
NSCLC-84	Male	73	ADC	T2N2M0
NSCLC-85	Female	51	ADC	T1N3M0
NSCLC-86	Female	68	ADC	T1N2M0
NSCLC-87	Female	62	ADC	T2N2M0
NSCLC-88	Female	56	ADC	T3N2M0
NSCLC-89	Male	74	ADC	T2N2M0
NSCLC-90	Female	56	ADC	T2N1M0

Table S6. Clinical information for human lung cancer patients with immunotherapy.

Tumor stages are described as tumor (T), lymph node (N), or metastasis (M).

**Patient number**	**Sex**	**Age**	**Tumor type**	**Tumor stage**	**Treatment**	**Response^a**
Imm-1	Male	60	ADC	T2N2M1	Durvalumab	R
Imm-2	Male	41	SSC	T4N2M1	Atezolizumab	R
Imm-3	Male	50	ADC	T4N3M1	Pembrolizumab	R
Imm-4	Male	52	ADC	T4N3M1	Pembrolizumab	R
Imm-5	Male	75	ADC	T2N3M1	Pembrolizumab	R
Imm-6	Male	62	ADC	T4N3M1	Cisplatin + Alimta + Pembrolizumab	R
Imm-7	Female	46	ADC	T4N3M1	Carboplatin + Alimta+ Nivolumab	R
Imm-8	Male	56	ADC	T4N3M1	Pembrolizumab	R
Imm-9	Male	69	ADC	T3N3M1	Pembrolizumab	R
Imm-10	Male	81	ADC	T4N3M1	Pembrolizumab	R
Imm-11	Male	75	ADC	T4N2M1	Pembrolizumab	NR
Imm-12	Male	67	SCC	T4N3M1	Pembrolizumab	NR
Imm-13	Female	69	ADC	T4N3M1	Atezolizumab	NR
Imm-14	Female	73	SCC	T3N0M0	Pembrolizumab	NR
Imm-15	Male	68	SCC	-- ^b	Pembrolizumab	NR
Imm-16	Female	52	ADC	T4N3M1	Cisplatin + Alimta + Pembrolizumab	NR
Imm-17	Male	58	ADC	T4N3M1	Carboplatin + Alimta + Pembrolizumab	NR
Imm-18	Male	77	ADC	T1N0M0	Carboplatin + Alimta + Atezolizumab	NR
Imm-19	Male	71	SCC	T1N3M1	Carboplatin + Abraxane + Pembrolizumab	NR
Imm-20	Male	78	ADC	T3N2M1	Pembrolizumab	NR
Imm-21	Male	60	ADC	T3N3M1	Pembrolizumab	NR
Imm-22	Male	78	ADC	T4N3M1	Nivolumab	NR

^a R, responder; NR, non-responder.

^b Tumor staging information is not available to this patient.

Table S7. Clinical information for human lung cancer patients with neoadjuvant immunotherapy followed by surgical resection.

**Patient number**	**Sex**	**Tumor type**	**Treatment**	**Tumor stage**	**Response^a**
NAI-1	Male	SCC	Durvalumab	2B	CR
NAI-2	Female	SCC	Pembrolizumab	3A	CR
NAI-3	Female	ADC	Pembrolizumab	3C	PR
NAI-4	Male	Poorly-differentiated carcinoma	Pembrolizumab	3B	PR
NAI-5	Male	ADC	Nivolumab	1B	CR
NAI-6	Male	ADC	Nivolumab	3A	PR
NAI-7	Male	ADC	Pembrolizumab	3A	CR
NAI-8	Male	ADC	Nivolumab	3B	PR
NAI-9	Male	SCC	Pembrolizumab	3B	PR
NAI-10	Male	SCC	Pembrolizumab	3B	CR

^a CR, complete responder; PR, partial responder.

Data S1. Unprocessed blots for all Figures

Fig 2A

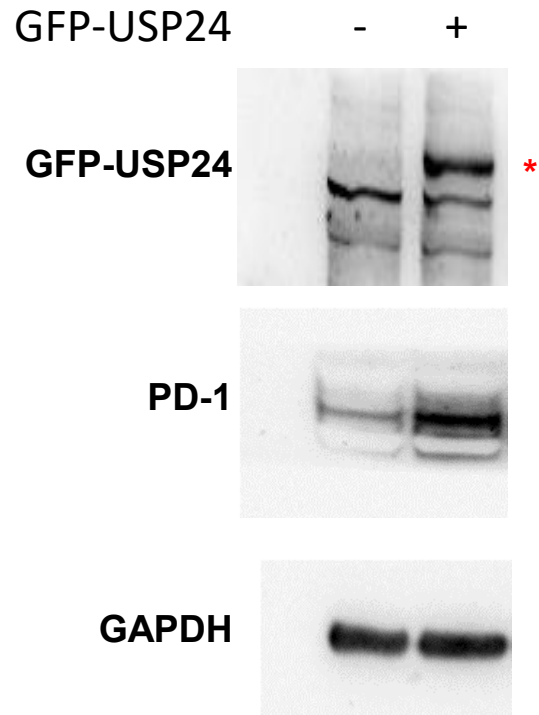

Fig 2B

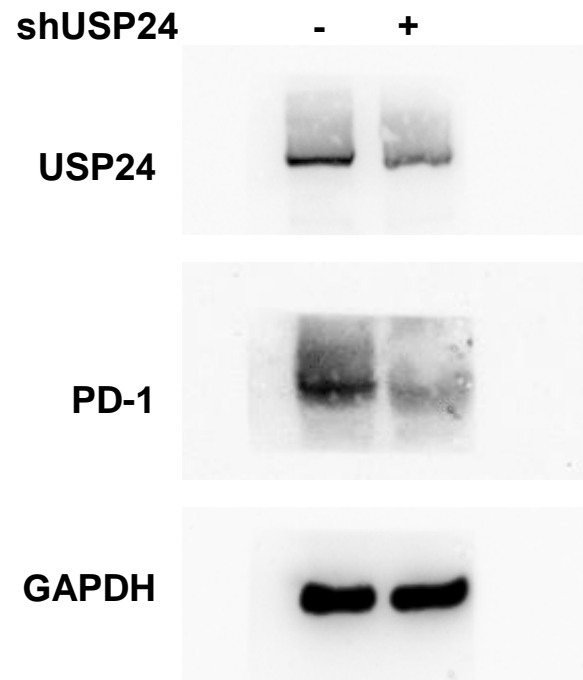

Fig 2E

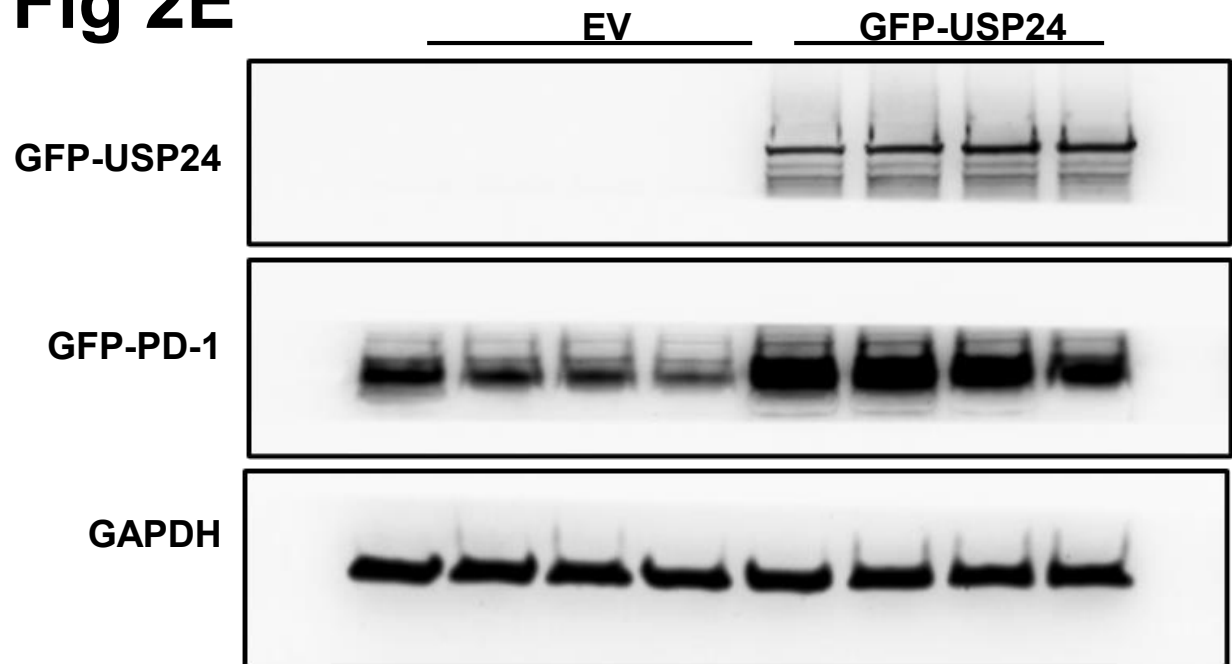

Fig. 3A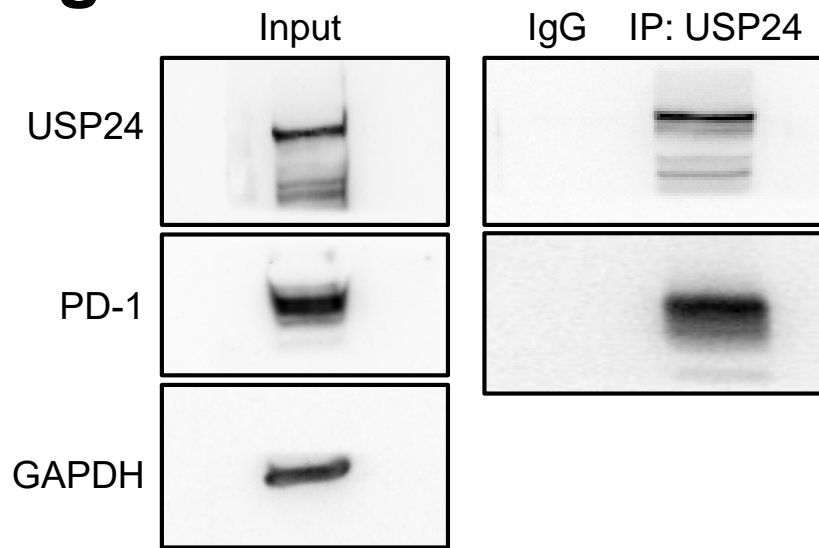**Fig. 3B**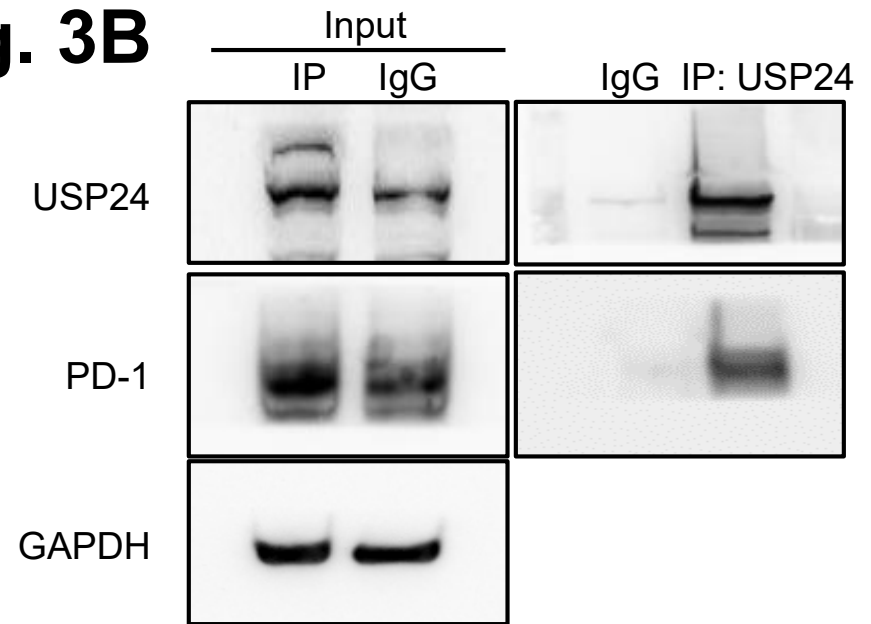**Fig. 3C**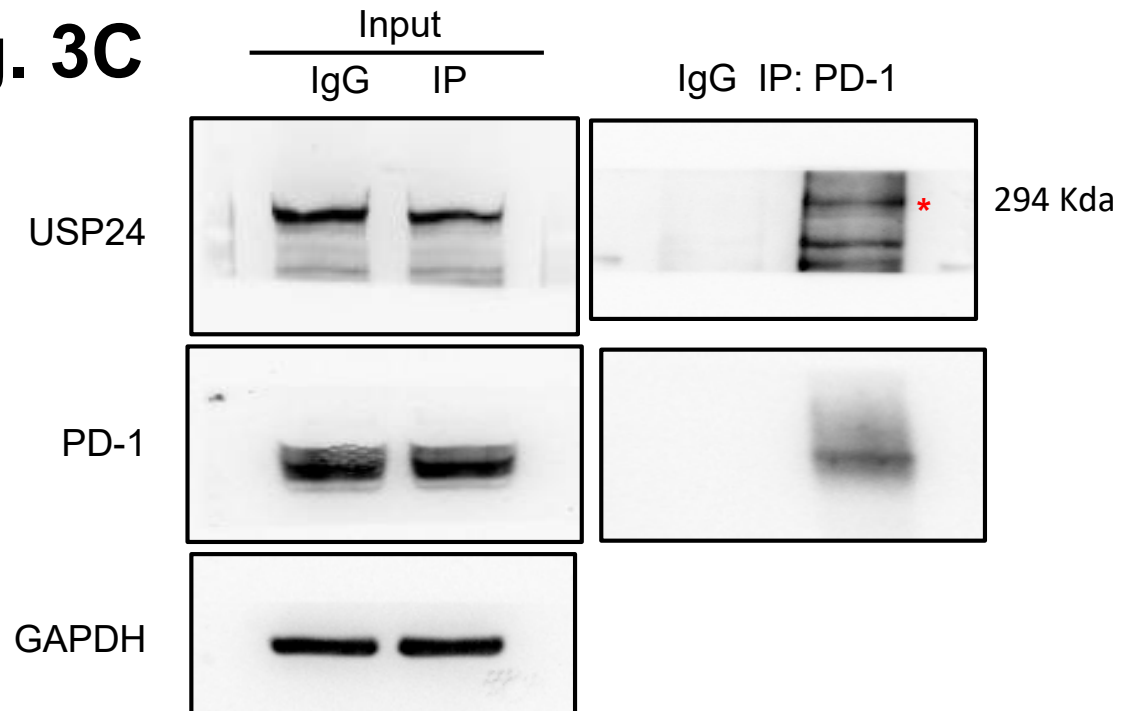

Fig. 3E

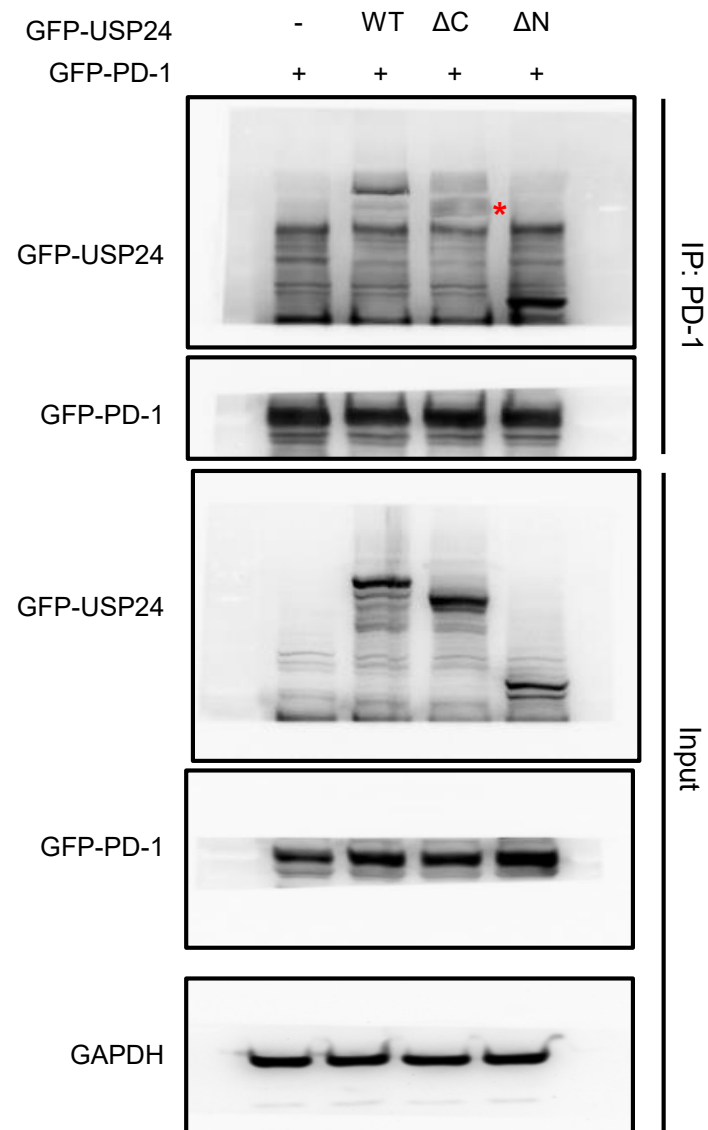

Fig. 3G

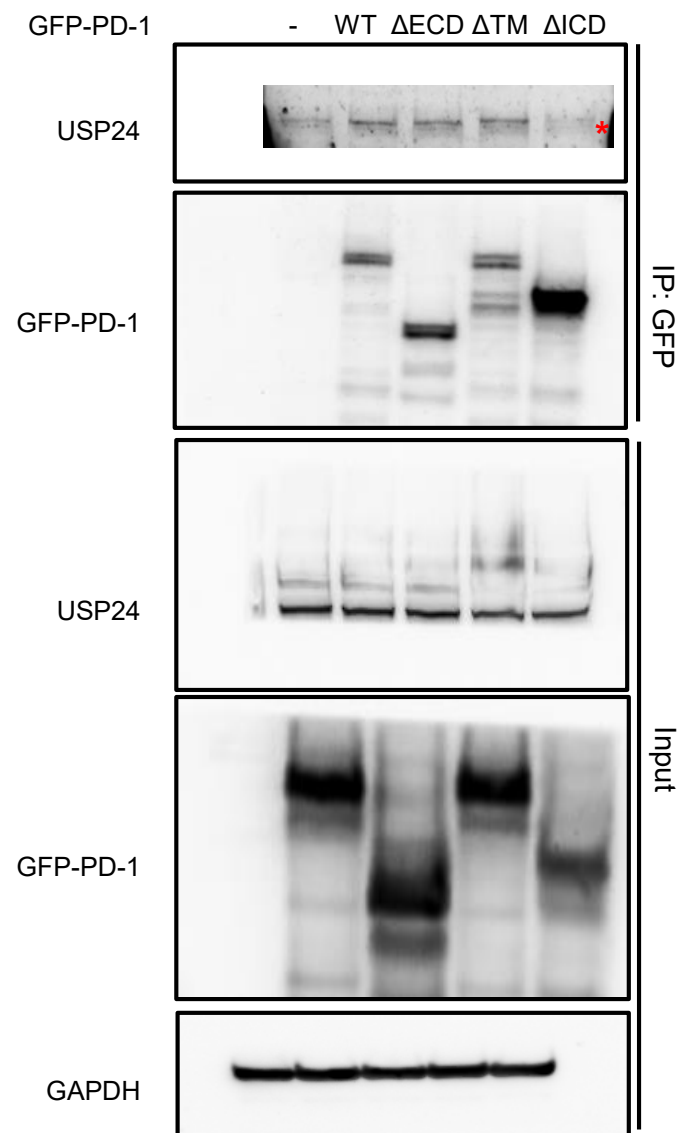

Fig. 3H

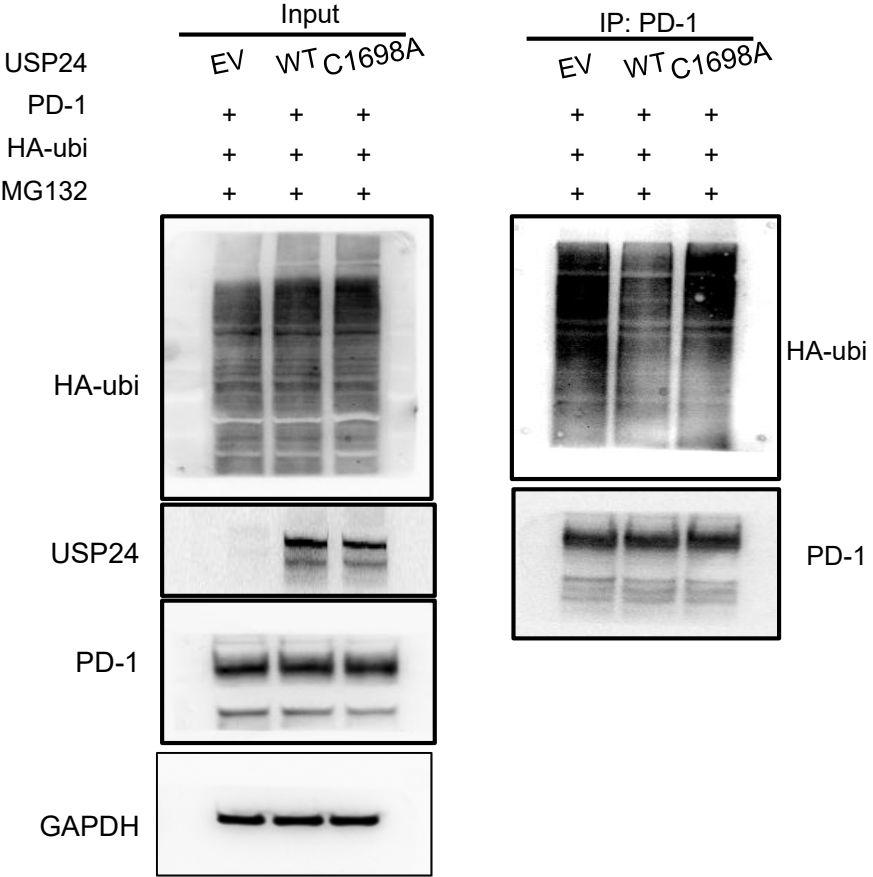

Fig. 3I

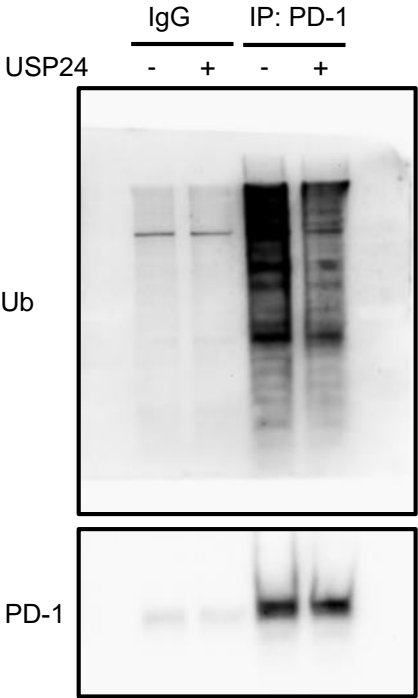

Fig. 3J

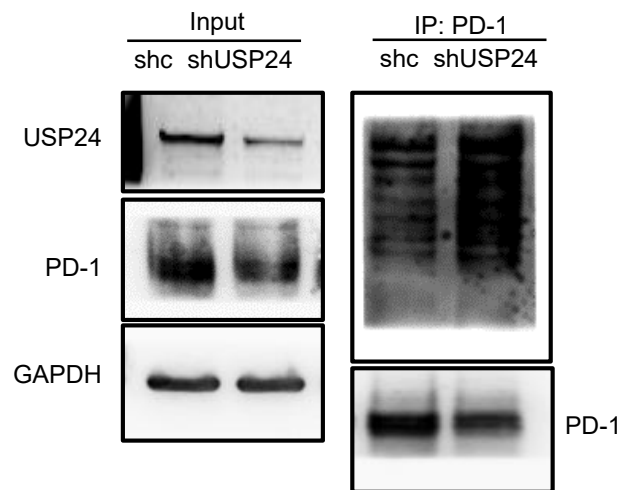

Fig. 3K

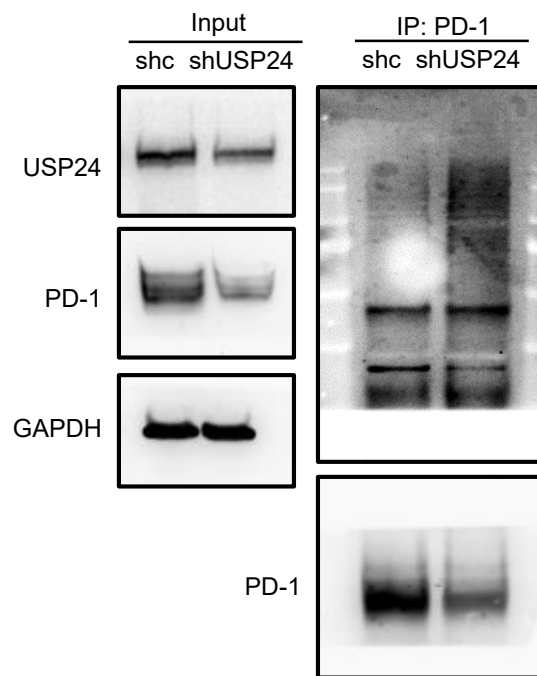

Fig. 3L

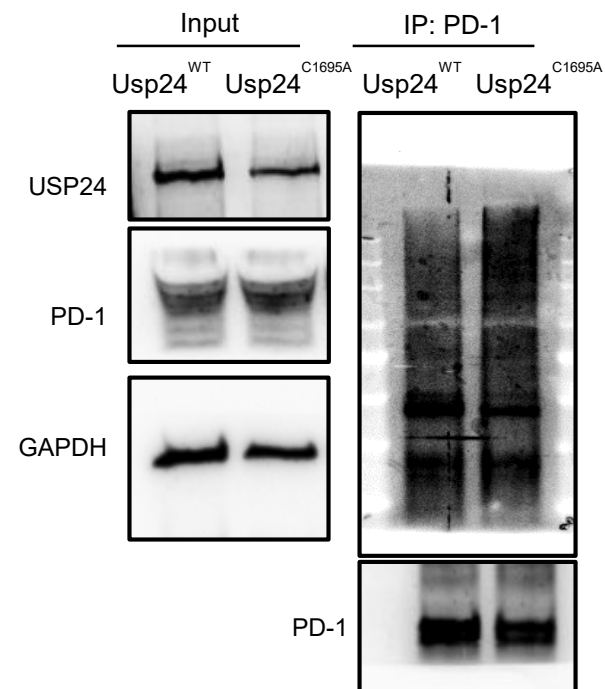

Fig. 4A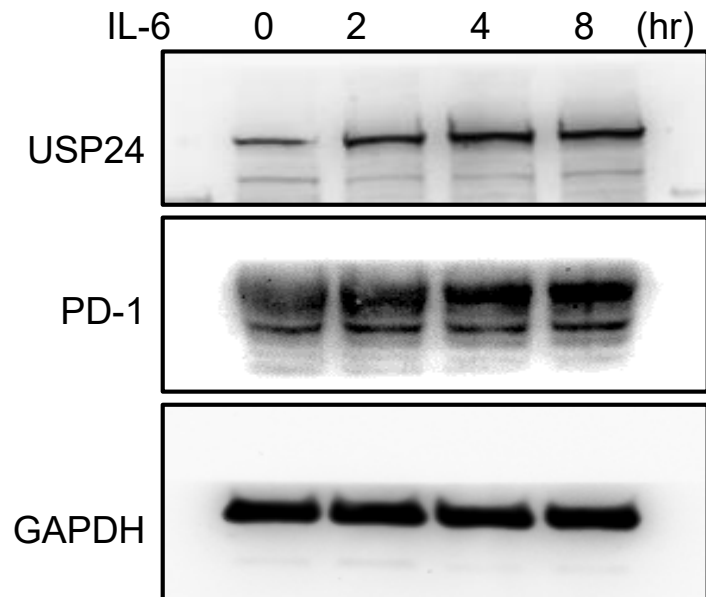**Fig. 4B**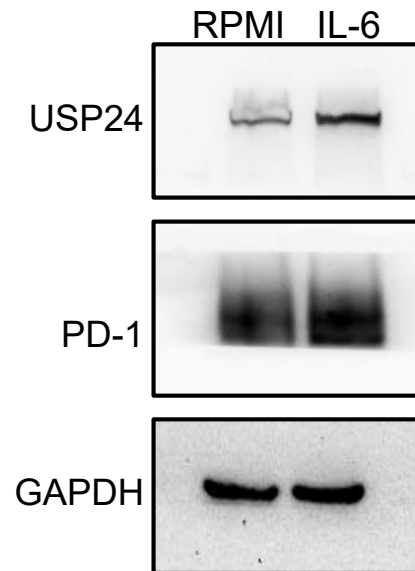**Fig. 4D**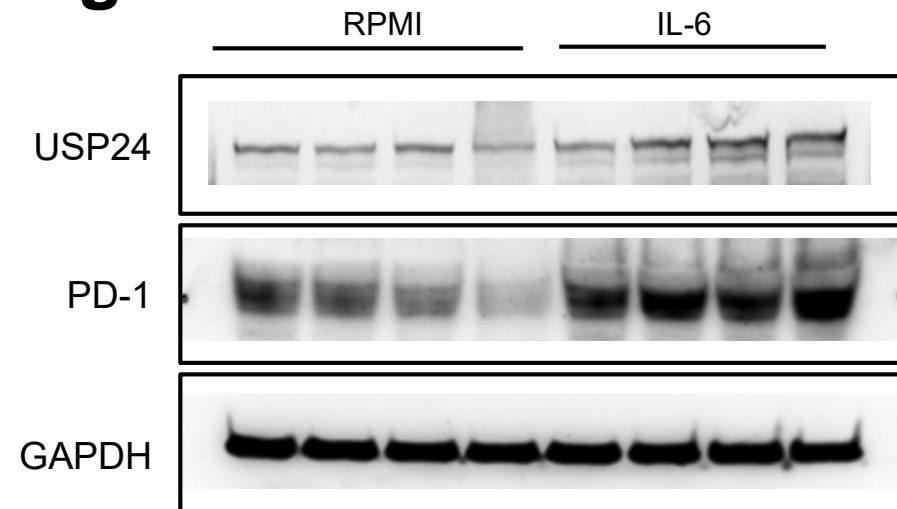**Fig. 4E**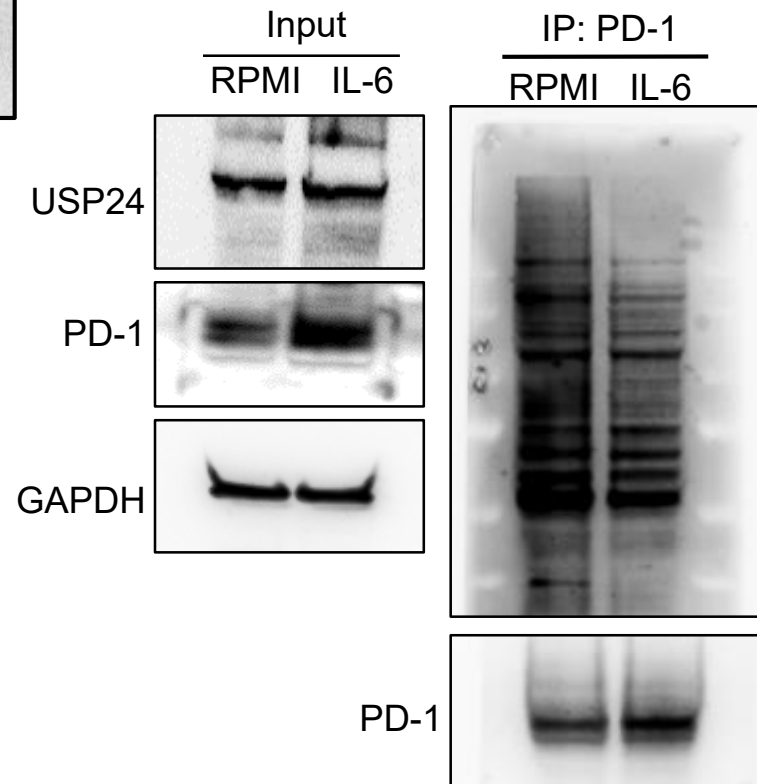

Fig. 5A

PBMC

USP24i-101   0   1   2   5   (μM)

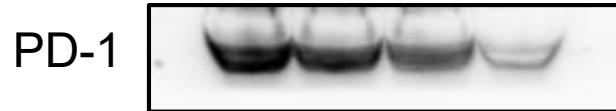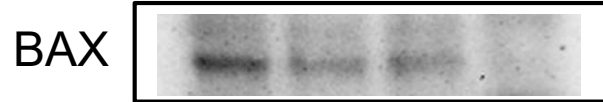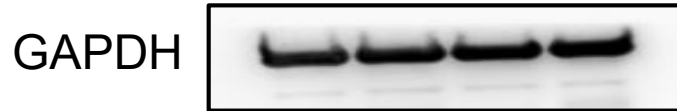

Jurkat T

USP24i-101   0   1   2   5   (μM)

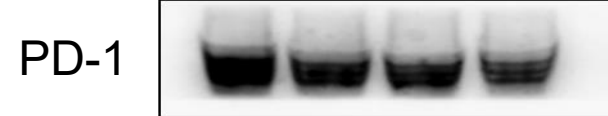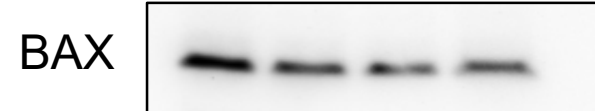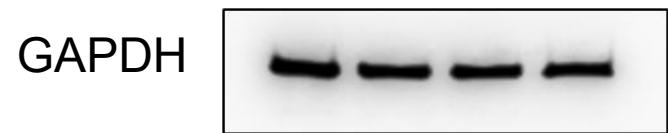

Mouse splenic CD8⁺T cells

USP24i-101   0   1   2   5   (μM)

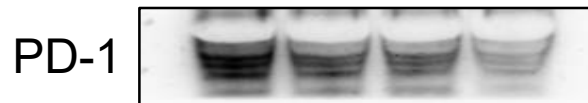Fig. 5B

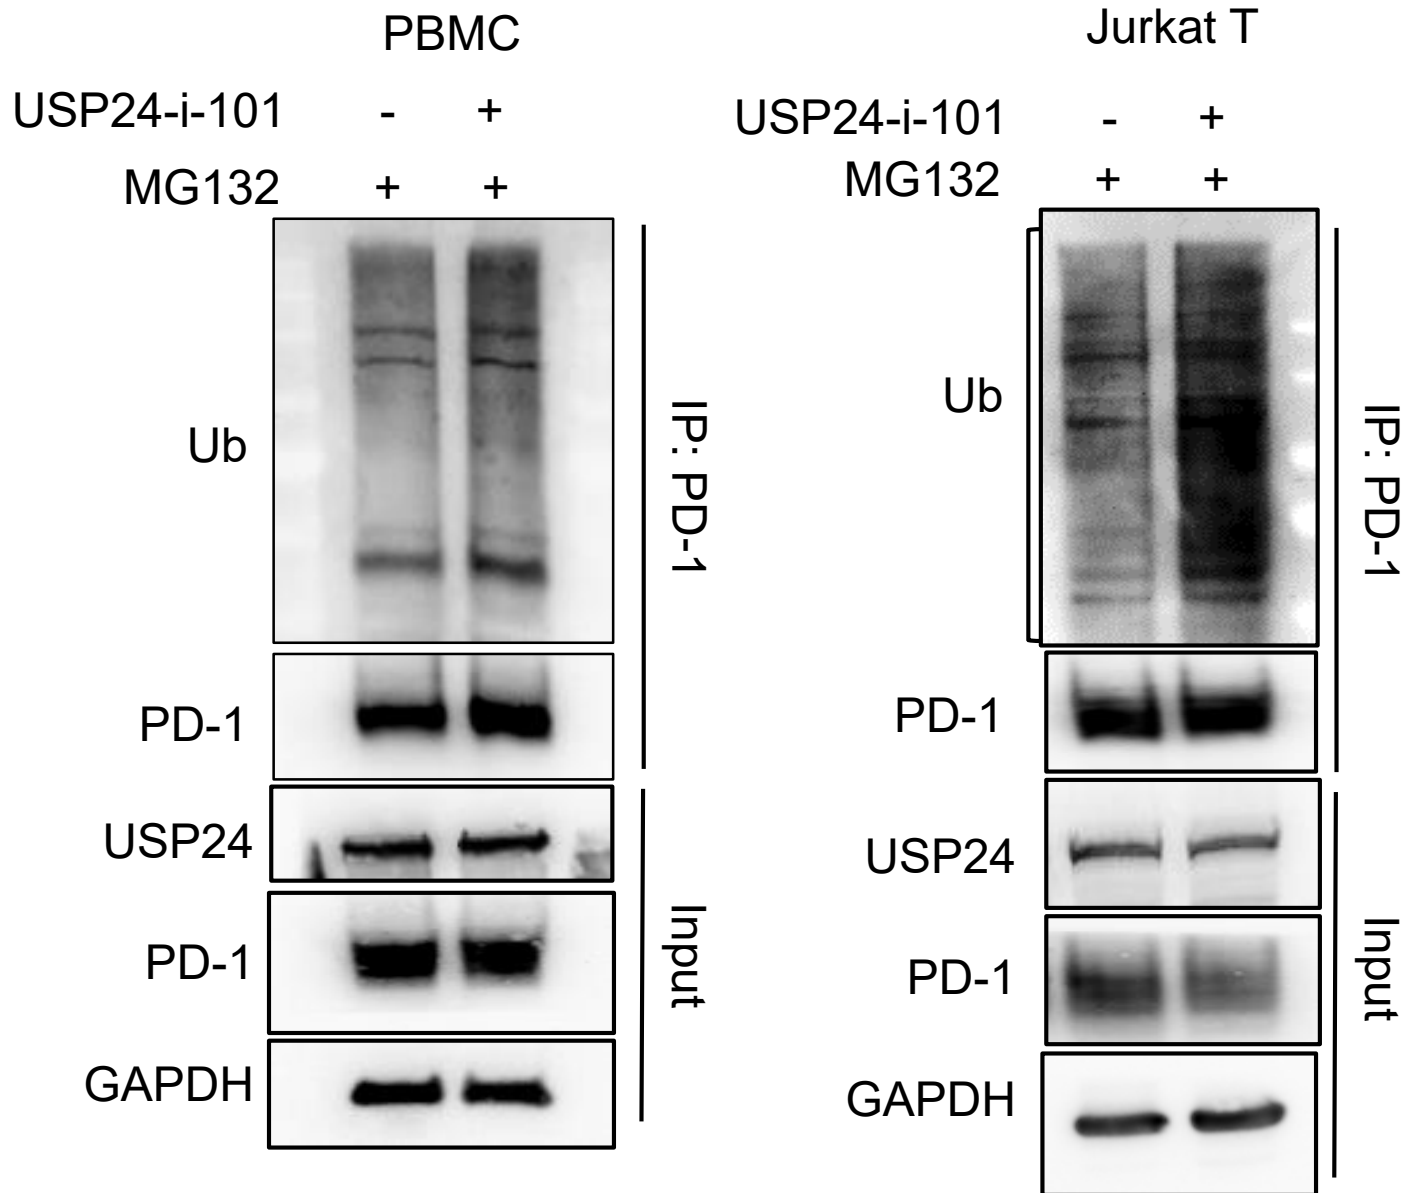

Fig. 5B Mouse splenic CD8⁺T cells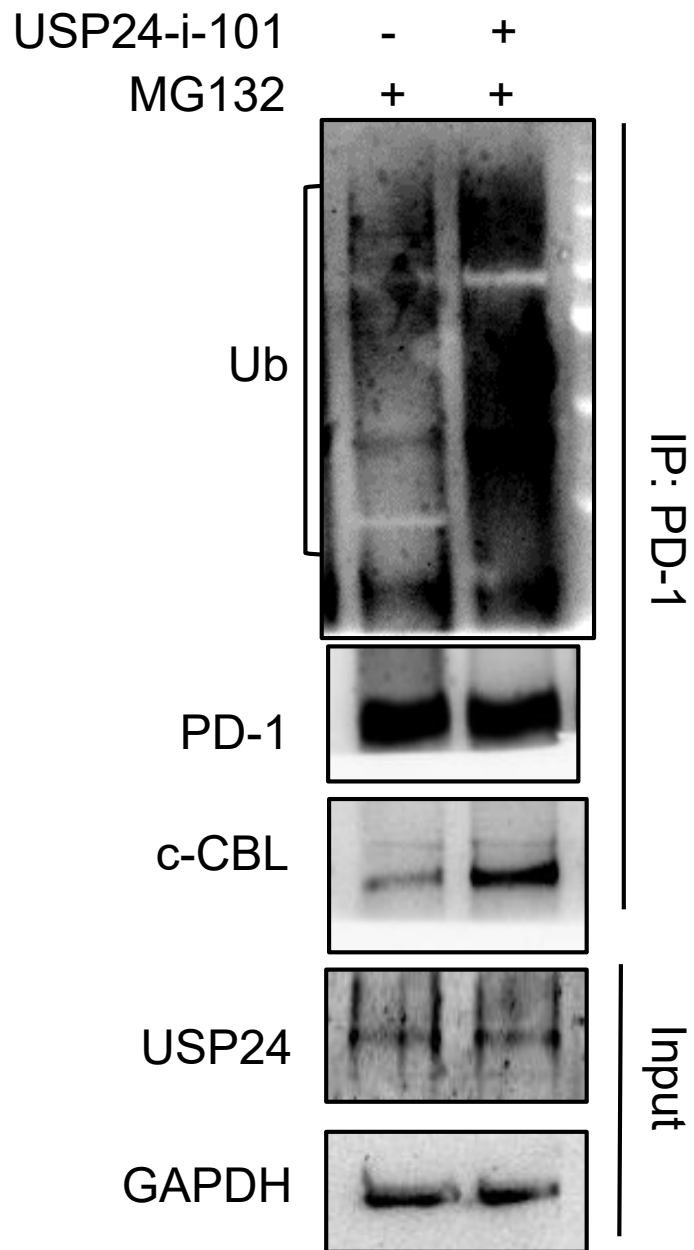**Fig. 5D**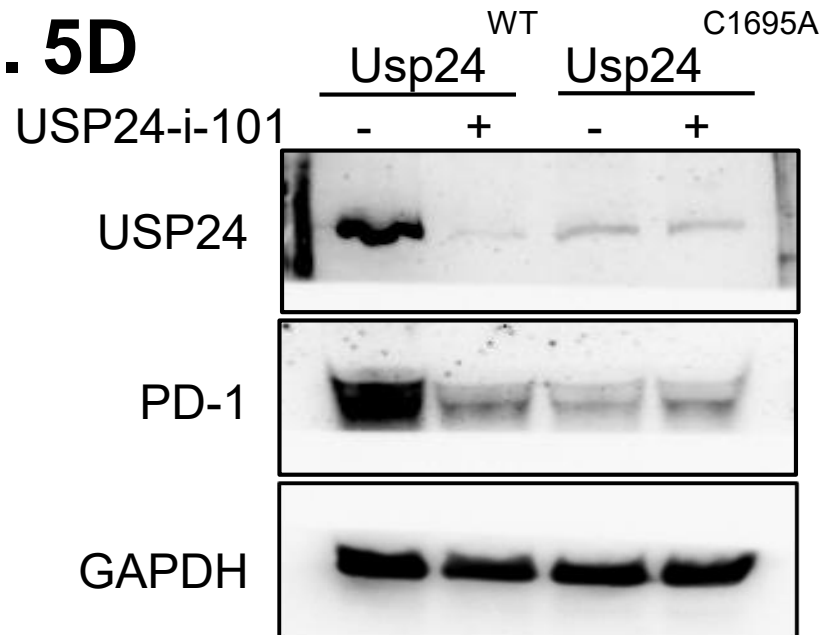**Fig. 5G**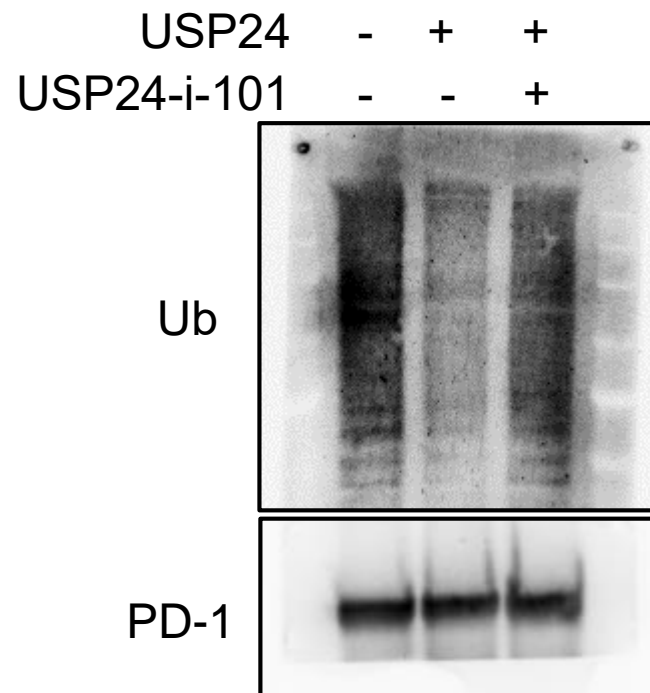

fig S2C

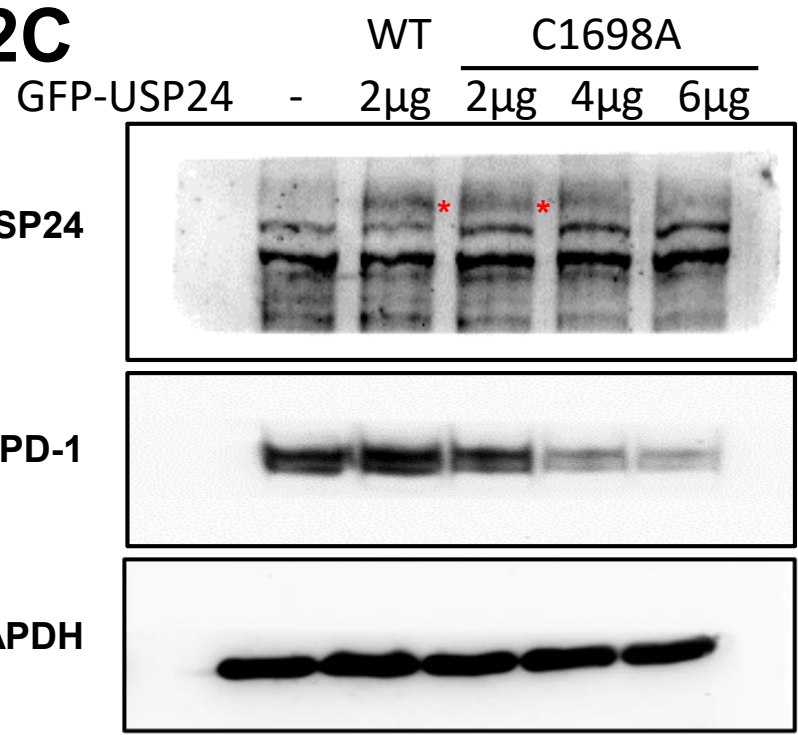

fig S2D

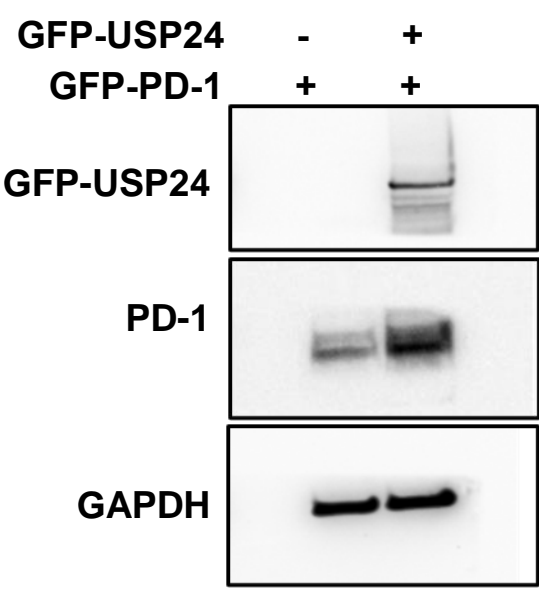

fig S2E

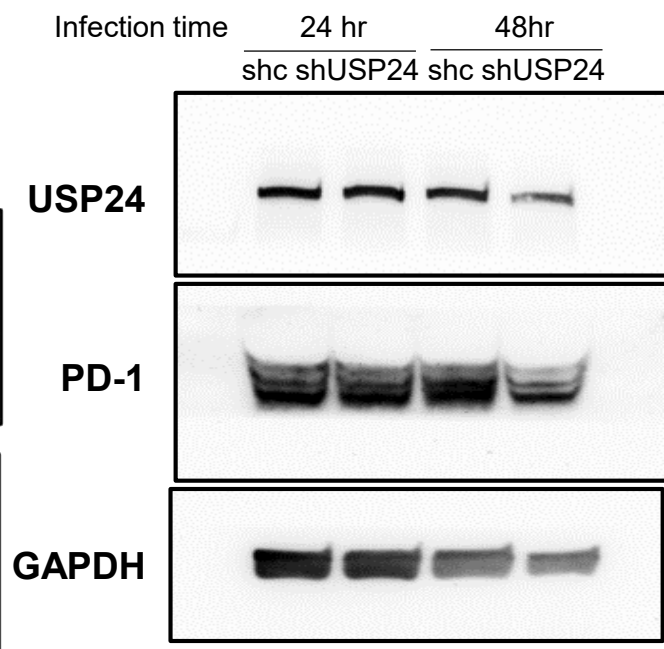

fig S2F

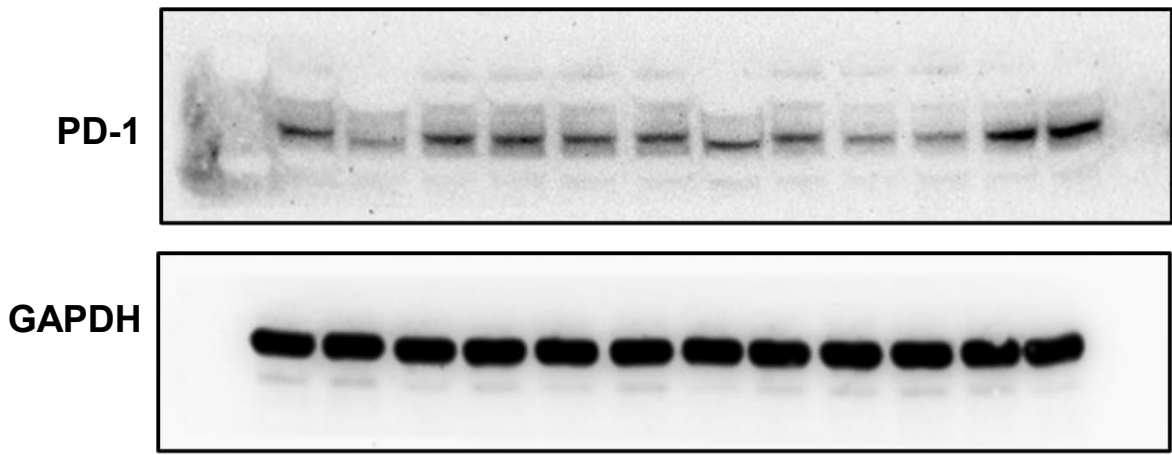

fig S2E

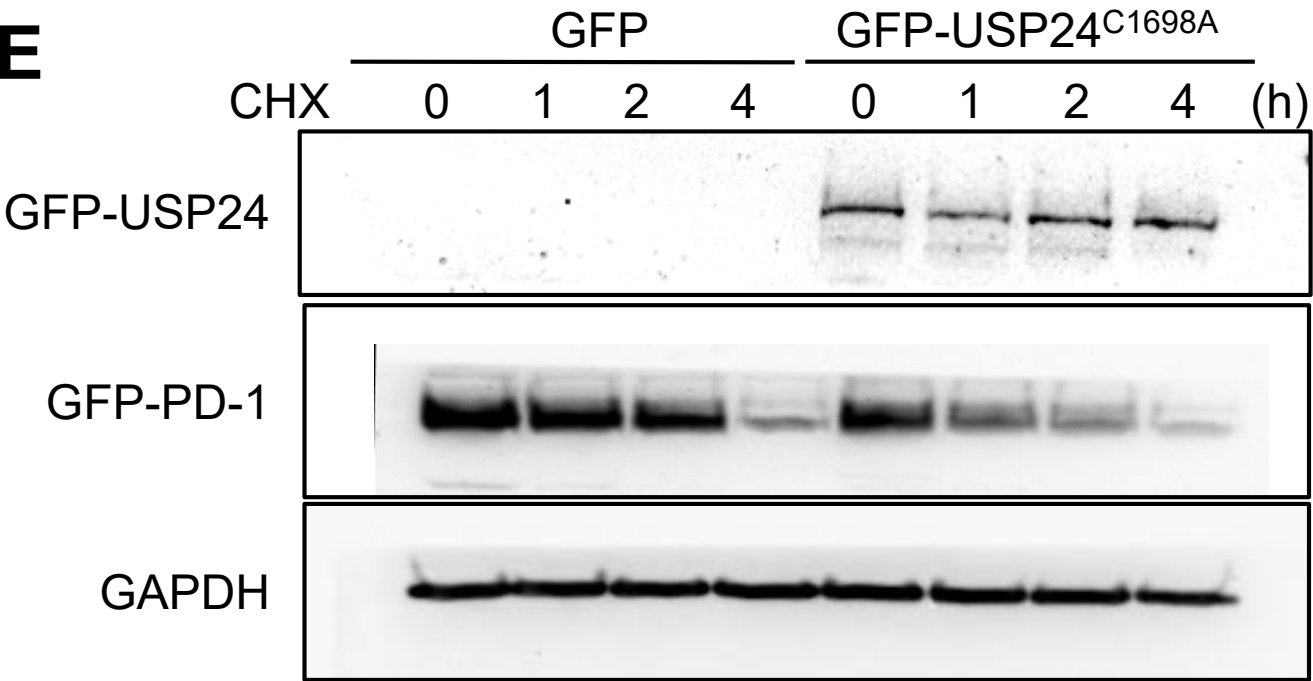

fig. S3A

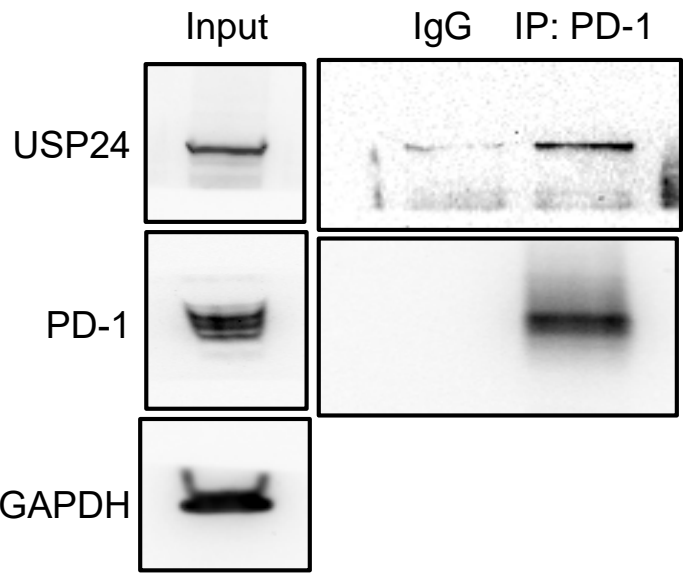

fig. S3B

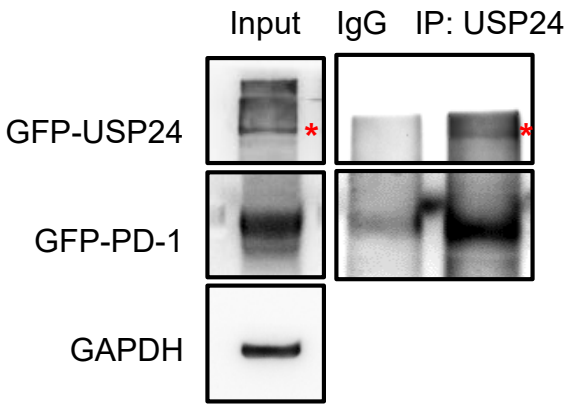

fig. S3C

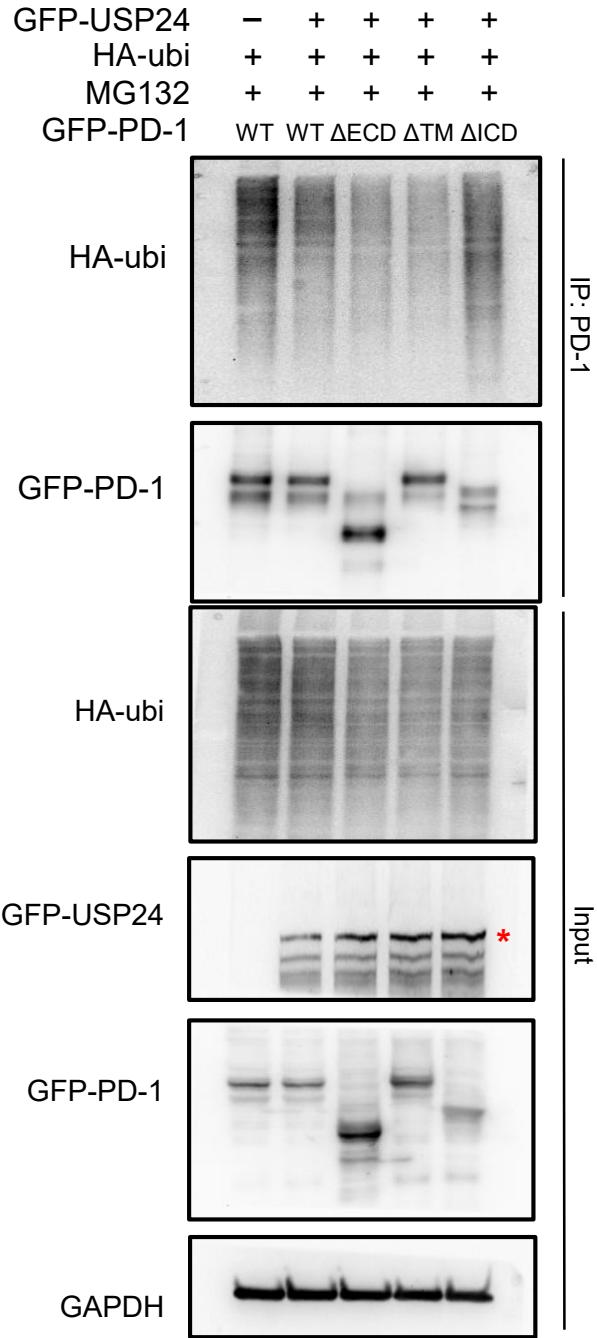

fig. S3D

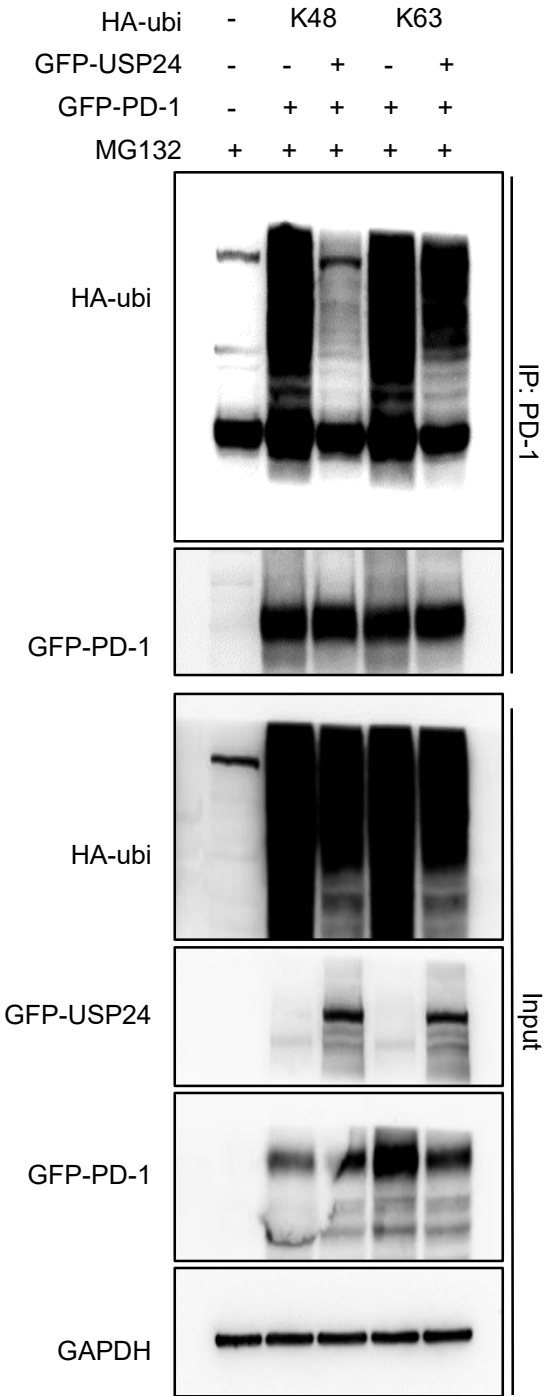

fig. S3E

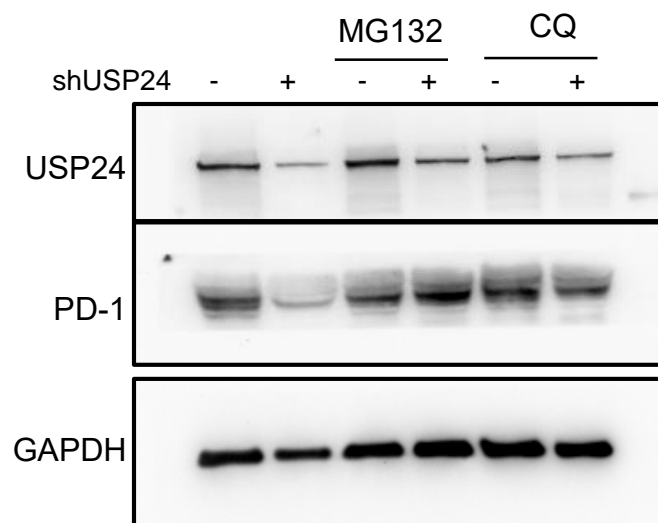

fig. S3F

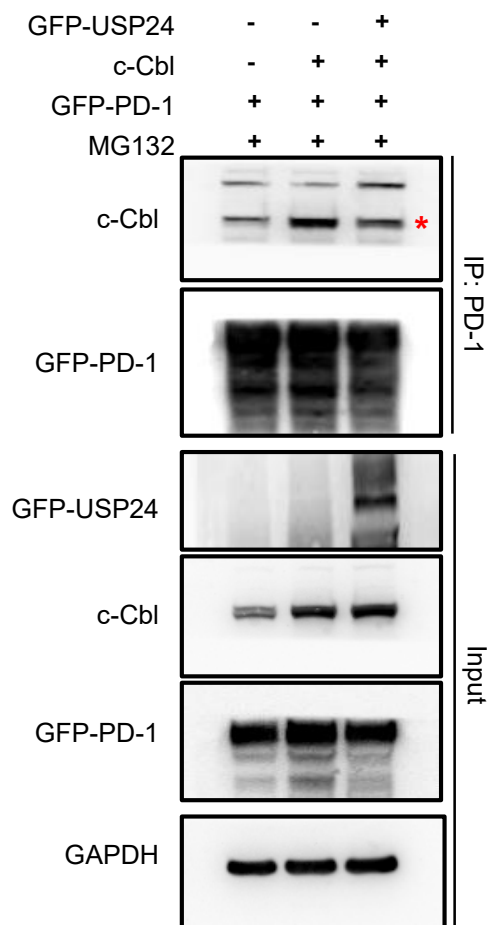

fig. S3G

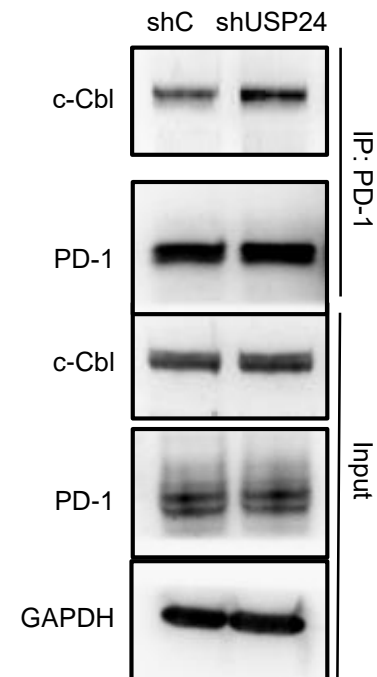

fig. S4A

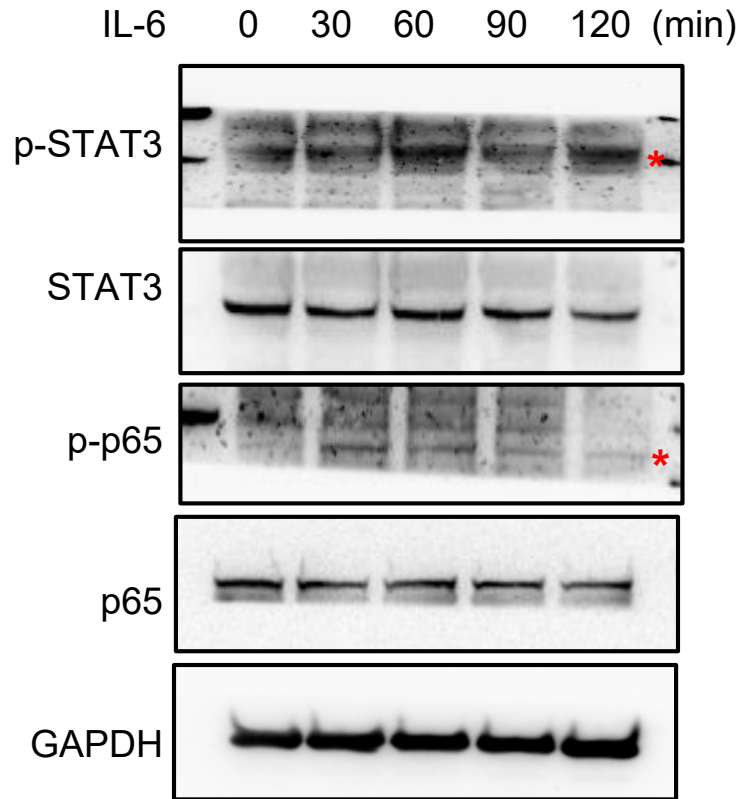

fig. S4D

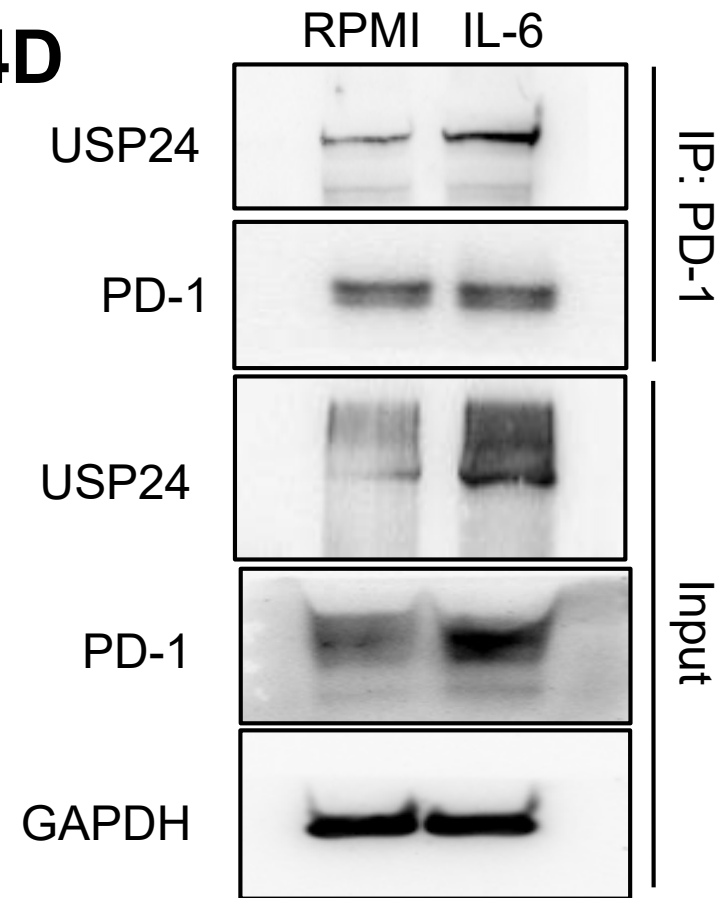

fig. S4E

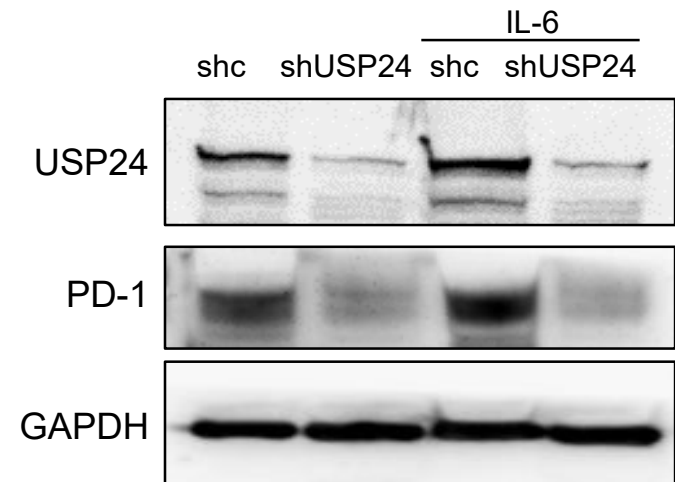

fig. S5B

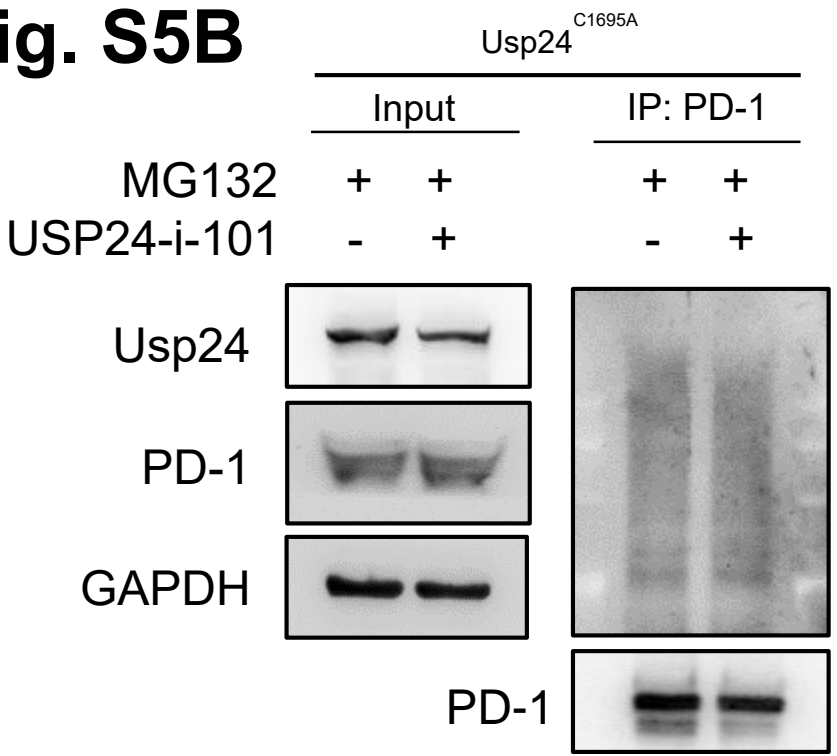

fig. S5C

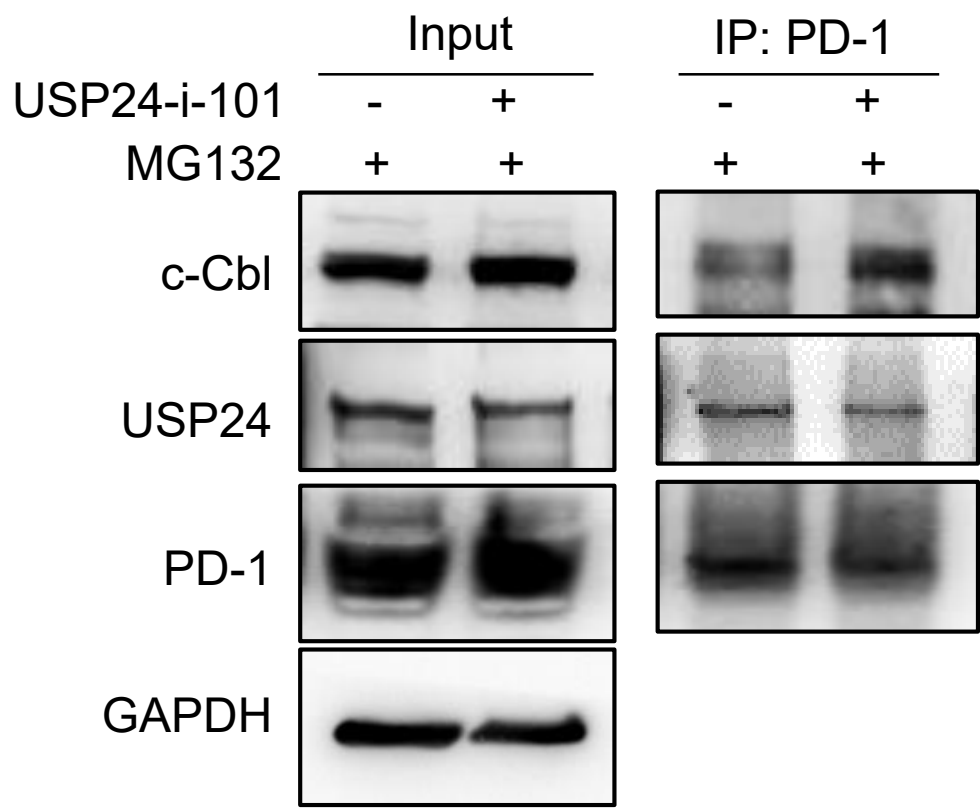

fig. S5I

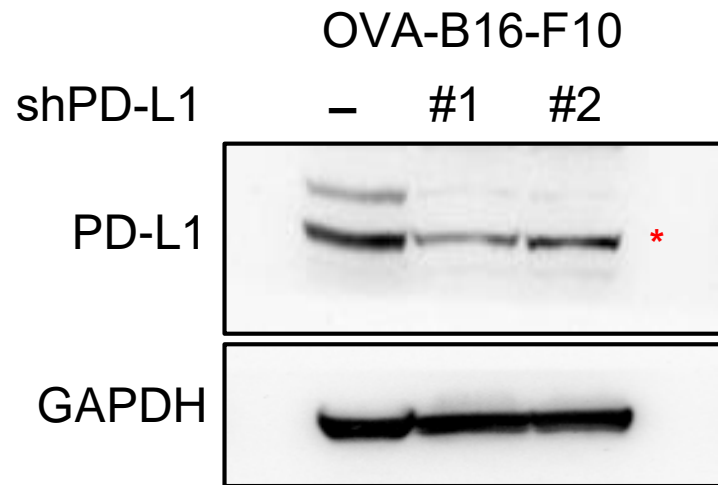

fig. S5O

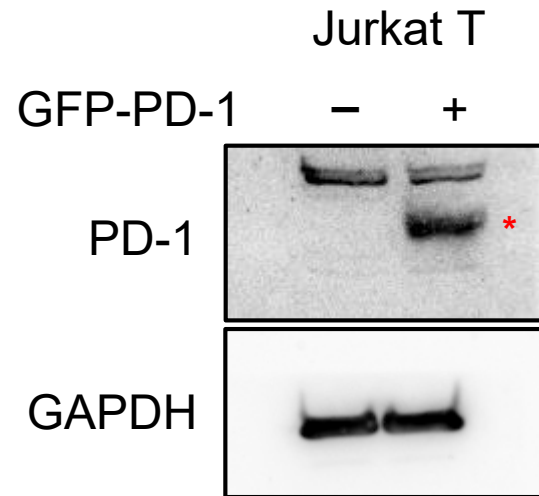

**Supplement:** Supplementary file 1 — Figs. S1 to S8 Tables S1 to S7 Data S1

How the deposited data were processed for this re-analysis (not part of the article)

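RNA from lung tumor specimens of 3 *Usp24 WT* mice (M1354, M1364 and M1370) and 3 *Usp24 C1695A* mice (M134, M145 and M164) was sequenced, with 1 library per mouse. The mice carried inducible *Egfr L858R* and were given doxycycline for 10 weeks at 0.5 g/liter. The labels give 3 μg of total RNA, 150-bp paired reads and no batch, date or sex.

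The authors deposited 1 table of signal values for 17987 genes, which are gene counts divided by 1 size factor per library. The submitters' processing notes name HISAT2 2.1.0 and mm39, and neither they nor the methods state the read counter, the annotation or the filter on genes; the methods refer for details to a previous report, which was not at hand and may state them. Every value of a library was a whole multiple of a single step within 1e-06, so whole reads were recovered; for *Usp24 C1695A* mouse M145 the step is so close to 1 that this rests on the residuals. The recovered reads were 12515628, 8950184 and 14650273 for *Usp24 WT* mice and 12337212, 12516561 and 7167000 for *Usp24 C1695A* mice. Every gene of the table has at least 5 reads in at least 2 libraries, so genes with fewer reads could not be examined. Of the genes, 223 had no symbol, 5 symbols were repeated and each was kept as its own gene, and 20 symbols that a spreadsheet had turned into dates were read through their gene identifiers.

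Genes with a value of at least 10 in at least 3 of the 6 libraries (16640) were tested with limma-trend on log2(value + 1), with no covariate, and a Benjamini-Hochberg adjusted p under 0.05 as the threshold. The methods of the paper name the DESeq package and an adjusted P under 0.05, without the procedure of adjustment. Fold changes are differences of the group means on that scale, so those of genes with few counts are drawn toward 0. The recovered reads were also tested with edgeR quasi-likelihood and with DESeq2. Genes that DESeq2 left without a p (63) were not counted. Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and figures were drawn with Python 3.11.15, matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6.

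Gene lists (52, of pathways, cell type markers, genes the paper names and checks of RNA quality) were written from textbook knowledge and from the pathways the paper names, before the data were examined. They hold 857 genes, of which 720 are in the table. Gene Ontology and MSigDB sets were not at hand, so these lists stand in for the terms the paper used. Lists with at least 5 tested members (44) were tested with camera at a preset correlation of 0.01, with p adjusted over the lists, and again with an estimated correlation. The preset takes the members of a list as almost independent, which members that mark a single cell type are not. The p with an estimated correlation therefore stands beside each call of the main test. It was not computed for camera calls under an alternative or without a mouse, which rest on the preset alone. Means of each list per library were compared with an exact permutation test, which for 3 against 3 cannot go below 0.1. Members of lists among called genes were counted with Fisher's exact test, which takes genes as independent and does not measure the spread between mice. Reactome sets of 10 to 300 tested genes (848), shipped with fgsea and matched by gene symbol (6998 of 7111 identifiers had a symbol), were tested with camera, and those named in the text were chosen after their results were seen.

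The genes named in the text come from a rule written before the data were examined: the genes the paper names, the 10 higher and 10 lower genes that passed the threshold with the largest change (where fewer passed, those with the lowest p), and up to 4 members of each list with the lowest p. The text names a part of these genes, picked after their values were known. *Adipoq*, *Myl1*, *Spred1*, *Etv4*, *Ighm* and *Glycam1* fall outside the rule and were also chosen after their values were seen.

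The tests were run on simulated data with 100 changed genes at each size. With the spread typical of a gene's expression level in these mice, limma-trend called 22 of 100 genes changed 2-fold and 86 of 100 changed 4-fold. There were 5 false calls among 16283 genes. With a lower spread it called 100 of 100 at 2-fold and 100 of 100 at 4-fold, with 8 false calls among 16433 genes. The changed genes were drawn from those with higher means. A simulated list raised 1.5-fold ranked 1 of 43 by camera, and 0 lists that share no gene with it passed. Each simulated gene had the spread typical of its level, and no simulated mouse differed as a whole, as mouse M164 did. The shares called are thus no measure of power for genes that varied more between the mice. The simulated genes varied independently of each other. The simulation therefore says nothing of false calls among lists whose members vary together.

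Alternatives fixed before the data were examined changed the pseudocount, the filter, the normalization, the variance model, the test, the threshold, the set test and the membership of lists, left out each mouse in turn, and took the mean of muscle genes as a covariate. A filter on the mean, the means of Y-linked and of adipose genes as covariates, DESeq2 on every gene of the table, and the counts of lists among genes called by DESeq2 were added after the values were seen. The mice carry no numbers that pair them. No genome or annotation was needed beyond gene names.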

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

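All tests of explanations in this part were chosen after the results were seen.

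In 9 gene lists outside those of T cells, which the paper discusses, the highest *Usp24 C1695A* mouse lay more than 2 log2 units above the highest *Usp24 WT* mouse; the T cell list (7.55 in mouse M145, against 5.10) and the CD8 T cell list (6.62 in mouse M145, against 3.89) did so too. On the log2 scale of the list means the 9 were B cells (10.32 in mouse M145, against 5.50 in the highest *Usp24 WT* mouse) and lymph node and follicle stroma (9.23 in mouse M145, against 6.83). In mouse M164 they were skeletal muscle (12.03, against 2.44), mitochondrial transcripts (11.91, against 9.22), adipose tissue (10.98, against 7.08), the striated muscle sarcomere (10.83, against 5.16), smooth muscle (9.56, against 7.25), heart muscle (9.42, against 4.84) and mesothelium (8.94, against 6.92).

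In *Usp24 C1695A* mice M145 and M164, T cell and B cell genes were high together: 33 of 35 members of the 2 lists had their 2 highest values in these mice. An effect of the genotype in every *Usp24 C1695A* mouse stays open: mouse M134 lay above all *Usp24 WT* mice in 14.3% of the members, where chance gives 25%, but the pattern was named after this mouse was seen to be low, and a single mouse excludes nothing. Fat with lymphoid tissue from beside the lung may have been part of the specimens, since 9 of 13 adipose members had their 2 highest values in the same mice (1 in 15 by chance). These members are not independent, and mouse M164 had the highest value in 5263 of 17987 genes. The adipose mean was higher in mouse M164 (10.98, against 7.76 in mouse M145), whereas B cell (9.66, against 10.32) and T cell means (6.15, against 7.55) were higher in mouse M145. Lymph node tissue could not be told apart from lymphoid follicles inside the tumor: *Glycam1*, made by high endothelial venules, was at 27.7 normalized counts in mouse M164, at 235 in mouse M145 and at 0 in the other mice, between the levels set for and against it. More lymphocytes in the tumors of 2 of the 3 *Usp24 C1695A* mice stays open as well, since the specimens were not tested for where these cells lay.

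In *Usp24 C1695A* mouse M164, every measured skeletal muscle gene was at least 77.6 times as high as in any other mouse. Skeletal muscle tissue in that specimen would give such values, but the ratio restates the pattern that prompted it and is no separate support. Mice M134 and M145 reached at most 0.0129 of the value of mouse M164, which is the same measurement and no separate test. For these genes it argues against an effect of that size in every *Usp24 C1695A* mouse. A smaller effect of the genotype stays open, since the list means of mice M134 and M145 were 2.63 and 4.04, against at most 2.44 in *Usp24 WT* mice. The heart muscle genes, higher in all 3 *Usp24 C1695A* mice, were not part of this test.

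EGFR signaling output was lower in all 3 *Usp24 C1695A* mice. The paper reports fewer tumor nodules and a smaller tumor area in *Usp24 C1695A* mice, and the share of tumor cells in these specimens is not known. A smaller share of alveolar type 2-like cells could lower these genes and the alveolar type 2 genes together. The EGFR mean minus the alveolar type 2 mean was -4.80, -4.82 and -3.83 in *Usp24 C1695A* mice M134, M145 and M164 and -4.74, -4.52 and -4.70 in *Usp24 WT* mice, so 1 of the 3 *Usp24 C1695A* mice was within or above the *Usp24 WT* range and this explanation and an effect of the genotype cannot be told apart. With the mean of Y-linked genes as a covariate, which ended the calls of 5 other lists, the EGFR list still passed as lower (adjusted p = 6.6e-05, median -0.52) and the genotype difference of its mean was -0.51 (SE 0.22, 95% confidence interval -1.21 to 0.20) against -0.57 (SE 0.14) without it; the sex of the mice stays open, since this rests on *Usp24 WT* mouse M1354 (EGFR mean 9.98, against 9.57, 9.63 and 9.24 in the *Usp24 C1695A* mice), the single *Usp24 WT* mouse with Y-linked transcripts.

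The 6 mice can be split 3 against 3 in 10 ways, too few for a share under 0.05. For genes past the limma-trend threshold the real split gave 0 (922 at an unadjusted p under 0.05; edgeR 0, DESeq2 36) and the highest other split 1; every split reaches a count of 0, so this comparison says nothing. For gene lists past the camera threshold the real split gave 22 and the highest other 26, and 5 of the 10 gave as many as the real one. For genes with an unadjusted p under 0.05 the real split gave 922 and the highest other 2317, and 4 of the 10 gave as many. A count that far above the real one, for mice M1354, M1370 and M134 against mice M1364, M145 and M164, points to a structure of the samples, which was not tested.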

How the results depend on the processing

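Alternatives with a muscle covariate, a change of scaling, filter, variance model or test were fixed before the data were examined; the filter on the mean, the Y-linked and adipose covariates, DESeq2 on every gene and the lists among DESeq2 genes were added after the results were seen. The cause was not tested except where the construction shows it. No paired analysis was possible because the mice of the 2 genotypes share no replicate numbers. Depth, 7167000 reads in the smallest library, limits what can be said of genes with few reads, *Pdcd1*, *Lag3* and *Gzmb* among them.

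Genes: limma-trend called 0 higher and 0 lower genes (922 at an unadjusted p under 0.05; edgeR 0), and DESeq2 called 30 higher and 6 lower, or 70 and 7 on every gene. An unadjusted p under 0.05 with an absolute log2 fold change of at least 1 gave 300 higher and 117 lower. Leaving out each mouse gave 0 to 39 higher and 0 to 0 lower. Of the genes under the naming rule, DESeq2 called 13, or 20 on every gene, and limma-trend 0 to 5 without each mouse. Lists among called genes numbered 9 at an unadjusted p under 0.05, 1 for DESeq2 calls and 0 to 2 without each mouse.

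Of 989 list values under the alternatives, 803 kept their direction and their side of the threshold, 87 no longer passed, 26 passed only there and 73 turned in direction. T cells, B cells, dendritic cells, T cell differentiation, EGFR signaling output and heart muscle kept both under every alternative run for them except an estimated correlation and fry, under which 0 lists passed (T cells have too few members of no other list for that setting); without each mouse in turn 17 to 26 lists passed.

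List tests: 0 lists passed with an estimated correlation and 0 with fry, against 22 with camera at the preset. The adjusted p was 0.644 and 0.665 for T cell receptor signaling, 0.644 and 0.665 for positive regulation of T cell activation, 0.568 and 0.588 for T cell differentiation, and 0.568 and 0.588 for the sarcomere. Over members of no other list it was 0.144 for T cell receptor signaling and, now past the threshold, 0.00457 for the innate list, which also passed with a stricter filter (0.00406) and quantile normalization (0.0390).

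Other calls ended, with these adjusted p and medians. Y-linked covariate: interferon-stimulated genes 0.704 (0.08), ciliated cells 0.372 (0.21), club cells 0.235 (0.35), ribosomal proteins 0.227 (0.09), nerve and glia 0.0778 (1.17). Adipose covariate: adipose, here adjusted for its own mean, 0.557 (0.17), macrophages 0.442 (-0.20), cytotoxic molecules 0.362 (0.18), nerve and glia 0.264 (0.25), ciliated cells 0.124 (0.19), alveolar type 2 cells 0.110 (-0.23), mitochondrial transcripts 0.110 (0.39). Muscle covariate: nerve and glia 0.922 (-0.15), club cells 0.485 (0.32), cytotoxic molecules 0.437 (0.41). Array weights: ciliated cells 0.681 (0.17), nerve and glia 0.258 (0.63), smooth muscle 0.226 (0.44), macrophages 0.0810 (-0.43), adipose 0.0611 (0.63), cytotoxic molecules 0.0534 (0.51). Quantile normalization: cytotoxic molecules 0.0570 (0.52), CD4 and regulatory T cells 0.0504 (0.56). Fgsea on the log2 fold change: USP family 0.251, ribosomal proteins 0.121. Other lists passed: proliferation, as lower, with array weights (0.00284); blood endothelium and immediate early genes, as higher, with the Y-linked covariate (0.0372 for each); lymph node stroma with no filter (0.0134), the filter on the mean (0.0114) and fgsea on the log2 fold change (0.0196); fibroblasts with quantile normalization (0.0488) and that fgsea (0.0152); and plasma cells (0.00257) and, as lower, neutrophils (0.0346) with that fgsea.

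Heart muscle and sarcomere means were higher in every *Usp24 C1695A* mouse than in any *Usp24 WT* mouse. The muscle covariate therefore takes up part of the genotype difference, and turns under it cannot tell tissue from genotype. Direction turned, with these adjusted p. Muscle covariate (which holds the sarcomere genes themselves): MHC class II 2.3e-05, fibroblasts 2.5e-04, smooth muscle 3.2e-04, mesothelium 3.2e-04, blood endothelium 0.00369, immediate early genes 0.0390, red blood cells 0.0400, adipose 0.0564, lymphangiogenesis 0.0639, NK cells 0.0975, sarcomere 0.115, alveolar type 1 cells 0.515, alveolar type 2 cells 0.530, macrophages 0.530, lymphatic endothelium 0.598, ciliated cells 0.702, IL-6/STAT3 and NF-κB 0.814, Paper genes 0.845, mitochondrial transcripts 0.862. Adipose covariate: fibroblasts 0.0363, blood endothelium 0.0673, mesothelium 0.112, lymphangiogenesis 0.157, MHC class II 0.277, red blood cells 0.277, immediate early genes 0.311, alveolar type 1 cells 0.396, NK cells 0.442, smooth muscle 0.458, inhibitory receptors 0.826. Y-linked covariate: neutrophils 0.295, Paper genes 0.490, mesothelium 0.611, red blood cells 0.784. Array weights: lymphatic endothelium 0.311, MHC class II 0.584, immediate early genes 0.669, Paper genes 0.803, IL-6/STAT3 and NF-κB 0.807, mesothelium 0.887, histones 0.907. Quantile normalization: Paper genes 0.530, alveolar type 1 cells 0.824. Stricter filter: inhibitory receptors 0.640, proliferation 0.983. Fgsea on the log2 fold change: Paper genes 0.0284, innate list 0.443, MHC class II 0.602, lymphatic endothelium 0.756; on the moderated statistic: Paper genes 0.335. Members of no other list: inhibitory receptors 0.0267, immediate early genes 0.946.

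Without each mouse in turn the adjusted p ran from 1.6e-08 to 0.615 for T cell receptor signaling, 9.0e-05 to 0.812 for positive regulation of T cell activation, 0.0100 to 0.597 for the innate list, 0.116 to 0.983 for lymphangiogenesis, 0.0572 to 0.968 for alveolar type 1 cells, 0.115 to 0.983 for blood endothelium, 0.0177 to 0.454 for fibroblasts, 0.0471 to 0.943 for immediate early genes, 0.492 to 0.973 for inhibitory receptors, 0.152 to 0.915 for lymphatic endothelium, 0.221 to 0.902 for MHC class I, 0.00197 to 0.418 for MHC class II, 0.0258 to 0.730 for mesothelium, 0.386 to 0.752 for Paper genes and 0.0468 to 0.669 for proliferation.

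Named genes whose log2 fold change turned, none of them past the threshold: *Usp24* 0.0023 and *Foxp3* -0.047 with quantile normalization, *Foxp3* -0.26 with the adipose covariate, *Uty* -0.27 with the Y-linked covariate, *Mki67* -0.18 with array weights. Without each mouse in turn *Foxp3* ran from -0.060 to 0.75.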

Differences from the paper's values

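DESeq2 on every gene, the lists among DESeq2 genes and the Reactome sets were chosen after the results were seen. The paper's text states no number for a measure computed here. The lists were written by hand and tested with camera, and are not the sets that the paper tested by GSEA. The directions below are therefore not compared like with like.

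The paper places its immune response gene set as higher in *Usp24 C1695A* tumors. The innate and complement list, which covers a part of immunity, had a median log2 fold change of -0.23 (camera adjusted p = 0.0677). Fgsea on the log2 fold change placed this list as higher, with an adjusted p of 0.443. The lists of lymphocytes had positive values, with a median of 1.22 for T cells (camera adjusted p = 6.3e-08; adjusted p = 0.568 with an estimated correlation) and of 3.14 for B cells (1.4e-09; adjusted p = 0.568 with an estimated correlation).

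The paper places lymphangiogenesis as higher, and the list had 14 of 27 members with a positive log2 fold change (median 0.02, camera adjusted p = 0.461). No setting that was run called it as higher. For lymph node development, the list of lymph node and follicle stroma had a median of 1.00 (adjusted p = 0.134) and passed without *Usp24 C1695A* mouse M134 (adjusted p = 0.00132) or M164 (adjusted p = 0.0474), with no filter (0.0134), with fgsea on the log2 fold change (0.0196) and with the filter on the mean, which was chosen after the values were seen (0.0114). That list shares *Cr2* with the B cell list, and too few of its members belong to no other list for camera.

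The paper draws its enriched processes from genes called between the genotypes with the DESeq package, and limma-trend called 0 genes (922 at an unadjusted p under 0.05; edgeR 0). DESeq2 on recovered reads, the closest to the paper's test of those run and fixed before the data were examined, called 30 higher and 6 lower genes, and DESeq2 on every gene 70 and 7. Limma-trend called 39 higher genes without *Usp24 C1695A* mouse M134 and 5 without *Usp24 WT* mouse M1354. For positive regulation of T cell activation and T cell differentiation the direction was that of the paper, with medians of 0.45 and 0.69. The paper's text names no set of T cell receptor signaling. That list had a median of 0.59, while the Reactome set of T cell receptor signaling had a median of -0.06 (adjusted p = 0.979).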

Other observations

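No test of an explanation was run in this part, and the Y-linked and adipose covariates were chosen after the results were seen.

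Genes of the USP family of deubiquitinases had mostly negative log2 fold changes in *Usp24 C1695A* tumors (7 of 39 positive, median -0.17, camera adjusted p = 4.9e-04, and 0.568 with an estimated correlation). The list means of the genotypes overlapped, at 9.58, 9.35 and 9.62 in *Usp24 WT* mice and 9.40, 9.32 and 9.38 in *Usp24 C1695A* mice (exact permutation p = 0.3). The median was -0.26 without *Usp24 WT* mouse M1364, and the call ended by fgsea on the log2 fold change (adjusted p = 0.251). IL-6/STAT3 and NF-κB genes had a median of -0.12 (9 of 28 positive, camera adjusted p = 0.219), and *Il6*, the cytokine itself (log2 fold change -0.87, SE 0.35), and *Stat3*, its transcription factor (-0.61, SE 0.23), were lower in every *Usp24 C1695A* mouse. At an unadjusted limma p under 0.05 the list had 2 higher and 4 lower members, and *Il6ra*, the receptor of IL-6, was among the higher (0.65, SE 0.27). Ligases and other proteins that set PD-1 stability had a median of -0.20 (3 of 10 positive, camera adjusted p = 0.301). The genes the paper names had a median of -0.12 and a mean of 0.21, and camera placed them as lower (adjusted p = 0.861). *Mrc1*, the mannose receptor of macrophages, had a log2 fold change of -0.78 (SE 0.35), and *Foxp3*, the transcription factor of regulatory T cells, of 0.21 (SE 0.58).

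Alveolar and tumor-associated macrophage genes had mostly negative log2 fold changes (5 of 18 positive, median -0.70, camera adjusted p = 0.0118, and 0.568 with an estimated correlation). Their means overlapped, at 9.37, 9.20 and 9.50 in *Usp24 WT* mice and 9.21, 9.30 and 8.66 in *Usp24 C1695A* mice (exact permutation p = 0.3). The macrophage call ended without mouse M164 (adjusted p = 0.113, median -0.30), with array weights (adjusted p = 0.0810, median -0.43) and with an adipose covariate (adjusted p = 0.442, median -0.20). It turned in direction with a muscle covariate (adjusted p = 0.530, median 0.12). Club cell genes had positive log2 fold changes (11 of 11, median 0.77, camera adjusted p = 2.6e-05, and 0.568 with an estimated correlation). Their means overlapped, at 10.03, 9.02 and 8.35 in *Usp24 WT* mice and 10.07, 9.49 and 10.93 in *Usp24 C1695A* mice (exact permutation p = 0.2). The median was 0.50 without *Usp24 WT* mouse M1370 and 0.49 without mouse M164. The club cell call ended with a muscle covariate (adjusted p = 0.485, median 0.32) and a Y-linked covariate (adjusted p = 0.235, median 0.35). *Scgb1a1*, the club cell secretory protein whose promoter drives rtTA in these mice, had a log2 fold change of 0.93 (SE 0.41). Ciliated cell genes had positive log2 fold changes (11 of 11, median 0.42, camera adjusted p = 0.00211, and 0.583 with an estimated correlation). Their means overlapped, at 7.07, 6.83 and 6.38 in *Usp24 WT* mice and 7.26, 6.66 and 7.84 in *Usp24 C1695A* mice (exact permutation p = 0.3). The ciliated cell call ended without mouse M164 (adjusted p = 0.113, median 0.16) and with array weights (adjusted p = 0.681, median 0.17). It also ended with a Y-linked covariate (adjusted p = 0.372, median 0.21) or an adipose covariate (adjusted p = 0.124, median 0.19). It turned in direction with a muscle covariate (adjusted p = 0.702, median -0.19), and the median was 0.80 without mouse M145. Nerve and glia genes had a median of 1.26 (5 of 6 positive, camera adjusted p = 0.0318; adjusted p = 0.568 with an estimated correlation), and the call ended without *Usp24 WT* mouse M1364 (adjusted p = 0.124, median 1.38) or *Usp24 C1695A* mouse M164 (adjusted p = 0.159, median 0.42) and with array weights (adjusted p = 0.258, median 0.63), a muscle covariate (adjusted p = 0.922, median -0.15), a Y-linked covariate (adjusted p = 0.0778, median 1.17) or an adipose covariate (adjusted p = 0.264, median 0.25). Ribosomal protein genes had a median of 0.14 (23 of 28 positive, camera adjusted p = 0.00783; adjusted p = 0.644 with an estimated correlation); the call ended without mouse M134 (adjusted p = 0.103, median 0.10) or M145 (adjusted p = 0.584, median 0.03), with a Y-linked covariate (adjusted p = 0.227, median 0.09) and by fgsea on the log2 fold change (adjusted p = 0.121), and the median was 0.28 without mouse M164.

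These lists did not pass the threshold in the main test (sensitivity.md gives the settings in which some passed or turned), with their median and camera adjusted p: monocytes 0.16 (0.461), neutrophils -0.26 (0.301; 0.0149 without *Usp24 WT* mouse M1354), alveolar type 1 cells -0.21 (0.479; placed as higher without mouse M164, 0.817), blood endothelium 0.14 (0.370; placed as lower without mouse M164, 0.274), fibroblasts 0.14 (0.245; 0.0177 without mouse M134; placed as lower without mouse M164, 0.261), mesothelium 0.62 (0.219; 0.0258 without *Usp24 WT* mouse M1354, 0.0324 without mouse M134; placed as lower without mouse M164, 0.342), red blood cells 0.42 (0.275; 0.0221 without mouse M134) and histones 0.08 (0.326). Immediate early genes had a median of -0.03 and a mean of 0.10 and were placed as higher (0.752; 0.0471 without mouse M145); they were placed as lower without *Usp24 WT* mouse M1354 (0.451), *Usp24 C1695A* mouse M134 (0.943) or mouse M164 (0.339). The genes the paper names were placed as higher without *Usp24 WT* mouse M1370 (0.507) or *Usp24 C1695A* mouse M134 (0.386). Lists too short for camera had these means in *Usp24 WT* mice M1354, M1364 and M1370 and *Usp24 C1695A* mice M134, M145 and M164: mast cells 7.72, 8.71, 8.08, 7.73, 8.12 and 9.06; esophagus 4.53, 5.21, 4.68, 5.40, 5.18 and 5.73; thyroid 7.55, 6.79, 7.70, 6.80, 6.27 and 7.64; liver 5.09, 6.27, 5.14, 5.01, 5.62 and 7.64; Y-linked genes 9.90, 0, 0, 9.94, 9.90 and 9.85.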
